# Uncovering the mesendoderm gene regulatory network through multi-omic data integration

**DOI:** 10.1016/j.celrep.2022.110364

**Published:** 2022-02-15

**Authors:** Camden Jansen, Kitt D. Paraiso, Jeff J. Zhou, Ira L. Blitz, Margaret B. Fish, Rebekah M. Charney, Jin Sun Cho, Yuuri Yasuoka, Norihiro Sudou, Ann Rose Bright, Marcin Wlizla, Gert Jan C. Veenstra, Masanori Taira, Aaron M. Zorn, Ali Mortazavi, Ken W.Y. Cho

## Abstract

Mesendodermal specification is one of the earliest events in embryogenesis, where cells first acquire distinct identities. Cell differentiation is a highly regulated process that involves the function of numerous transcription factors (TFs) and signaling molecules, which can be described with gene regulatory networks (GRNs). Cell differentiation GRNs are difficult to build because existing mechanistic methods are low throughput, and high-throughput methods tend to be non-mechanistic. Additionally, integrating highly dimensional data composed of more than two data types is challenging. Here, we use linked self-organizing maps to combine chromatin immunoprecipitation sequencing (ChIP-seq)/ATAC-seq with temporal, spatial, and perturbation RNA sequencing (RNA-seq) data from *Xenopus tropicalis* mesendoderm development to build a high-resolution genome scale mechanistic GRN. We recover both known and previously unsuspected TF-DNA/TF-TF interactions validated through reporter assays. Our analysis provides insights into transcriptional regulation of early cell fate decisions and provides a general approach to building GRNs using highly dimensional multi-omic datasets.

## In brief

Building mechanistic gene regulatory networks (GRNs) from highly dimensional genomic datasets to recapitulate cellular differentiation remains a difficult problem in developmental biology. Jansen et al. use linked self-organizing maps to combine ChIP-seq/ATAC-seq with temporal, spatial, and perturbation RNA-seq data from *Xenopus tropicalis* mesendoderm development to build a high-resolution genome-scale mechanistic GRN.

## INTRODUCTION

Understanding the transcriptional control of cellular differentiation programs is fundamentally important in biology and regenerative medicine. Simple linear pathways of gene regulation are insufficient to explain complex biological phenomena. This is because genes function in complex networks, and the emergent properties of these networks ultimately generate biological outcomes (Levine and Davidson, 2005; Davidson, 2010). Thus, identifying network structure is a necessary step toward comprehending the causes of cellular states and behaviors in embryogenesis, in adults, and in disease.

Efforts were made to compile the available molecular data into gene regulatory networks (GRNs) describing mesendoderm (ME) development in *Xenopus* (Loose and Patient, 2004; Koide et al., 2005). Arguably, these developmental events represent most influential developmental periods in metazoan organisms, leading to large-scale morphogenetic changes and body axis formation. Recently, a highly curated interactome map was generated based on over 200 publications (Charney et al., 2017a), which represents the most thoroughly examined ME GRN in any chordate. It revealed that germ layer specifications are controlled by a set of transcription factors (TFs) acting in a complex network. Additionally, previous work has suggested that critical aspects of the ME GRN are conserved in all vertebrates (Zorn and Wells, 2009). Therefore, a highly robust *Xenopus* GRN is likely to inform conserved paradigms in human development and strategies to direct human cell differentiation.

Although the current GRN has revealed critical principles governing early embryonic development (Charney et al., 2017a; Paraiso et al., 2020), it is far from complete. This is in part because, in the past, network connections were not fully embedded within the larger regulatory architecture nor included temporal and spatial data. Thus, the ME GRN is likely to miss many important interactions. An alternative approach is to generate a GRN based on a combination of computational methods with extensive perturbation analysis. Availability of large-scale genomics datasets in recent years allows us to test the utility of such an approach. However, one difficulty is the potential to produce numerous putative interactions that may contain false positives. This concern is supported by chromatin immunoprecipitation sequencing (ChIP-seq) analyses, which often uncover tens of thousands of TF-bound sites, but only a fraction of such sites directly affect gene expression (Li et al., 2008; Kvon et al., 2012). Therefore, it would be valuable to develop an approach that embraces the scale of the genomic data, while minimizing false positives. Although other methods have been developed to solve this problem through refinement of peak calling of ChIP-seq datasets (Bardet et al., 2013), we hypothesized that integration of genetic perturbation data types into the analysis of chromatin datasets would allow for a more informed identification of functional binding sites.

Given the current accumulation of large genomic datasets, computational GRN inference has become a popular field of research. One common way that these methods operate is using co-expression matrices to build “influential” GRNs (reviewed in Delgado and Gómez-Vela, 2019), which rely on correlations between genes rather than direct mechanistic regulation between TFs and target genes. The vast majority of GRN inference studies using high-throughput data build networks of this type. For the current work, we wished to build a “mechanistic” GRN, so we sought to find direct connections that engage *cis*-regulatory regions. This is extremely difficult using only one type of data (reviewed in Hu et al., 2020). Some recent predictive algorithms use multi-omic data to build lists of putative functional enhancers (Sethi et al., 2020; Xiang et al., 2020), but they do not incorporate TF binding data to determine whether the TF can directly regulate these enhancers. Others focus on integrating single-cell data types, e.g., Seurat/Cicero (Stuart et al., 2019), but they can create “influential” GRNs only from gene correlation matrices. Here, we describe the use of widely available bulk data for constructing mechanistic GRNs.

We adapted our linked self-organizing map (SOM) method (Jansen et al., 2019) to the multiple data types available for ME development: ChIP-seq, ATAC-seq, and RNA-seq of wild-type (temporal and spatial) and perturbation conditions. SOMs (reviewed in Kohonen, 2001) are a type of unsupervised neural network that train on a set of data to generate a low-dimensional representation. Previous works have successfully used the SOM’s remarkable ability to generate robust clusters (Kiang and Kumar, 2001) by incorporating them into the analysis of highly dimensional genomic data. For example, SOMs have identified complex relationships between genes and genomic regions in multiple cell types in human and mouse (The ENCODE Project Consortium, 2012; Mortazavi et al., 2013; Cheng et al., 2014; Yue et al., 2014; Partridge et al., 2020). The linked SOM method combines the clustering of multiple SOMs, each built with a different type of data (e.g., ChIP-seq and RNA-seq), into one analysis.

Here, to apply the linked SOM method, we generated a clustering of genes by training a SOM on 95 transcriptomic RNA-seq datasets to capture gene expression profiles that co-vary across different experimental conditions. Similarly, a clustering of genome regions was generated by training a SOM over 63 ChIP/ATAC-seq (Assay for Transposase-Accessible Chromatin using sequencing) experiments. Next, we combined the RNA and DNA clusterings by associating the individual genomic regions within the DNA clusters to the closest gene. This generated a multi-clustering, in which each cluster contained genome region-gene pairs that had a similar DNA (in the genome regions) and RNA signal (in the genes). These linked metaclusters (LMs) are extremely similarly regulated, so motif analysis on the genome regions, even after strict enrichment filtering, is more successful than scanning the whole genome alone (Jansen et al., 2019), and thus identified many new functional TF-DNA interactions. These inferred interactions were validated using reporter gene assays, supporting that the linked SOM approach is a valuable method to build mechanistic GRNs. This method was also applied to the RNA-seq data from spatial dissections to find TF-gene pairs with unique spatial properties during ME development. This analysis found six TFs, which based on their gene expression profiles and the expression of their predicted targets, should be included in the core network. By extending the linked SOM method for *Xenopus* ME development, we have developed a useful approach to find TFs important for germ layer specification.

## RESULTS

### Reconciling the known biology with evidence from high-throughput data

The scope of the problem of building GRNs with high-throughput genomic data can be illustrated by examining the known regulatory loci surrounding the gene encoding the Spemann organizer TF Gsc (Cho et al., 1991), which contains two regulatory elements near the promoter, called the proximal and distal elements (Watabe et al., 1995), and a farther upstream element (Mochizuki et al., 2000). These DNA regions are bound and controlled by a small set of ME TFs (Koide et al., 2005). However, recent ChIP-seq datasets highlight the possibility of the function of various maternal TFs (Nakamura et al., 2016; Charney et al., 2017b; Paraiso et al., 2019), organizer TFs (Yasuoka et al., 2014), and mesodermal TFs (Gentsch et al., 2013) in regulating *gsc* through these *cis*-regulatory modules (CRMs; Figure 1A). Further, these known elements represent the minority of peaks identified upstream of the *gsc* transcription start site. 

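Within 15 kb upstream of *gsc*, on chromosome 8 of genome v9.0, the 7 peak lists hold 34 peaks. The proximal element holds 6 of them and the distal element 5, together 32.4% of the peaks, and the other 23 (67.6%) lie outside both. Mix1 has 10 peaks in the region, Vegt 8 at the later stage and 6 at stage 9, Sox7 has 6, Smad1 has 2, and Sia1 and Ventx2 have 1 each. Every list except that of Smad1 has a peak in the proximal element. The distal element is met by peaks of Mix1, Sox7 and both Vegt lists, with 2 peaks of the later one. The Mix1 peak at 67406414 to 67406723, in the distal element, has the highest fold enrichment in the region, 34.53, with a −log10 q of 128.5. The Ventx2 peak lies at 67405526 to 67405828 with a fold enrichment of 8.605, rank 18 of the 140 peaks in its list. The Sia1 peak lies inside it at 67405638 to 67405764, with a fold enrichment of 4.192 and rank 4247 of 4421. At a q under 1e-05 the region holds 22 peaks, and within 10 kb of *gsc* it holds 25. The positions of the elements were read by eye from Figure 1C, and the element farther upstream could not be placed.

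**Figure D1:**
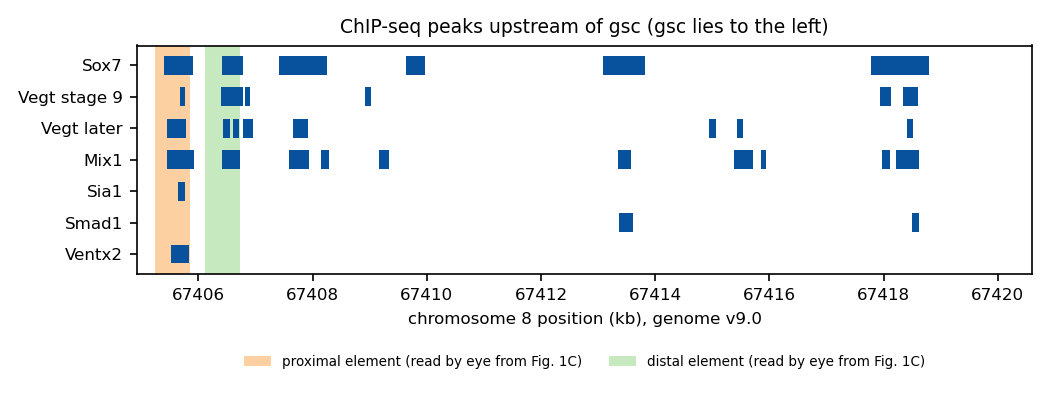
Peaks of the 7 lists (blocks, 1 list per line) along chromosome 8 of genome v9.0 (horizontal axis, kb), with the proximal and distal elements shaded as read by eye from Figure 1C. Of the 34 peaks, 11 overlap a shaded element.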

The chromatin context within this region highlights the need for integrative analysis of genomic datasets.

### Strategy for integration of different highly dimensional genomic data types

To investigate *X. tropicalis* ME gene regulation, we assembled a highly dimensional dataset of 95 RNA-seq and 63 ChIP-seq/ATAC-seq experiments (Figure 1B; Key resources table). The chromatin datasets include the openness of the loci, TF binding, epigenetic modifications, and RNA polymerase II association. 

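RNA was sequenced from whole *X. tropicalis* embryos injected with 4 ng of an antisense morpholino oligonucleotide (MO) against *tcf7l1*, and from uninjected embryos. Tcf7l1, also known as Tcf3, is an HMG-box TF that holds Wnt target genes repressed where β-catenin is absent. Both conditions were sampled at stages 9.5, 10 and 10.5, with 2 libraries per stage and condition. *tcf7l1* RNA was at 84.4 and 91.8 TPM in the MO libraries of stage 9.5, at 211 and 232 TPM at stage 10, and at 365 and 356 TPM at stage 10.5. In the uninjected libraries it was at 100.3 and 101 TPM at stage 9.5, at 222 and 223 TPM at stage 10, and at 286 and 326 TPM at stage 10.5. Its log2 fold change averaged over the 3 stages was 0.01 on the log2(TPM + 1) scale (SE 0.05, adjusted p = 0.933 from limma). An MO that blocks translation leaves the RNA in place, so the RNA level does not measure the loss of the protein, and the paper's text does not state how this MO acts. No embryos injected with a control MO were sequenced in this set, so each comparison includes the injection itself. Stages are those of the library labels, where the Key Resources Table of the paper gives stages 9 to 10 for the set. The libraries were made from polyadenylated RNA by Smart-seq2, and the authors obtained TPM with RSEM 1.2.12 and Bowtie 2 2.2.7 on genome v9.0. TPM keep no record of the depth, which is therefore unknown. Each library had 13508 to 14157 of the 32234 features above 1 TPM. Across genes, which are not independent replicates, Pearson's r between the 2 libraries of a group was 0.972 to 0.978. The 15494 features above 1 TPM in at least 2 libraries were tested with limma on log2(TPM + 1), in 1 fit with a mean for each of the 6 groups, and p-values were adjusted by the Benjamini-Hochberg method.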

The transcriptomic datasets include spatial expression, temporal expression at relevant developmental stages, and knockdown (KD) data of critical TFs and signaling pathways. These data were individually analyzed and collected into two large matrices for unsupervised learning (STAR Methods). For the RNA-seq experiments, gene expression was quantified in transcripts per million (TPM) for each experiment. 

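ChIP-seq peaks were deposited for 6 TFs in whole embryos. Mix1, Sox7 and Vegt act in the mesendoderm, Sia1 is a dorsal homeobox activator, Smad1 transduces BMP signals and Ventx2 is a ventral homeobox repressor. Vegt was profiled at 2 stages, which makes 7 peak lists, each from 1 sample, so that no list has a replicate. The Mix1 list holds 57933 peaks and the Sox7 list of stage 8 holds 23973 peaks. The Vegt lists hold 199531 peaks at stage 9 and 30112 peaks at the later stage. The Sia1 list holds 4421 peaks, the Smad1 list 3158 peaks and the Ventx2 list of stage 11 only 140 peaks. The median peak of the Ventx2 list had a −log10 q of 11.34, against 3.62 in the Sia1 list and 2.01 in the Vegt list of stage 9. The peak numbers in the names of the Vegt list of stage 9 run far beyond its length, for which the paper's text gives no reason. The labels give stage 10 for Mix1 and the later Vegt sample, for which the paper gives stage 10.5. Sia1 and Smad1 carry stage 10 in the labels, while the paper also prints stage 10.5 for Sia1 (Figure S3) and stages 10.5 (Figure S1F) and 11 (Key Resources Table) for Smad1. The authors called the peaks against input DNA with MACS2 2.0.10 at default options. Coordinates are those of *X. tropicalis* genome v9.0, and 2 peaks were counted as overlapping from 1 shared bp on.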

For the ChIP/ATAC-based experiments, we first partitioned the genome using peak calls identified from these chromatin datasets. Then, we calculated reads per kilobase per million (RPKM) signal for each experiment within each of these partitions. As an example, compare the conversion of the ChIP-seq peaks (Figure 1A) with the RPKM ChIP-seq signals (Figure 1C) in the *gsc* locus. These normalized tracks properly transform the raw signal into a form that our downstream unsupervised neural networks can accept to perform clustering.

Next, we implemented a strategy for highly dimensional data integration through linked SOMs (Jansen et al., 2019) (Figure 1D). This involved performing unsupervised learning through SOMs on each type of data separately, followed by metaclustering to generate a separate RNA SOM and DNA SOM. For the RNA SOM, genes are clustered in terms of similarities in expression: spatially, temporally, and by effects of perturbation. For the DNA SOM, the DNA regions are clustered based on similarities in DNA accessibility, histone modifications, and combinations of TFs bound. These RNA SOM and DNA SOM clusters are then linked such that clustered genes are associated with nearby clustered DNA partitions. Additionally, separately created spatial RNA SOM clusters were incorporated into the network analysis (discussed further below). This combined approach allows for groups of CRMs to be linked to their nearby target gene expression profiles for further network analysis (Figure 1D).

### RNA SOM identifies gene expression modules

To identify different gene expression cohorts present during early *Xenopus* development, we performed unsupervised learning on the RNA-seq experimental data by training a SOM followed by metaclustering (STAR Methods). Due to the experimental matrix being “dominated” by time-course expression data, the trained map displayed a time-course-dependent structure such that genes that have similar temporal profiles, such as *gsc*, *nodal1*, *lhx1*, *osr1*, *hhex*, and *osr2* being located in SOM units in one general area of the 2D map, whereas genes that tend to peak earlier, such as *nodal*, *nodal2*, and *sia1*, were in SOM units in another section (Figure S1A) (Owens et al., 2016). In contrast, although comparisons between gene expression KDs using antisense morpholino oligonucleotides (MOs) and their controls were a minority in this dataset (Figure 1B), they do show local differences on the 2D maps across adjacent metaclusters (Figure S1B). Thus, the metaclustering of the units of the map had the capacity to capture these differences.

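Averaged over the 3 stages, part of the measured genes of each germ layer were lower in embryos injected with the Tcf7l1 MO than in uninjected embryos. As sets, the lists of ectoderm, ventral, posterior, organizer, mesoderm and endoderm genes were lower by camera with a preset correlation of 0.01, at adjusted p-values from 1.02e-07 (ventral list) to 0.000476 (mesoderm list). Camera set each list against all 15494 features, while only genes with a symbol in the paper's supplementary tables could be members. Outside the Tcf7l1 targets, 20.0% of genes with a symbol were called in the average, against 11.6% of all genes tested. These p-values therefore do not set a list apart from named genes at large. The naming tables also rest in part on these libraries. Some lists share members, with *cer1* and *hhex* in the organizer and endoderm lists and *wnt8a* in the ventral and mesoderm lists. Results of these lists are therefore not independent of each other. With an estimated correlation none of the 6 lists passed in the average (adjusted p = 0.0832 for the ectoderm, organizer, posterior and mesoderm lists, and adjusted p = 0.0902 for the ventral and endoderm lists). By stage with the preset correlation, the posterior list was not called at stage 9.5 (camera adjusted p = 0.0729). Neither the organizer list (0.102) nor the endoderm list (0.697) was called at stage 10.5. Of 20 measured genes of the ectoderm and neural plate, 9 fell, none rose and 11 did not pass the test (12 fell when adjusted over the list alone). *zic3*, a zinc finger gene of the neural plate, fell by 0.72 on the log2(TPM + 1) scale (SE 0.07, adjusted p = 0.000829 from limma), and stood at 139 ± 21.0 TPM (SD, n = 2) at stage 10 against 237 ± 25.9 TPM in uninjected embryos. *sox2*, an SRY-box gene of neural progenitors, fell by 0.90 (SE 0.11, adjusted p = 0.00187 from limma). Of 18 measured genes of ventral and BMP-responsive tissue, 11 fell, 1 rose and 6 did not pass (14 fell and 1 rose when adjusted over the list alone). The BMP-responsive homeobox gene *msx1* stood at 14.0 ± 3.39 TPM (SD, n = 2) at stage 10.5 against 65.6 ± 31.0 TPM in uninjected embryos (averaged log2 fold change −1.13, SE 0.21, adjusted p = 0.0108 from limma). The gene that rose in this list was *id2*, which encodes an inhibitor of basic helix-loop-helix TFs. Among 18 measured genes of Wnt feedback and posterior identity, 4 fell and 14 did not pass (8 fell when adjusted over the list alone). The caudal-type homeobox gene *cdx1*, which patterns posterior tissue, fell by 1.78 (SE 0.24, adjusted p = 0.00294 from limma). Among 12 measured organizer genes, 4 fell and 8 did not pass (8 fell when adjusted over the list alone). *chrd*, which encodes the secreted BMP antagonist Chordin, fell by 0.63 (SE 0.04, adjusted p = 0.000162 from limma), from 144 ± 4.55 to 104 ± 0.771 TPM (SD, n = 2) at stage 10. Of 18 measured mesoderm genes, 8 fell, 1 rose and 9 did not pass (10 fell and 1 rose when adjusted over the list alone). *mespb*, a basic helix-loop-helix gene of segmental mesoderm, stood at 13.9 ± 1.93 TPM (SD, n = 2) at stage 10 against 51.9 ± 4.37 TPM, while the Hairy/Enhancer of split gene *hes7.1* rose by 0.79 (SE 0.11, adjusted p = 0.00323 from limma). Of 12 measured endoderm genes, 5 fell and 7 did not pass (9 fell when adjusted over the list alone). Among them, *foxa2*, a forkhead gene of the endoderm and dorsal midline, fell by 0.73 (SE 0.15, adjusted p = 0.0147 from limma). In *zic3*, *sox2*, *msx1*, *cdx1*, *chrd*, *mespb* and *foxa2*, each of the 6 MO libraries lay below both uninjected libraries of its stage, while for *hes7.1* the MO libraries lay above at stages 9.5 and 10 but not at stage 10.5. The rule that named *msx1* required this, as did part of the rules that named *cdx1* and *mespb*, so for them it adds no evidence. *zic3*, *sox2*, *chrd* and *foxa2* were named for a low p in these same libraries, so for them it adds little. At stage 9.5 all libraries of *msx1* and *foxa2* lay below 1 TPM. With a replicate block, within stages or shared by them, 15 ectoderm, 15 ventral, 8 posterior, 8 organizer and 9 endoderm genes fell, and 10 mesoderm genes within stages and 9 with the shared block. With either block *tcf7* of the posterior list, *not* of the organizer list, *id2* and *hes7.1* rose, and within stages also *irx1* of the ectoderm list and *snai2* of the mesoderm list. Set against the mix of uninjected stages 9.5 and 10 that fits MO embryos of stage 10 best, a comparison chosen after the results were seen, only the ventral list of the 10 lists lower at stage 10 was still lower (adjusted p = 0.0456 by camera, and 0.122 and 0.0255 with the mixing weights from replicates 1 and 2, with 0.65 for an estimated correlation). That call was lost with the replicate block shared by the stages (adjusted p = 0.0606 by camera) and held with the block within stages (0.0354). At stage 10.5, against the mix of uninjected stages 10 and 10.5, only the ectoderm list of the 4 lists lower there was still lower (adjusted p = 0.0375 by camera, and 0.706 with an estimated correlation). The ventral list gave an adjusted p of 0.238. Either replicate block lost the call of the ectoderm list (adjusted p = 0.0807 within stages and 0.0524 shared by them, by camera). Outside the lists, the largest increases among genes with a symbol included *vrk1*, which encodes a chromatin kinase, at 0.99 (SE 0.12), *zfp64*, a zinc finger gene, at 0.93 (SE 0.05), and *e2f1*, a cell-cycle TF gene, at 0.88 (SE 0.10), with adjusted p-values from limma of 0.00184, 6.2e-05 and 0.00113. From uninjected stage 9.5 to stage 10.5 the log2 fold change was −4.13 for *e2f1*, −1.93 for *vrk1* and −0.15 for *zfp64*. Against the mix at stage 10.5, limma still called *zfp64* (adjusted p = 0.00196) and *vrk1* (0.0174) but not *e2f1* (0.304). For *e2f1* an effect of the MO and a shift in stage therefore cannot be told apart. Over all genes, limma called 132 at stage 9.5 (21 higher, 111 lower), 223 at stage 10 (83 higher, 140 lower), 729 at stage 10.5 (388 higher, 341 lower) and 1813 in the average (949 higher, 864 lower). After rescaling by the median ratio, the split was 360 higher and 486 lower at stage 10.5 and 909 higher and 1043 lower in the average, and after quantile normalization it was 399 and 393 at stage 10.5 and 968 and 981 in the average. The test of a difference in the effect between stages called 3 genes. With the replicate number as a block shared by the stages, the counts were 556, 1133, 2328 and 3760, and 67 for the difference between stages. With a replicate block within each stage, they were 621, 1428, 2639 and 4069, and 55 for that difference. With 1 library left out, the count fell to as few as 15 at stage 9.5 and 19 at stage 10, each without uninjected replicate 2 of that stage, and to 91 at stage 10.5 without MO replicate 2 of that stage, while the averaged count was 1075 to 1864. From the local differences that MO and control experiments show on the 2D maps (Figure S1B), the paper concludes that the metaclustering was able to capture them; the SOM itself was not analysed here.

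**Figure D2:**
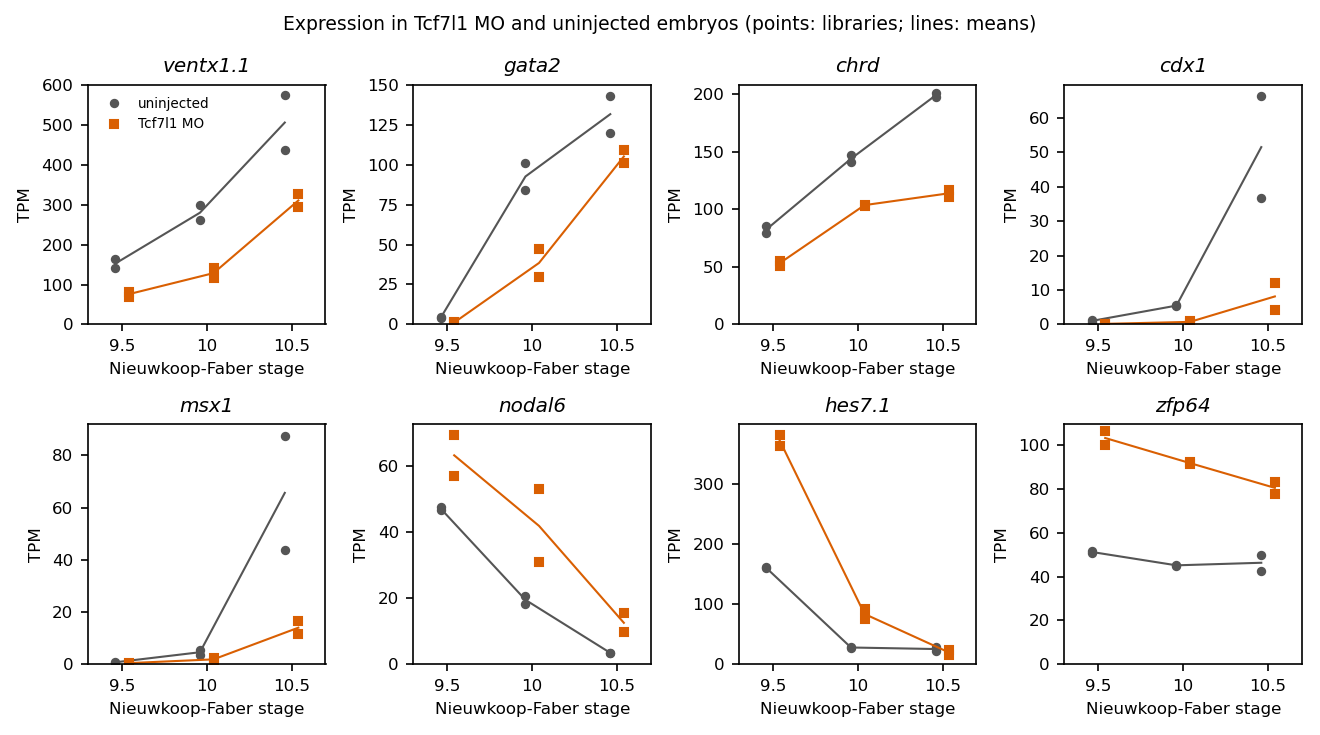
TPM of 8 genes (vertical axes, TPM) at Nieuwkoop-Faber stages 9.5, 10 and 10.5 (horizontal axes) in Tcf7l1 MO embryos (squares) and uninjected embryos (circles), with a point for each of the 2 libraries of a group and lines through the means. At stage 10 *zfp64* lay at 91.9 ± 0.672 TPM (SD, n = 2) in MO embryos and 45.1 ± 0.382 TPM in uninjected embryos, and *cdx1* at stage 10.5 at 8.12 ± 5.58 and 51.6 ± 21.1 TPM.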

In all, we recovered 84 distinct RNA SOM metaclusters that capture the different gene expression profiles present in the included data (Figures 2A and S1B; Table S1A) (labeled R# for each RNA metacluster). Genes that share similar expression profiles across all experiments such as dorsal ME genes activated during midblastula stage, including *nodal*, *nodal2*, and *sia1*, clustered together in metacluster R82. 

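In uninjected embryos *nodal*, a Nodal ligand gene, stood at 23.3 ± 3.74 TPM (SD, n = 2) at stage 9.5, 19.9 ± 3.60 TPM at stage 10 and 10.9 ± 1.14 TPM at stage 10.5. From stage 9.5 to stage 10.5 it fell by 1.03 on the log2(TPM + 1) scale (adjusted p = 0.00124 from limma). *sia1*, a homeobox gene that activates organizer genes, stood at 28.7 ± 4.26, 24.4 ± 0.276 and 11.0 ± 3.07 TPM (SD, n = 2) at the 3 stages, and fell by 1.32 (adjusted p = 0.000617 from limma). The Nodal ligand gene *nodal2* stood at 21.8 ± 0.325, 40.3 ± 3.83 and 15.3 ± 4.93 TPM (SD, n = 2), and its log2 fold change from stage 9.5 to stage 10.5 was −0.52 (adjusted p = 0.293 from limma). From stage 10 to stage 10.5 *nodal2* fell by 1.38 (adjusted p = 0.0252 from limma). None of the 3 genes passed the test for Tcf7l1 MO against uninjected embryos averaged over the stages, where limma gave an adjusted p of 0.772 for *nodal* (log2 fold change −0.07), 0.872 for *nodal2* (−0.09) and 0.0908 for *sia1* (0.35). In the MO embryos *nodal* stood at 16.4 ± 0.799, 21.5 ± 1.22 and 12.2 ± 1.64 TPM (SD, n = 2) at the 3 stages, *nodal2* at 9.44 ± 3.41, 39.5 ± 5.98 and 31.4 ± 16.4 TPM, and *sia1* at 31.3 ± 6.21, 28.7 ± 1.46 and 18.2 ± 0.269 TPM. Adjusted over the list alone, 1 of the 3 was higher in MO embryos, and with a replicate block *sia1* passed over all genes too (adjusted p = 0.0236 with the block shared by the stages and 0.0165 within stages, from limma). The set gave an adjusted p of 0.8 by camera, with a median log2 fold change of −0.07, a mean of 0.06 and a direction of the test that was up. The *nodal* genes have close copies in the genome, so the assignment of reads to single copies is uncertain.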

Organizer genes *gsc* and *hhex*, which showed transient zygotic expression peaking at stage 10, clustered together in metacluster R11 (Figure 2B). Meanwhile, genes in metacluster R76 (Figure 2C), which include *foxa2* and *gli3*, did not become highly expressed until mid-gastrula stage 11 and steadily increased until stage 13. In addition to spatiotemporal expression, genes within each metacluster showed distinct responses to perturbation experiments (Figure 2D). For example, the 110 genes in metacluster R11 had similar responses to multiple MO perturbation and temporal conditions. 

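The organizer genes *gsc*, a homeobox repressor, and *hhex*, a homeobox TF of the anterior endoderm, both rose in uninjected embryos between stages 9.5 and 10. *gsc* stood at 66.1 ± 13.5, 167 ± 3.08 and 142 ± 37.9 TPM (SD, n = 2) at stages 9.5, 10 and 10.5, and rose by 1.34 on the log2(TPM + 1) scale from stage 9.5 to stage 10 (adjusted p = 0.00638 from limma). *hhex* stood at 10.2 ± 3.46, 66.3 ± 20.2 and 62.2 ± 0.516 TPM (SD, n = 2), and rose by 2.59 (adjusted p = 0.00249 from limma). From stage 10 to stage 10.5 the log2 fold change was −0.26 for *gsc* (adjusted p = 0.442 from limma) and −0.06 for *hhex* (adjusted p = 0.936). Neither gene passed the test for Tcf7l1 MO against uninjected embryos averaged over the stages, with a log2 fold change of −0.18 for *gsc* (SE 0.12, adjusted p = 0.425 from limma) and −0.66 for *hhex* (SE 0.19, adjusted p = 0.0571). Adjusted over the list alone, *hhex* was lower. In the MO embryos *gsc* stood at 41.9 ± 9.59, 154 ± 11.1 and 162 ± 10.5 TPM (SD, n = 2) and *hhex* at 3.56 ± 1.36, 36.8 ± 12.6 and 69.3 ± 9.38 TPM. The copy of Table S6 used here, which lacks the last rows of the table, names 7 genes of R11, a set chosen after its values were seen. Of these 7, the ventral homeobox repressor genes *ventx3.2* (log2 fold change −0.72, SE 0.13, adjusted p = 0.0108 from limma) and *ventx3.1* (−0.41, SE 0.08, adjusted p = 0.0157) fell, and *gsc*, *hhex*, *foxi1*, *irx1* and *irx3* did not pass. *foxi1*, a forkhead gene of the epidermis, had a log2 fold change of −0.74 (adjusted p = 0.191 from limma), and the Iroquois genes *irx3* and *irx1* had −0.44 (adjusted p = 0.0912) and 0.33 (adjusted p = 0.161). Over the 7 genes, the log2 fold changes ran from −1.29 to 0.55 at stage 9.5 and from −1.03 to 0.22 at stage 10.5. As a set, *gsc* and *hhex* gave an adjusted p of 0.138 by camera, of 0.104 with the replicate block shared by the stages, and of 0.0377 with the block within stages (adjusted p = 0.317 there with an estimated correlation). With the replicate block shared by the stages, limma called *hhex* (adjusted p = 0.00144), *foxi1* (0.0222) and *irx3* (0.0383) lower, and with the block within stages also *irx1* higher (0.00338), with 0.000553, 0.0213 and 0.0031 for the former. Responses of R11 to other MOs were not analysed here.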

Notably, the genes in this group were down-regulated in stage 10 after inhibiting Foxh1 expression (Foxh1 MO experiment), whereas the 728 genes in R58 and the 527 in R72 were up-regulated. To further show that each metacluster is distinct, we performed Gene Ontology (GO) enrichment analysis on each (Figure 2E). Metacluster R11 contained genes with functions related to dorsal/ventral patterning and cell fate, whereas metacluster R72 had genes related to cell proliferation. See Table S1B for other GO term analysis of metaclusters. The differences in biological functions and properties among these GO term lists suggest that the RNA SOM distinguishes sets of genes based on their expression behaviors under different conditions.

### DNA SOM identifies chromatin states and combinatorial TF binding

To prepare the data from the collected ChIP-seq/ATAC-seq experiments for machine learning, we separated the *X. tropicalis* genome into 731,726 genome partitions using called peaks from each experiment (Figures 1C and S3) and computed RPKMs for each experiment over these regions. We then performed unsupervised learning on this matrix with a SOM, and further metaclustering identified 88 distinct DNA profiles present in the data (see Figure 3A for Foxh1-enriched metacluster profiles; see Figure S3 and Table S2A for all metacluster profiles) (labeled D# for each DNA metacluster). Like ChromHMM, these clustered partitions are differentiated by histone marks according to different chromatin states, such as H3K4me1-marked active or primed enhancers (metacluster D71 and D58; Figure 3A) (Heintzman et al., 2007; Creyghton et al., 2010; Buenrostro et al., 2013), H3K9me2/3- and H4K20me3-marked heterochromatic regions (metacluster D72 and D29; Figure S3) (Schotta et al., 2004), and unmodified regions (metacluster D9; Figure S3) (Hontelez et al., 2015). Additionally, the hierarchical clustering over these metacluster profiles (Figures 3B and S3) shows Polycomb repressive H3K27me3 marked regions (Cao et al., 2002) are separated from other chromatin marks in metaclusters D45 and D84 (Figure S3). Similarly, promoter regions marked by H3K4me3 ChIP-seq signals clustered together (D28 and D87; Figure S3) (Santos-Rosa et al., 2002). Interestingly, metacluster D51 has a strong H3K27me3 and H3K4me1 signal, which indicated that this metacluster contains inactive promoters and putative poised enhancers, whereas metacluster D77 replaced the H3K27me3 signal with H3K27ac, which indicated active promoters and Ep300-positive enhancers.

Next, we searched within enhancer-marked regions and visualized interactions of known TF co-bindings via 2D-SOM. For example, previously, we have shown that the maternally expressed endodermal TFs Otx1, Vegt, and Foxh1 can co-bind CRMs, and Otx1 and Vegt synergistically activate endodermal gene expression during cleavage to early blastula stage 8 (Paraiso et al., 2019). In this analysis, Figure S1C highlights that Otx1, Vegt, and Foxh1 ChIP-seq data showed considerable overlap and simultaneous enrichment in metaclusters D77, D71, and D50 (see Figure 3A for their full DNA signal profile). Second, there are significant metacluster overlaps (D20, D39, D58, D71, D77, D45, and D51) between Ep300 and Foxh1 at stage 9 (Figure S1D), indicating a close association between these two factors. Lastly, unlike the early binding of Foxh1 during blastula stages 8–9, Foxh1 binding during early gastrula stage 10 is enriched near dorsal ME genes and is associated with the Nodal co-factor Smad2/3 binding as seen in D77 (Chiu et al., 2014; Charney et al., 2017b). Consistently, Foxh1 binding and Smad2/3 binding were highly correlated as shown by an extensive overlapping heatmap, whereas a heatmap representing Foxh1 binding during blastula stage only partially overlapped with Smad2/3 (Figures S1D and S3). The fact that metaclusters D39, D58, and D71 are free of Smad2/3 but associate with Ep300 indicates that many of the Foxh1-bound regions have Nodal signaling-independent activity. These analyses illustrate the advantage of presenting the ChIP-seq data with a SOM analysis to visually inspect TF-TF interactions and uncovering functional differences of closely related TFs.

Outside known interactions, we find some surprising combinations of TF binding. For example, there is a substantial overlap between the Foxh1 and Gsc SOM maps from the stage 10.5 gastrula (Figure S1D). Interaction between Gsc and Foxh1 has not been well documented, but there is evidence that they directly interact and regulate the expression of the endodermal gene *mix1* (Izzi et al., 2007). Our SOM results suggest that such an interaction may be more widespread during ME specification. Next, the binding of mesodermal regulator Tbxt (Smith et al., 1991) at stage 12 and the endodermal regulator Sox17 (Hudson et al., 1997; Mukherjee et al., 2020) at stage 10.5 correlated well with each other (Figures S1E and S3). This finding indicates that Sox17 and Tbxt bind to similar locations in the genome even if they are expressed in different locations within the embryo. If Sox17 remains bound to these regions until stage 12, this could indicate either a competitive or an independent interaction between Tbxt and Sox17 at stage 12 to generate distinct mesodermal and endodermal lineages. In support of the latter, the expression patterns of Tbxt and Sox17 are also non-overlapping in mice (Lolas et al., 2014). In all, this provides evidence toward a possible conserved mutual exclusion mechanism between Tbxt and Sox17 regulating mesoderm and endoderm development. Lastly, at early gastrula stage 10, the binding of dorsal ME factors Ctnnb1 (β-catenin; Wnt signaling TF) (Nakamura et al., 2016; Heasman et al., 1994) and Foxh1 (Nodal signaling co-factor) (Chen et al., 1996) clusters with the ventral specifying TF Smad1 (BMP signaling TF) (Graff et al., 1996; Afouda et al., 2020) (Figures S1F and S3). Some of these CRMs that show interactions with Wnt, BMP (bone morphogenetic protein), and Nodal signaling pathways may represent the nodes critical in controlling the formation of the dorsal-ventral axis during early embryogenesis. These newly identified combinatorial interactions of TFs underline the usefulness of SOM analysis and would be the topic of further research.

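Of the 3158 Smad1 peaks, 2939 (93.1%, Wilson 95% interval 92.13 to 93.9) overlap a peak of Mix1, a homeobox TF of the mesendoderm. With 100 random placements along the chromosomes, 63.63 Smad1 peaks met a Mix1 peak on average. In each of the 21 pairs of lists, the overlap exceeded that of all 100 placements. The excess over such placements therefore does not set Smad1 and Mix1 apart from other pairs. Placements onto regions shared by other lists were not run for this pair. Peaks of Sox7, a maternal SRY-box TF, are met by 2104 Smad1 peaks (66.6%). For Vegt, a maternal T-box TF of the vegetal hemisphere of the embryo, 1164 Smad1 peaks (36.9%) overlap the later list and 839 (26.6%) the list of stage 9. Of the 5 lists longer than that of Smad1, the list of Sia1, which acts on the dorsal side, is met by the fewest Smad1 peaks as deposited, 134 (4.24%), where random placement gave 3.2 on average, against 155.5 for the Vegt list of stage 9. With lists of equal length, the Vegt list of stage 9 is met by the fewest, 46 (1.46%), against 104 (3.29%) for Sia1. Clustered by the share of the shorter list that overlaps, Mix1 and Smad1 joined first of the 7 lists. With a reciprocal overlap of 50%, 54.8% of Smad1 peaks met a Mix1 peak and 0.887% met a Sia1 peak, and the 3158 strongest Mix1 peaks were met by 35.3%. The interval covers counting error only. Peaks of Ctnnb1 and Foxh1 are not among the deposited lists and were not analysed here.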

### Distinct genes and consensus DNA binding motif profiles are associated with different DNA SOM metaclusters

To further characterize DNA metaclusters, we performed GO enrichment analysis on the genes whose TSS (transcriptional start site) was the closest to the regions within each DNA metacluster (Figure 3C; see Table S2B for the full list). Embryonic processes correlated with the gene set associated with DNA regions in metacluster D45 are linked to organ and tissue development, while those near metacluster D77 are associated more specifically with morphogenesis and patterning. Additionally, the genes near regions in metacluster D51 are enriched for GO terms associated with cellular and developmental processes. When matched with the RNA metaclusters, these genes were highly enriched in R4, R16, and R76 (see Figure 2A for these profiles), which were all characterized by expression at later time points. The GO analysis thus indicated the genome segments in these DNA metaclusters are used in different transcriptional programs and, thus, require differential gene regulation.

In order to identify the TFs that may control the expression of genes with these distinct metaclusters (D45, D51, and D77), we performed consensus DNA binding motif analysis on each metacluster. After removing the shared motifs among the metaclusters, 63 unique TF motifs to metacluster D45 were recovered, such as Smad2/3, Sox7, and Ventx. These are well-known TFs involved in ME development (Lagna et al., 1996; Ault et al., 1996; Schmidt et al., 1996; Zhang et al., 2005). Metacluster D77 contained 56 unique TF motifs, including Foxa2 and Tcf3 (also known as E2a), which are important in the regionalization of ME (Zorn and Wells, 2009; Wills and Baker, 2015). Finally, 37 TF motifs, including Gata6, which is important for endoderm development (Afouda et al., 2005), are found in metacluster D51. D51 also includes the Tead1 motif, a known repressor in stem cells (Maeda et al., 2002), and the regions in D51 are also decorated with the repressive H3K27me3 mark. Based on these analyses, we concluded that the DNA SOM clustering managed to separate the genome partitions into groups with different biological functions.

### A spatial RNA SOM discovers independent spatiotemporal gene modules

Unlike the MO KD data, which were successfully incorporated into the SOM metaclustering (Figure 2D), genes in the full RNA SOM did not separate on the map based on their spatial expression profiles. This was due to the full RNA SOM being too focused on the temporal data provided, and so we decided to perform a parallel analysis to provide further insights. For this, we trained a separate SOM, based on just the spatial RNA data from dissected early gastrula (stage 10.5) tissues (Blitz et al., 2017). This analysis provided an excellent separation of genes based on their spatial expression (Figure 4A), and the metaclustering separation followed the differential areas of the map well (labeled sR# for each spatial RNA metacluster). sRs sR9, sR8, and sR1 had quite visible differential spatial gene expression, and sR15 and sR8 showed differential gene expression when the average fold change from each experiment to the whole embryo for each metacluster was plotted (Figure 4B). To show statistical significance of this differential expression, we used the hypothesis tool in SOMatic to find that sR1, 6, 8, 9, 12, and 15 were significantly different from whole-embryo expression levels (Figure 4C). sR8, 15, and 9 were enriched in the endoderm (vegetal pole), and sR12, 1, and 6 were enriched in the mesoderm (marginal zones) and ectoderm (animal cap).

To further explore these sets of genes, we overlapped them (Figure 4D) with the full RNA SOM clustering shown in Figure 2C. Hierarchically clustering the sRs based on gene overlap showed three separate sR groupings, sR8/sR12, sR1/sR9, and sR6/15, that had similar overlap with the full RNA SOM. Interestingly, each group contained one metacluster significantly enriched in the endoderm and the other enriched in the ectodermal and mesodermal experiments (e.g., Figure 4C, compare sR8 and sR12), and each grouping had a specific set of full RNA metaclusters (temporal profiles) with which it overlapped. These observations suggested that there might be sets of potential spatial-specific TFs activated simultaneously in different parts of the embryo that bring about the spatial gene patterns we see in the developing embryo.

To ensure that this observation was not an artifact of the clustering method, we plotted the raw profiles of multiple genes in one full RNA metacluster (R38) and classified those genes by their eventual membership in the differential sRs (Figure 4E). Based on the time-course data, these genes are activated at about 5 h of development, and they each have very different spatial profiles. We also plotted the average profiles of each of the genes in each of the metacluster overlaps (Figure 4F). As expected, the temporal profiles of the genes match in each of the full RNA SOM metaclusters. However, we noted significant spatial differences. This prompted us to explore the regulatory elements near these genes to identify the spatial-specific TFs that are driving this behavior.

### Multi-omic data integration of ChIP/ATAC SOM and spatial RNA SOM provides direction of transcription output

Previously, we developed the linked SOM method specifically to integrate scRNA-seq and scATAC-seq datasets (Jansen et al., 2019). Metaclusters of a scRNA-seq SOM were linked to a scATAC-seq SOM to build sets of genome regions that had similar scATAC-seq profiles near genes with similar scRNA-seq profiles. We determined that this linked SOM approach could be implemented similarly with the spatial *Xenopus* RNA-seq and the abundance of ChIP/ATAC-seq data to uncover the TFs that drive the observed spatial patterns.

Our goal is to identify specific TF motifs that are enriched among genes that are expressed in specific regions of embryos. We applied the linked SOM approach to the spatial RNA SOM and DNA SOM and generated a linkage between the 16 spatial RNA and the 88 DNA metaclusters, resulting in 1,408 (16 × 88) LMs. A motif search was performed on each LM separately using the human motif database, and motifs that were specifically enriched in a subset of LMs were identified. Of these motifs, we focused on those that appeared near genes in the six differential sRs (Figure 4C) forming three groups: sR8/sR12, sR15/sR6, and sR9/sR1 (Figure 4D). For each pairing, any motifs that appeared in the union of the sRs were filtered out, and motifs that were specific to one metacluster were retained (Figure S4A). To further enrich for TFs with targets showing spatial expression, we searched for the motifs that were shared in at least two of the sets (Figure S4B), and plotted the temporal/spatial expression of 20 candidate TFs that could bind to these motifs (Figures 5A and 5B).

Among those, we selected the TFs that showed a significant (q < 0.05) differential spatial expression. From the motif set near endodermally enriched genes, 6 TFs showed significant differential spatial expression (Figure 5A, asterisks), whereas from the motif set near ectodermally enriched genes, we found 14 TFs (Figure 5B, asterisks). Figure 5C shows the temporal/spatial expression profiles of these TFs alongside the average expression of their predicted targets. By computing the correlation of the spatial signal (and not temporal) from the TFs and their predicted targets, we predicted the overall direction of transcriptional output: potential activating or repressing roles of these TFs. For example, in ectoderm where *foxa1* and *foxa4* expressions are low relative to in endoderm, target gene expression levels are high in ectoderm. This suggests that Foxa1 and Foxa4 had a strong negative correlation between their spatial expression and their potential targets, indicating that they have a role in repressing mesodermal and ectodermal fates.

This plot shows that the majority of predicted spatial regulators of endodermal targets are activators, whereas for the ectodermal targets, most regulators are repressive in nature. This is consistent with the view that ME cells are induced from pluripotent cells that differentiate via an ectodermal default path. For cells to differentiate from an ectodermal to an ME state, certain ectodermally expressed genes need to be reduced in expression (through endodermally/vegetally expressed repressors) and other genes need to be expressed (through endodermally expressed activators). Of the 14 ectodermal TFs, only 4, Ghrl1, Pou2f1, Sox11, and Atf3, had a positive spatial correlation with their targets. Some of these genes are known activators in ectodermal tissues in other organisms (Edgar et al., 2013). Sox11 is a positive regulator of neuronal differentiation in frogs, chick, and mouse (Bergsland et al., 2006; Lin et al., 2010; Chen et al., 2016). Pou2f1 is an activator that is expressed in a wide variety of cell types, including in ectodermal cell lineages in *Xenopus laevis* (Veenstra et al., 1995).

There were 10 TFs with motifs near ectodermally expressed genes that were marked as repressive because their expression was significantly higher in the endoderm. Some of these were already included in the core ME network, such as Foxa1, Foxa2, Foxa4, and Otx1, with others being new potential additions. The data support the notion that these TFs have a repressive role to suppress unwanted ectodermal gene expression in the endoderm. Of the six new TFs, only two are expressed at high enough levels at stage 10 to be considered for being added to the core network: Hsf2 and Hes7.2. Additionally, there are three TFs with motifs that were found near endodermal genes with a high enough gene expression at stage 10 to be considered as well: Phox2a, Mycn, and Uncx. Each of these genes has similar temporal/spatial profiles to the genes from the core ME network (Figure 5D) and were included in the downstream network analysis.

### Generation of a comprehensive ME GRN using multi-omic data integration

In our hand-curated ME GRN (Charney et al., 2017a), a bipartite criterion was used to determine direct TF regulation, whereby a gene was considered a likely TF target if its expression is affected by the perturbation of the TF and if the CRMs near the gene show physical association with the TF. This work required a large investment in manpower and effort, and yet the network was incomplete. With the success of the linked SOM method on finding specific motifs from the spatial RNA and DNA data, we moved to implementing the approach on the full RNA SOM and DNA SOM. This generated a linkage between the 84 RNA metaclusters and the 88 DNA metaclusters, resulting in 7,392 (84 × 88) LMs.

Unlike the spatial/DNA-linked SOM analysis, we were interested in using a set of more specific motifs for known maternal and signaling factors, and as such, we utilized ChIP experiments to build a *Xenopus*-specific DNA binding motif database of Eomes, Foxa2, Foxh1, Gsc, Mix1, Otx1, Otx2, Smad2/3, Sox17, Sox7, and Vegt (Table S3) and motifs for human Tcf7l1/2. When we scanned each LM for these motifs using FIMO with a q of 0.1, we received a set of 271,736 total significant motif instances. Of these, the largest portion belonged to Foxh1 with 134,238 detected motif instances. These initial motif lists were again filtered by LM motif density (STAR Methods) to find significantly (p < 0.05) represented motifs in each LM, which reduced the overall number to 201,157, with 118,722 belonging to Foxh1.

Next, we developed a filtering strategy to focus on the targets active at the developmental time of interest, starting with Foxh1 targets. Limiting the Foxh1 motif instances to those in DNA metaclusters with Foxh1 ChIP signal in the 75th percentile near genes in RNA metaclusters with significant gene expression (>1 TPM) in stages 8–10.5 reduced the number further to 117,253. This small reduction shows that the motif analysis was mostly concordant with the ChIP signal, even before filtering, suggesting that most of the 118,722 genome regions with an identified Foxh1 motif were actually bound by Foxh1. To ensure that we analyzed only active Foxh1 binding sites, we incorporated ChIP-seq/ATAC-seq metaclusters that have an enriched Ep300 signal at stage 9. Application of this filter dramatically dropped the list of potential functional Foxh1 motifs from 118,722 to 26,445 and reduced the number of predicted target genes from 12,831 to 6,717.

To assess the quality of our GRN, we sought to estimate the false positive rate (FPR) for predicted Foxh1 targets. Because a set of true negative gene targets does not exist, we built a list of likely true negative targets for Foxh1 by calling significantly un-changing genes from each of the Foxh1 MO experiments (stages 8, 9, and 10) with DEseq2 (Love et al., 2014) and intersected the lists (Table S4). Of the 5,864 likely true negative target genes, 696 were found within our set of potential targets. This gave the analysis an 11.9% FPR (10.3% FDR), which we deemed acceptable.

To further focus the network, we employed additional constraints by selecting RNA metaclusters that contained genes that regulate gastrulation (Charney et al., 2017a), thereby filtering to 11,295 Foxh1 motifs located near 2,747 unique genes (see Table S5 for full table). Next, we filtered out genes that did not encode TFs or growth factors from our previous works. After this process, 1,492 Foxh1 functional motifs were predicted to be near 242 TFs, and all genes from the curated core ME network (Charney et al., 2017a) remained in the list of 242 (Table S6). This final network includes 2,725 predicted connections for all 12 of our ChIPed TFs with 321 total targets (https://tinyurl.com/3jtrkrct for a full Cytoscape visualization; Figure S5B for full filtering strategy). Finally, we visualized known and predicted network connections of the 36 targets of Foxh1, Sox17, Tcf7l1, Vegt, and Smad2/3 that were present in the core ME network (Charney et al., 2017a) (Figures 6A and 7). Of these, 17 connections for Foxh1, 11 for Sox17, 8 for Tcf7l1, 5 for Vegt, and 2 for Smad2/3 were new to this analysis, which does not include other new connections to the new members of the network. These new potential TF/gene connections inform us what other TFs impinge on ME GRN and thus should improve our understanding of the regulatory processes behind the determination of ME cell states.

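Of the 26 targets that Figure 7 lists for Tcf7l1, 25 could be matched to 27 measured genes. Averaged over the 3 stages, 10 of the 27 fell in Tcf7l1 MO embryos, 2 rose and 15 did not pass the test (16 fell and 3 rose when adjusted over the list alone). Among those that fell, *ventx1.1*, a ventral homeobox repressor gene, stood at 129 ± 19.1 TPM (SD, n = 2) at stage 10 against 280.4 ± 27.0 TPM in uninjected embryos (averaged log2 fold change −0.94, SE 0.09, adjusted p = 0.00079 from limma). *gata2*, a GATA-factor gene of ventral mesoderm and ectoderm, stood at 38.5 ± 12.2 against 92.7 ± 11.9 TPM (SD, n = 2; averaged log2 fold change −0.94, SE 0.12, adjusted p = 0.00179 from limma). *lhx1*, a LIM homeobox gene of the organizer, fell by 0.76 (SE 0.10, adjusted p = 0.0021 from limma). *foxa1*, a forkhead gene of the endoderm, stood at 2.64 ± 0.255 against 11.9 ± 0.891 TPM (SD, n = 2) at stage 10 (averaged log2 fold change −0.93, SE 0.15, adjusted p = 0.00526 from limma). In these 4 genes each of the 6 MO libraries lay below both uninjected libraries of its stage. They were taken from the targets called in these same libraries, so this adds little evidence. The other 6 that fell were *ventx1.2*, *ventx2.1*, *ventx2.2*, *gata6*, *wnt8a* and *sox17a*, of which *ventx2.2* lay closest to the threshold (log2 fold change −0.22, adjusted p = 0.0498 from limma, and 0.134 without MO replicate 2 of stage 9.5). The 2 that rose were *nodal6* and *sia2*. *nodal6*, a Nodal ligand gene activated by maternal Wnt signaling, had a log2 fold change of 1.01 on the log2(TPM + 1) scale (SE 0.15, adjusted p = 0.0046 from limma), and *sia2*, a homeobox gene close in sequence to *sia1*, had 0.54 (SE 0.12, adjusted p = 0.0247), with an adjusted p of 0.0686 without MO replicate 1 of stage 9.5 and a call in 3 of 12 fits with 1 library left out. At stage 10.5 the log2 fold change was −0.05 for *sia2* and 0.02 for *sox17a*, against the direction of their averages. A list of 5 early dorsal targets of maternal Wnt signaling, which includes both genes, had 2 members that rose and 3 that did not pass (4 rose when adjusted over the list alone, and 4 with either replicate block). It was higher as a set by camera (adjusted p = 0.00346; adjusted p = 0.174 with an estimated correlation). Of its other members, *nodal3.2* had a log2 fold change of 0.69 (adjusted p = 0.112 from limma, and 0.0169 or 0.0011 with the replicate block shared by the stages or within them). The 27 targets were lower as a set by camera (adjusted p = 1e-05; adjusted p = 0.0902 with an estimated correlation). Their counts were 6 lower and none higher at stage 9.5 (camera adjusted p = 1.87e-12; adjusted p = 0.0214 with an estimated correlation), 4 lower at stage 10 (6.24e-05; adjusted p = 0.146 with an estimated correlation) and 1 higher at stage 10.5 (0.697). Against a mix of uninjected stages fitted to the MO embryos of stage 10, the targets gave an adjusted p of 0.358 by camera with the direction up, and the early dorsal list one of 0.268; at stage 10.5 they gave 0.243 and 0.563, also with the direction up. Of 14 targets marked in the paper with an early Ctnnb1 peak, 13 could be matched, to 15 of the genes, and *tbxt* could not. *ventx1* and *ventx2* each match more than 1 gene, so these are not the 15 targets that the paper counts. Of the 15 genes, 5 fell, 2 rose and 8 did not pass (8 fell and 3 rose when adjusted over the list alone; camera adjusted p = 0.00633; adjusted p = 0.0983 with an estimated correlation). Called genes made up 44.4% of the 27 targets (12 genes) and 11.6% of the other 15467 genes tested (1801 genes; odds ratio 6.07, Fisher's exact test, two-sided p = 2.04e-05). Of the other 835 genes tested that carry a symbol, 20.0% were called (167 genes; odds ratio 3.19, Fisher's exact test, two-sided p = 0.00583), and of the 90 members of the other lists, 36.7% were (33 genes; odds ratio 1.38, two-sided p = 0.504), comparisons chosen after the results were seen. With a replicate block, 18 (block shared by the stages) or 19 (block within stages) of the 27 targets were called. The Tcf7l1 MO libraries were part of the matrix from which the paper drew its metaclusters and targets, so none of the lists taken from the paper is independent evidence of a direction.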

To assess whether Foxh1 and Sox17 function through these CRMs, we mutated the DNA sequence motifs that bind these TFs and then compared the activities of the mutant with wild-type reporters (Figures 6B and 6C). In all cases, mutation of Foxh1 and Sox17 binding sites resulted in a decrease in luciferase expression relative to wild-type controls, supporting the notion that these TFs primarily function to activate these genes. We note that wild-type *nodal* reporter’s activity was elevated in response to Sox17 KD, suggesting Sox17 represses *nodal*, whereas the Sox17 binding site mutant’s decrease implicates Sox17 as an activator of this gene. The reason for this discrepancy is currently unclear. We also performed a luciferase reporter analysis of wild-type and Foxh1 and Sox17 MO KD embryos. The MO KD results were similar to that of TF binding mutants (Figure S6D), suggesting that Foxh1 and Sox17 predominantly function as an activator for the genes belonging to metaclusters R38 and R16.

To further test this method, we compared the predicted Tcf7l1 targets with a hold-out Ctnnb1 ChIP dataset (Afouda et al., 2020) (Figure S6D). Of the 26 predicted Tcf7l1 targets, we confirmed 15 during stages 8 and 9, including 6 new Tcf7l1 connections to TFs *sox17b*, *ventx2*, *mixer*, *gata2*, *hnf1b*, and *uncx*. These peak overlaps were significant according to regioneR (Gel et al., 2016) analysis (p = ~3.3 × 10^−3^). Taken together, we conclude that the linked SOM method of regulatory prediction combined with our new filtering methods shows a high-fidelity rate (10 confirmed cases of 12 tested directly for Foxh1 and Sox17; 15/26 confirmed Tcf7l1 regulatory targets from only two stages), while producing significantly more TF-CRM connections than previous methods.

Finally, to determine the potential effect of each of the predicted binding sites above, we examined several different scoring methods and compared those methods’ abilities to predict the effect of each of the 12 validation experiments. Among six methods used (average of each of the following: the H3K4me1; H3K27ac; Ep300; TF ChIP signals to create a TF signal density score; ATAC signals to build a chromatin accessibility score; and a combined score by averaging each of the above scores), the H3K4me1 score performed the best at predicting the downstream effect of validation (Figure S6E; Table S7).

## DISCUSSION

Here, in addition to publicly available *Xenopus* genomic datasets, we generated additional RNA-seq and ChIP-seq data. We then combined three different SOM analyses to prioritize and identify key ME TF targets. This integrated multi-omic approach was successful in accurately recapitulating cellular differentiation programs through network analysis. The generated GRN was validated both experimentally and statistically, to provide a highly confident set of predictions of gene regulation controlling *Xenopus* ME development. These predicted connections included the known core ME networks from previous works (Charney et al., 2017b; Paraiso et al., 2020) and also provided a significant number of new connections. Our analysis represents one of the most data-driven and integrative attempts to recapitulate the GRN of an *in vivo* developmental system.

### Novel network targets of key mesendermal TFs

Numerous genomic analyses of individual TFs have been used to understand early *Xenopus* development (Charney et al., 2017a). In these experiments, combining a single, or a few, ChIP-seq dataset(s) and RNA-seq datasets in wild-type and perturbed states has been used to identify direct transcriptional targets of TFs. A major limitation of this type of analysis is that target identification using a combination of ChIP peaks and large gene expression differences in MO loss-of-function analysis could miss small expression differences. By using an integrative approach that contextualizes a single TF ChIP-seq binding site with the binding of a multitude of regulatory proteins and correlating the binding with the expression of nearby genes, we improve on the previous approaches by leveraging multiple large datasets and receive ~25× as many potential actionable targets for Foxh1 (2,747 in this work compared with 109 in previous works) (Chiu et al., 2014). The usage of multiple types of RNA experimentation in the core analysis was critical to this success because SOMs built on smaller subsets of the data generated less complex clusterings, which led to less specific linked metaclusterings and, thus, fewer actionable targets (~201,000 versus ~102,000 motifs pre-filtering; 2,725 versus 44 connections in the final filtered network).

Of the 40 genes from the core ME network (Charney et al., 2017b), 34 had predicted functional Foxh1 motifs (Figure 7), among which 14 genes were previously confirmed Foxh1 targets. Although some genes, such as *cer1*, *lhx1*, *otx2*, and *sebox*, were previously shown to be regulated directly by Foxh1, *bmp4*, *gata4*, *gata6*, and *osr2* were never implicated as direct Foxh1 targets. Additionally, the metacluster of these genes, R16, also included nine additional predicted targets, such as *hoxd1* and *irx2*, which are critical to axis and pattern formation, respectively. At present, their roles in early ME formation are unknown. Another interesting metacluster is R38, of which only one of the potential Foxh1 targets had previous evidence, *wnt8a*. The majority of core ME genes in R38 (except *tbxt*), including *sox17a* and *sox17b*, which is active in a different region from *wnt8a*, were found to be similarly targeted by Foxh1. Comparing the temporal profiles of R16 and R38 in Figure 2A shows that these clusters have very similar temporal profiles, except genes in R38 being expressed at a higher level than those in R16. This suggests that although Foxh1 regulates the expression of these genes, underlying mechanisms regulating these two metaclusters are different.

The predicted ME network indicated that most of the genes in R38 were regulated by Sox17, whereas none in R16 were predicted. Genes in R38 also maintained a higher gene expression level than those in R16. One speculation is that this difference in gene expression level is due to the positive feedback loop of Sox17 (Sinner et al., 2004; Howard et al., 2007) pulling each of these genes in lockstep with its expression. We tested the model using reporter genes driven by the CRMs of *mixer*, *tbxt*, and *wnt8a* and validated that the output is regulated by both Foxh1 and Sox17 TF input *in vivo* (Figures S5A and 5C). Additionally, the stage 10 expression of genes in metacluster R1 (in particular *snai1*) peaks at nearly the same time point as R38. This is the only maternally and zygotically expressed metacluster with this peak and was the only one predicted to be regulated by Sox17. Based on the current validation experiments, we conclude that many of the newly predicted interactions between TFs and CRMs are likely to have relevant function *in vivo*.

### Enhanceosomes, cooperativity, and antagonism

Although the focus of this work was to elucidate the important CRMs for gene regulation, an important component of the linked SOM analysis, the ATAC/ChIP-seq SOM, revealed interesting clustering of TF binding suggestive of active enhanceosomes. The output of this SOM has shown consistency with known TF-TF interactions, such as that of endodermal maternal TFs (Paraiso et al., 2019), Spemann organizer TFs (Yasuoka et al., 2014), and mesodermal T-box TFs (Gentsch et al., 2013). This unbiased multi-omic clustering approach renders support for the importance of these respective enhanceosomes, complexes of TFs on enhancers. In the future, chromatin clustering with additional data is likely to reveal other interesting enhanceosome biology relevant to development.

Enhanceosomes positively regulate gene expression. The Ep300 co-activator is a histone acetyltransferase, and its interaction with CRMs is one of the frequently used genomic markers of enhancer regions (Heintzman et al., 2007). MEME (Multiple Expectation maximizations for Motif Elicitation) analysis of Ep300 peaks reveals the enrichment of Sox and Fox TF binding motifs, indicating that Ep300 is recruited to DNA via Sox and/or Fox family TFs. Consistent with this observation, we find that early Ep300 binding clusters with Foxh1 (at stage 9) and late Ep300 binding clusters with Foxa2 (at stage 10). Interestingly, Ep300 did not cluster with Sox7 nor Sox17, indicating that other Sox family TFs, such as Sox3, may be responsible for Ep300 recruitment. We also note that Smad2/3 binding, which is a sign of Foxh1-mediated Nodal signaling activity, had a very poor correlation with Ep300 (of the 7,707 Smad2/3 CRMs, only 41 overlapped with a significant Ep300 ChIP signal). This suggests that Ep300 interaction is dynamic. It is initially recruited to the potential sites by maternally expressed Sox and Fox TFs and gradually replaced by other zygotic TFs, such as Foxa2.

Our ATAC/ChIP-seq SOM revealed surprisingly close clustering of ChIP signals for TFs that have distinct spatial expression differences (Figure S3). One of three examples includes the cluster containing dorsally expressed regulator Sia1 (Lemaire et al., 1995) and the ventrally expressed homeobox Ventx2 (Schmidt et al., 1996). This is unexpected because these TFs are known to specify opposing cell types (dorsal versus ventral) and known to be expressed in spatially distinct embryonic regions. 

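Of the 140 Ventx2 peaks, 21 (15.0%, Wilson 95% interval 10.03 to 21.84) overlap a Sia1 peak. Of the 4421 Sia1 peaks, 24 (0.543%) overlap a Ventx2 peak. The strongest shared Ventx2 peaks lie on chromosome 8 at 83754533 to 83755053 (fold enrichment 11.84), on chromosome 6 at 13181368 to 13181740 (10.5) and on chromosome 1 at 45712265 to 45712756 (9.955). These 3 are among the 10 Ventx2 peaks of highest fold enrichment, and the Ventx2 peak in the proximal element of *gsc* is another of the 21. Each of the 21 shared peaks also overlaps peaks of at least 3 of the other 5 lists, with 7 peaks over 3 lists, 9 over 4 and 5 over all 5. The shared peaks on chromosome 2 at 155184332 to 155184967 and on chromosome 6 at 69212138 to 69213317 have the same fold enrichment (4.438) and −log10 q (98.32). The cause of these matching values was not tested. As deposited, Ventx2 peaks overlap the other lists, of which all but that of Smad1 are longer than that of Sia1, more often, with 108 (77.1%) over Mix1, 90 (64.3%) over Sox7, 85 (60.7%) over the later Vegt list, 51 (36.4%) over Smad1 and 40 (28.6%) over the Vegt list of stage 9. In 1000 random placements along the same chromosomes, Ventx2 peaks met Sia1 peaks 0.195 times on average and at most 2 times (permutation p = 0.001, the smallest that 1000 placements can give). Placed onto peaks of the other 5 lists, they met Sia1 peaks 0.9 times on average and at most 5 times (permutation p = 0.001). On regions that as many of the other lists share, the mean was 5.107 and the highest 14 (permutation p = 0.001). On regions that are also as strong in those lists, the mean was 8.037 and the highest 17 (permutation p = 0.001). These last 2 comparisons were chosen after the overlap was seen. In them a placed peak took the centre of a whole merged region, so it could meet fewer or weaker peaks than the Ventx2 peak it stood for. Counting only peaks that share 50% of both lengths left 1 overlap, and a q under 1e-05 left 10. With each list held to its 140 strongest peaks, Ventx2 peaks met peaks in 23 cases for Mix1, 12 for the later Vegt list, 6 for Smad1, 4 for Sia1, 2 for Sox7 and none for the Vegt list of stage 9. As Sia1 and Ventx2 specify opposing cell types in distinct regions of the embryo, 1 possibility that the paper proposes is competitive binding of both at the same enhancers.

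**Figure D3:**
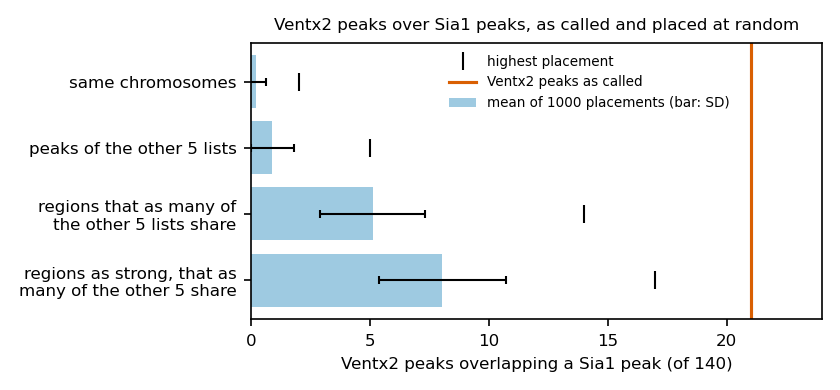
Number of the 140 Ventx2 peaks that overlap a Sia1 peak (horizontal axis) as called (vertical line, 21) and in 1000 random placements of 4 kinds (bars, mean; whiskers, SD; ticks, highest placement). The highest placements reach 2, 5, 14 and 17.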

One possibility is that these two TFs bind competitively to similar motifs and recruit two distinct enhanceosomes to the same enhancers, depending on the cellular environment. For instance, Sia1 may activate a subset of genes through these enhancers, whereas in a different region of the embryo, Ventx2 may use these same enhancers to repress target genes via recruiting a different combination of co-factors. Alternatively, these enhancers could be similarly regulated in dorsal and ventral regions of the embryo by Sia1 or Ventx2, but other spatial-specific factors could change the topology of the chromatin to target two distinct sets of genes from the same enhancer. Second, we identified this same pattern in other dorsal-ventral pairs of TFs, such as the signaling pathway TF Ctnnb1 (Wnt signaling TF) (Stevens et al., 2017; Heasman et al., 1994), Foxh1 (Nodal signaling co-factor) (Chen et al., 1996), and Smad1 (BMP signaling TF) (Graff et al., 1996). The first two are both important for establishing the dorsal domain of the embryo, while Smad1 helps establish ventral identity. Finally, we note a similar pattern for the TFs Sox17 (Hudson et al., 1997) and Tbxt (Smith et al., 1991), which are critical TFs in forming the endoderm and mesoderm, respectively. A study further focused on these competitive binding locations could help answer how cells dynamically regulate gene expression by sharing similar enhanceosome modules during gastrulation.

In conclusion, we show that linked SOMs are capable of efficiently predicting TF-enhancer interactions to understand the gene regulatory mechanism in an archetypical developmental system. To do this, our approach used a multi-omic dataset to create a highly accurate mechanistic GRN without converting our ChIP/ATAC-seq data into RNA-seq-like data. These results cemented the important role of endodermal TFs, such as Foxh1 and Sox17, in coordinating the expression of many important developmental genes. Our work provides a useful, new platform for the data integration of multi-omic datasets to uncover TF-enhancer interactions in *in vivo* cell and developmental systems. Although we have applied linked SOM for bulk sequencing data, the approach is flexible and can easily integrate other datasets, such as single-cell sequencing datasets.

### Limitations of the study

This work makes predictions of TF binding sites through machine learning and motif discovery and, as such, will have false positives, which we have estimated at ~12%. In addition, *Xenopus* TF motifs are not as well studied as other organisms, and so we were limited in the predictions we could make to those well-studied TFs. Finally, due to practical limitations, we were able to validate targets for only two of our main TFs.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Ken W.Y. Cho ().

#### Materials availability

All reporter genes are available upon written request. Antibodies may be available upon written request.

#### Data and code availability

This paper does not report original code. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

The github for SOMatic was published previously (Jansen et al. al., 2019) and found at: https://github.com/csjansen/SOMatic. Raw and processed RNA-seq and ChIP-seq datasets generated for this study are available at NCBI Gene Expression Omnibus using the accession GEO: GSE161600.

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

Wild type *Xenopus tropicalis,* approximately 3–6 months old males and females were either obtained from NASCO (University of Virginia) or raised in the laboratory and were maintained in accordance to the University of California, Irvine Institutional Animal Care Use Committee (IACUC). 6–36 months old *X. tropicalis* females were injected with 10 units of Chorulon HCG 1–3 nights prior to use, and were injected with 100 units of Chorulon HCG the morning of use. Eggs were collected into a glass dish coated with 0.1% BSA in 1/9x MMR. Sperm suspension obtained from sacrificed males (6–12 months) was used to *in vitro* fertilize the eggs. Ten minutes after fertilization, the embryos were dejellied with 3% cysteine in 1/9x MMR, pH 7.8 and are then ready for further manipulation.

### METHOD DETAILS

#### ChIP-seq and ATAC-seq

Majority of ChIP-seq datasets were obtained from NCBI’s Gene Expression Omnibus (see Key Resources Table). For newly generated datasets, ChIP-seq was performed as previously described (Chiu et al., 2014) at the appropriate developmental stage. The antibodies and conditions for these datasets:

- 30 μg of published Vegt antibody (Sudou et al., 2012) per 2000–3000 embryos
- 30 μg of published Mix1 antibody (Sudou et al., 2012) per 2000–3000 embryos
- 30 μg of published Sia1 antibody (Sudou et al., 2012) per 2000–3000 embryos
- 4 μg of Sox7 rabbit polyclonal peptide antibody (Genscript) per 100 embryos; the peptide antibody was designed against a region in the Sox7 transactivation domain in the C-terminus with the sequence QVSQASDIQPSETS
- 3.5 μg of Ventx2 rabbit polyclonal antibody per 100 embryos; the antibody was generated by Covance, Inc., using a GST fusion to Ventx2.2 amino acids 2–153, upstream of the homeodomain.
- 2.5 μg of Smad1/5/8 antibody (Santa Cruz Biotechnology sc-6031x) per 100 embryos

Libraries were generated using NEXTflex ChIP-seq (Bioo Scientific, Cat# NOVA-5143–01) kit, quality tested using an Agilent Bioanalyzer 2100, quantified using KAPA qPCR, and sequenced using Illumina sequencers at the UC Irvine Genomics High Throughput Facility.

ATAC-seq was generated by Bright et al., 2021.

#### Gene knockdown and RNA-seq

Published RNA-seq datasets for different embryonic tissues and experimental conditions were obtained from NCBI’s Gene Expression Omnibus (see Key Resources Table). For the MO experiments, 2 ng/embryo of *ctnnb1* MO (Mukherjee et al., 2020), 20 ng/embryo *foxh1* MO (Chiu et al., 2014; Charney et al., 2017b), 10 ng/embryo each of two *sox17* MOs (targeting *sox17a* and *sox17b1/2*; Mukherjee et al., 2020) or 4 ng/embryo *tcf7l1* MO (Liu et al., 2005) were used. For the knockdown of receptor-mediated Smad2/3 phosphorylation, embryos were treated with SB4315422 at 100uM as previously described (Chiu et al., 2014; Charney et al., 2017b). For each condition, embryos were harvested at the appropriate developmental stage adhering to the *Xenopus* developmental table (Nieuwkoop and Faber, 1958). RNA samples were collected from embryos using the acid guanidium isothiocyanate method (Chomczynski and Sacchi, 1987). RNA-seq libraries were generated using Smart-seq2 cDNA synthesis followed by tagmentation (Picelli et al., 2014), quality tested using an Agilent Bioanalyzer 2100, quantified using KAPA qPCR, and sequenced using Illumina sequencers at the UC Irvine Genomics High Throughput Facility.

#### Construction of luciferase reporter genes and assay of CRM activity

Minimal gsc promoter (−104gsc) was PCR amplified from −104gsc/Luc (Watabe et al., 1995) and cloned into the promoterless pGL3 basic vector (Promega), which encodes firefly luciferase, between HindIII and NcoI restriction digestion sites. CRMs were PCR amplified from *Xenopus tropicalis* genomic DNA (primers are listed in Key Resources Table) and cloned into the above vector between the BglII and HindIII restriction digestion sites. Mutant CRMs were constructed by inverse PCR according previously published methods (Fisher and Pei, 1997). Oligonucleotides (see Key Resources Table) spanning the motif to be mutated were designed with base substitutions (Foxh1 motifs AATMHACA were changed to AAGMHAAA and Sox17 motifs ACAAWRG were changed to ATAGWRG) and were used in inverse PCR to generate reporter plasmids containing these mutant sequences. All mutations in these plasmids were confirmed by Sanger sequencing. To examine the activity of each CRM’s responsiveness to TF MO knockdowns, 80 pg of luciferase reporter construct and 8 pg of pRL-SV40 (Promega) were co-injected vegetally into 1-cell stage embryos with and without 20 ng of either *foxh1* (Chiu et al., 2014) or *sox17* MO (Mukherjee et al., 2020). Luciferase reporter construct without a CRM served as a negative control. Injected embryos were harvested at stage 10.5 (early gastrula) by homogenizing 5 embryos in 50ul of 5X passive lysis buffer (Promega). 10ul of lysate cleared of cellular debris by microcentriugation were used per assay for luciferase activities according to the manufacturer instruction of Dual-Luciferase Reporter Assay System (Promega). To assess the effects of mutating Foxh1 and Sox17 binding motifs in CRM reporters, 80 pg of either wild-type or mutant reporter was injected vegetally and embryos were harvested at stage 10.5 as described above and assayed for firefly luciferase activity.

### QUANTIFICATION AND STATISTICAL ANALYSIS

#### Chromatin dataset analysis

ATAC-seq and ChIP-seq reads were aligned to the *X. tropicalis* genome v 9.0 (Mitros et al., 2019) obtained from Xenbase (Karimi et al., 2018) using Bowtie 2 v2.2.7 (Langmead and Salzberg, 2012). ATAC-seq and ChIP-seq datasets were peak called relative to their appropriate input DNA controls using MACS2 v.2.0.10 (Zhang et al., 2008) with default options.

#### Self-organizing map (SOM) training, visualization, and metaclustering general procedure

Self-organizing maps are generated by randomly initializing a specified number of artificial neurons on a hexagonal lattice (number of rows and columns is a parameter) to points in the data space. For each timestep, a data point is randomly chosen from the training half of the data matrix (once per computational epoch) and the closest neuron to this point is found (the winning neuron). Then, every neuron on the lattice is moved toward the data point. The distance moved for each neuron depends on the distance on the lattice from the winning neuron, the learning rate (a parameter), and how many timesteps have occurred (this drops as a negative exponential function compared to time) with the winning neuron moving the most.

The resulting positions for these neurons are, then, scored by finding the average distance between each data point in the full data matrix and the closest SOM neuron. To find the final SOM, the SOM training algorithm is run for a number of trials (for each parameter set attempted) and the trial with the best final score is chosen. As metaclustering will follow SOM training, finding the correct number of rows and columns is not necessary as long as there are plenty of elements in the lattice to find all of the data-dense regions of the n-dimensional experiment space. This can be determined by discovering no single-unit metaclusters in the next step.

The final neuron positions can be visualized into a 2D map for each experiment (dimension) in the initial dataset. For instance, see the first SOM slice in Figure 2A, which represents the wildtype gene expression at stage 10.5. The positions of the hexagonal units represent the connections of the neurons on the lattice and the color is the final position of that neuron (aka signal strength) in the experimental dimension. Each unit is a cluster with a number of closest genes or genome regions associated with it that show similar behavior upon perturbations or among different experiments.

Metaclustering is performed by k-means clustering on the final SOM neuron positions such that the growth of each cluster in each step is restricted to only allowing neighboring neurons on the SOM lattice into each cluster (maintaining the SOM’s structure). The metaclustering is attempted for a number of trials for each metacluster number in a given range and the clustering with the best BIC score (reference) is chosen to be the final clustering (and cluster number). This final clustering can be visualized on the SOM maps as an overlay or as a heatmap showing the representative experimental eigen-profile for each metacluster. Metaclusters can also be tested for enrichment or depletion in any given experimental condition.

#### Chromatin segmentation and DNA-SOM analysis

The *Xenopus tropicalis* v9 reference genome was partitioned using the **partition** tool of SOMatic (Jansen et al., 2019) using the MACS2 peak files with a minimum partition size of 200 bp. Then, a RPKM matrix was calculated using the **regionCounts** tool from SOMatic.

The DNA SOM was built using the **buildSite** tool from SOMatic, using a size of 40 × 60, 100 epochs, 100 trials. SOMatic found 88 metaclusters had the best AIC score using 100 trials. GO term enrichments were found using the XenMine gene ontology tool (Reid et al., 2017).

#### RNA-seq dataset analysis

RNA-seq reads were aligned to the *X. tropicalis* genome v 9.0 (Mitros et al., 2019) obtained from Xenbase (Karimi et al., 2018) using RSEM v 1.2.12 (Li and Dewey, 2011) and Bowtie 2 v2.2.7 (Langmed and Salzberg et al., 2012 and Salzberg et al., 2012) to generate gene expression in transcripts per million.

#### RNA-SOM analysis

The RNA SOM was built using the buildSite tool from SOMatic, using a size of 60 × 90, 100 epochs, 100 trials. SOMatic found 84 metaclusters had the best AIC score using 100 trials. Various SOMatic tools were used to create all of the heatmaps, including the statistical enrichment graph, and GO term enrichments were found using the Xenbase GO term tool.

#### Linking of DNA- and RNA-SOM and network analysis

The **Link** tool in SOMatic was used to convolve the 2 SOMs’ metaclusters, using the nearest gene option and limiting the search area to 1Mb. A specific *Xenopus* option (-Xeno) was used because the Xenbase gtf file is a non-standard format.

For the initial ChIP/ATAC-seq SOM, the regions, including repeat regions, in each metacluster were scanned for motifs using the HOCOMOCOv11 human motif database (Kulakovskiy et al., 2018) with FIMO v4.12.0 using a q-value threshold of 0.1. For the further network analysis, each linked metacluster (LM) was scanned with FIMO v4.12.0 (Grant et al., 2011) using a q-value threshold of .1 using motifs calculated from the *Xenopus* ChIP data. The background for both analyses was calculated using the entire *Xenopus tropicalis* v9 reference genome. For each of the 12 calculated TF motifs, the percentage of regions in each LM with that motif was calculated and used to perform one-tailed z-score enrichment with a q-value of 0.05. These significant TF motif locations were mapped to the linked gene.

#### Gene enrichment analysis for unchanging genes throughout time-course

We used DESeq2 v3.11 (Love et al., 2014) to find significantly unchanging genes by using the altHypothesis=”lessAbs” option (qvalue < .05).

## Supplementary Material

1

2

3

4

5

6

7

8

9

## Figures and Tables

**Figure 1.**
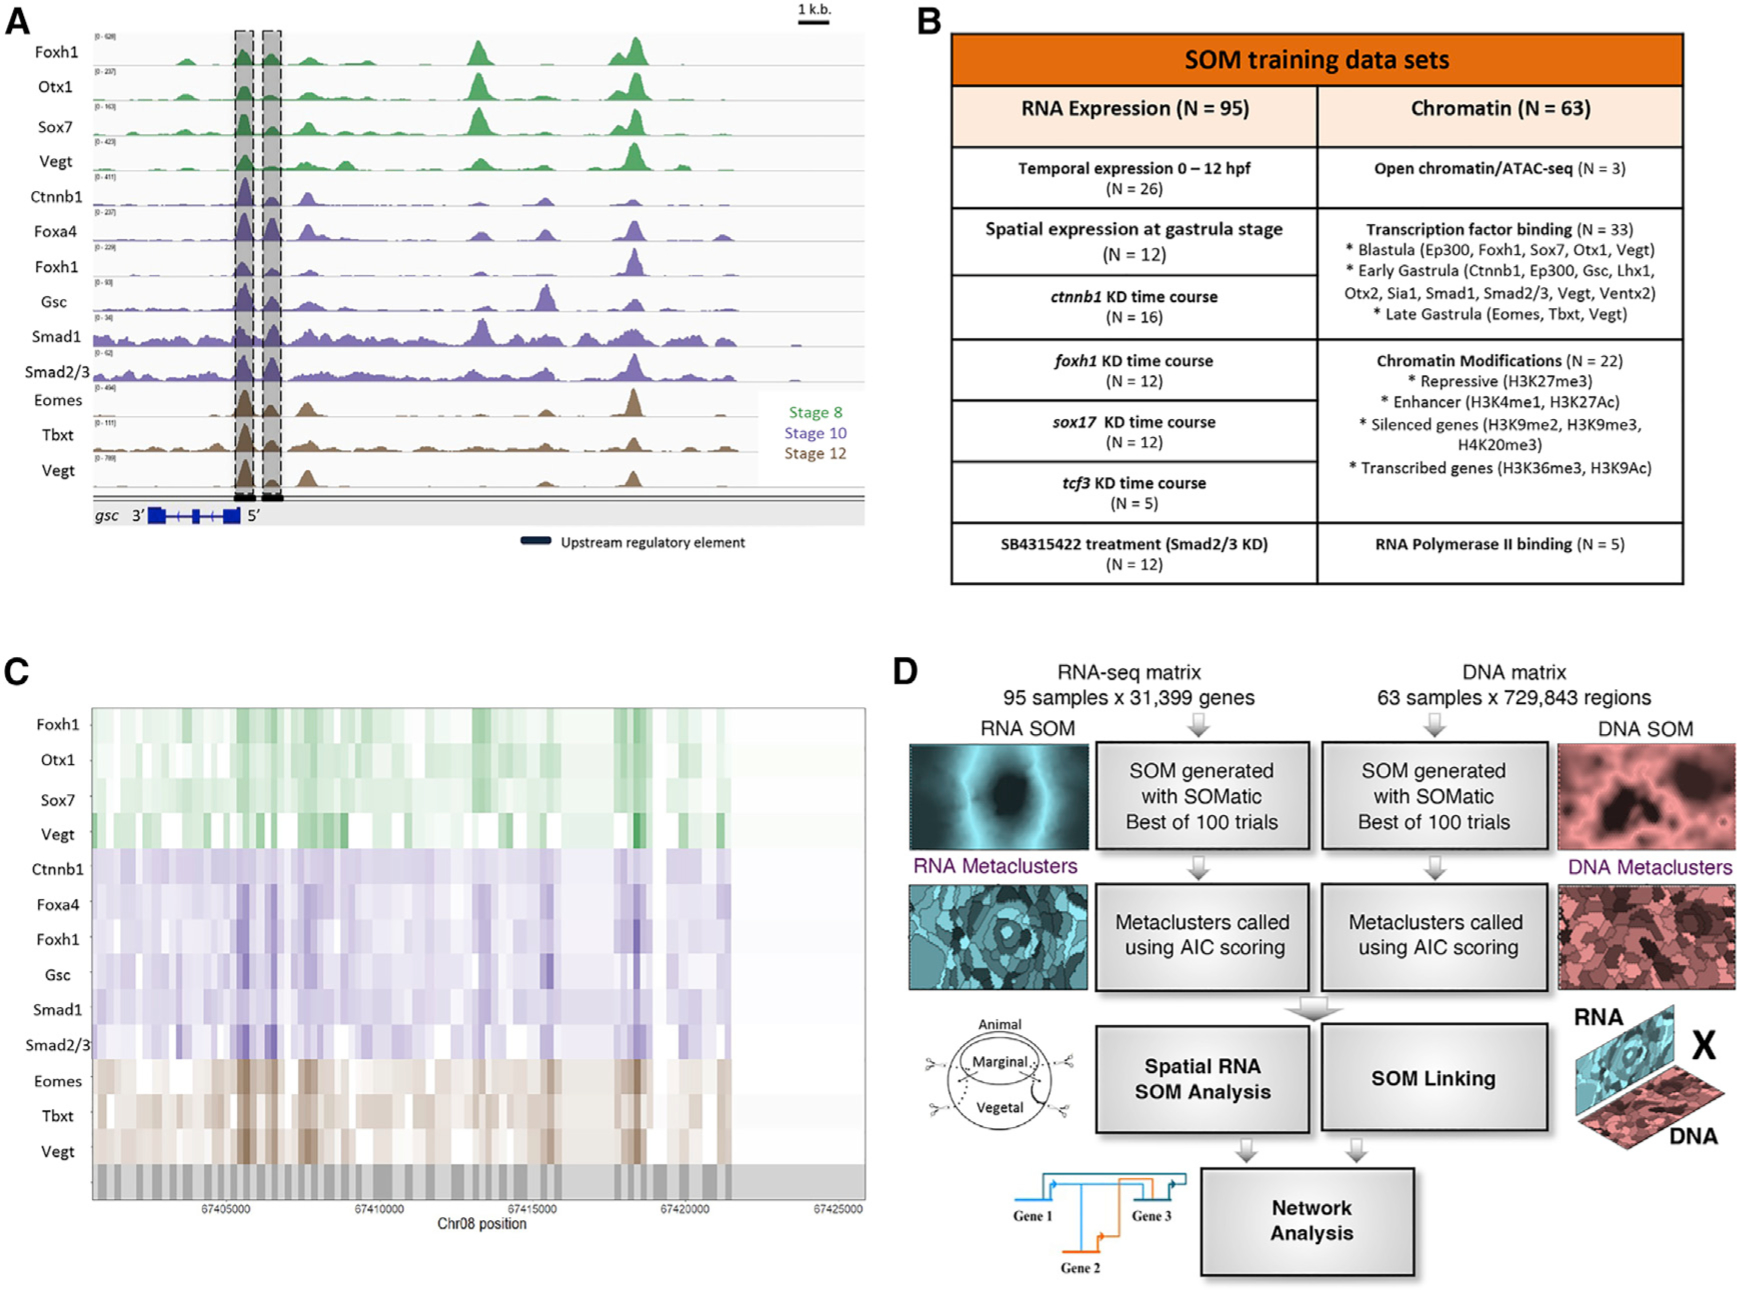
Using self-organizing maps (SOMs) to discover ME GRN (A) Genome browser view of TF binding during *X. tropicalis* development. Shown are maternally expressed (Foxh1, Otx1, Sox7, Vegt, Ctnnb1, Smad1, and Smad2/3) and zygotically expressed (Foxa4, Gsc, Eomes, Tbxt, and Vegt) TF binding in the gsc gene locus. Shaded are the well-characterized proximal, distal, and upstream CRMs, associated with TF binding. Further upstream are binding sites in possibly unexplored CRMs. (B) Datasets used in this analysis, targeting several wild-type and MO-injected embryos at developmental stages important for ME development. (C) The *X. tropicalis* genome is partitioned (grey shadings in bottom track) using ChIP-seq and ATAC-seq peak locations. Each partition is assigned ChIP-seq and ATAC-seq signal quantified as reads per kilobase per million (RPKMs) for all chromatin datasets. (D) The RNA-seq and ChIP-seq/ATAC-seq datasets were each converted into training matrices and clustered using SOM metaclustering using SOMatic. These clusters were then linked using the SOM Linking tool within SOMatic. The pairwise linked metaclusters (LMs) and spatial SOM data were mined for regulatory connections and built into networks.

**Figure 2.**
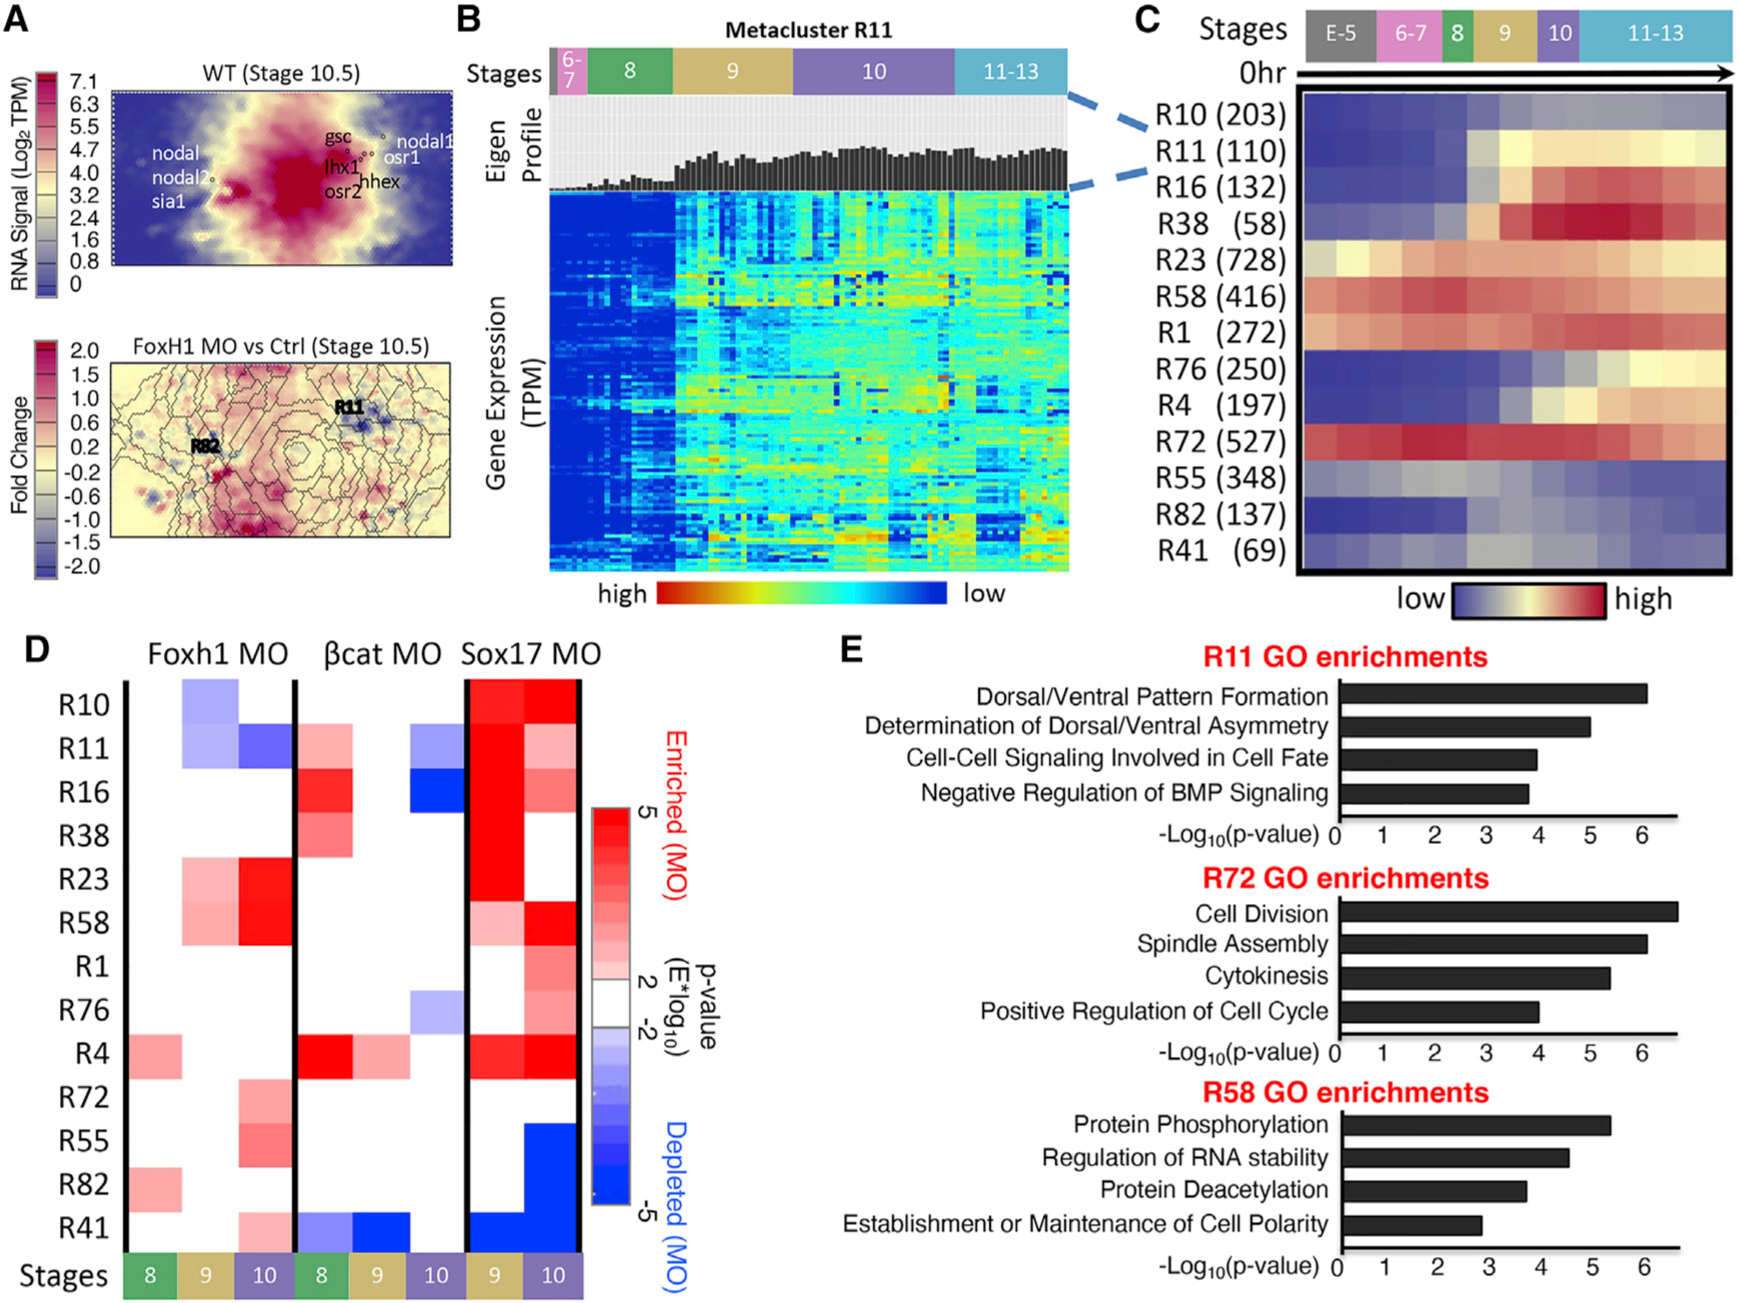
RNA-seq SOM metaclustering reveals developmental gene modules that contain similarly regulated genes (A) SOM slices relating to gene expression signal Wildtype at stage 10.5 and the fold change between Foxh1 MO and control experiments at stage 10.5. Creation of SOM visualization is described in STAR Methods. Metaclusters containing genes from the core ME network show unique temporal dynamics during development. *nodal*, *nodal2*, and *sia* are grouped left and *gsc*, *nodal1*, *lhx*, and *osr2* are grouped right (top). Overlaid metacluster boundaries show the genes that are up- and down-regulated upon Foxh1 MO KD (bottom). (B) Each metacluster is filled with genes with a similar expression profile (labeled “Eigen-Profile”); for example, a heatmap of the genes in metacluster 11 is shown. (C) Heatmap of average temporal expression profiles of genes belonging to 13 RNA metaclusters. Parentheses after RNA metaclusters indicate number of genes in each RNA metacluster. (D) Two-tailed Wilcox hypothesis analysis applied on gene metaclusters. Each metacluster responded to each MO experiment differently at different time points. (E) GO term enrichments for genes within three example RNA SOM metaclusters. Each metacluster had unique functional enrichments supporting the coherence of these clusters. See Figure S1.

**Figure 3.**
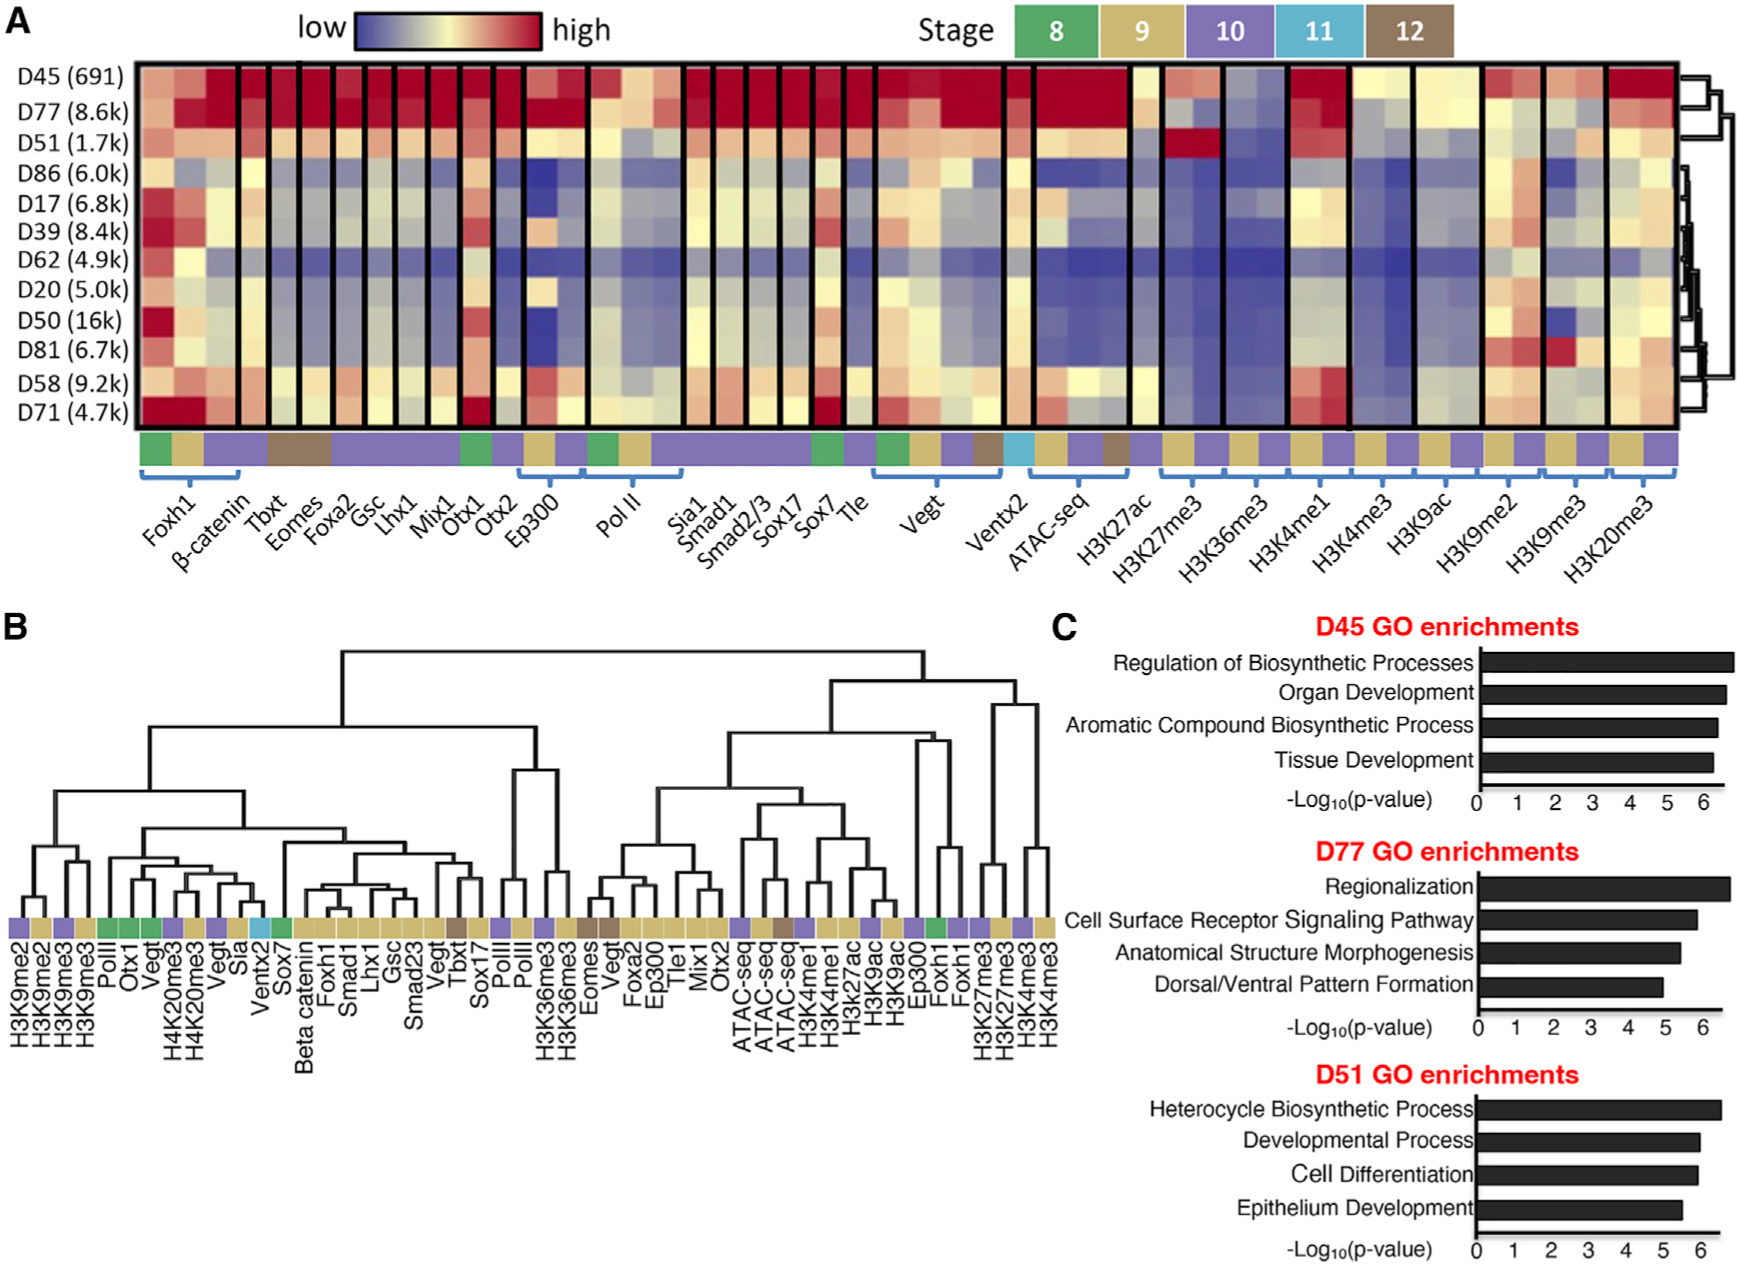
SOM-based clustering shows Foxh1 co-binding and functional gene modules during gastrulation (A) Heatmap of Foxh1 ChIP-enriched metaclusters that visualizes the different patterns of co-regulation present in Foxh1-bound CRMs. The heatmap is initially expressed as TPMs and then maximum normalized. Blue and red represent regions with low and high signals, respectively. (B) Experiment hierarchy of ATAC/ChIP-seq data after metacluster correction. The developmental stages of each experiment are indicated by the same color coding as (A). (C) GO term enrichments for genes nearby genome regions within three example ATAC/ChIP SOM metaclusters.

**Figure 4.**
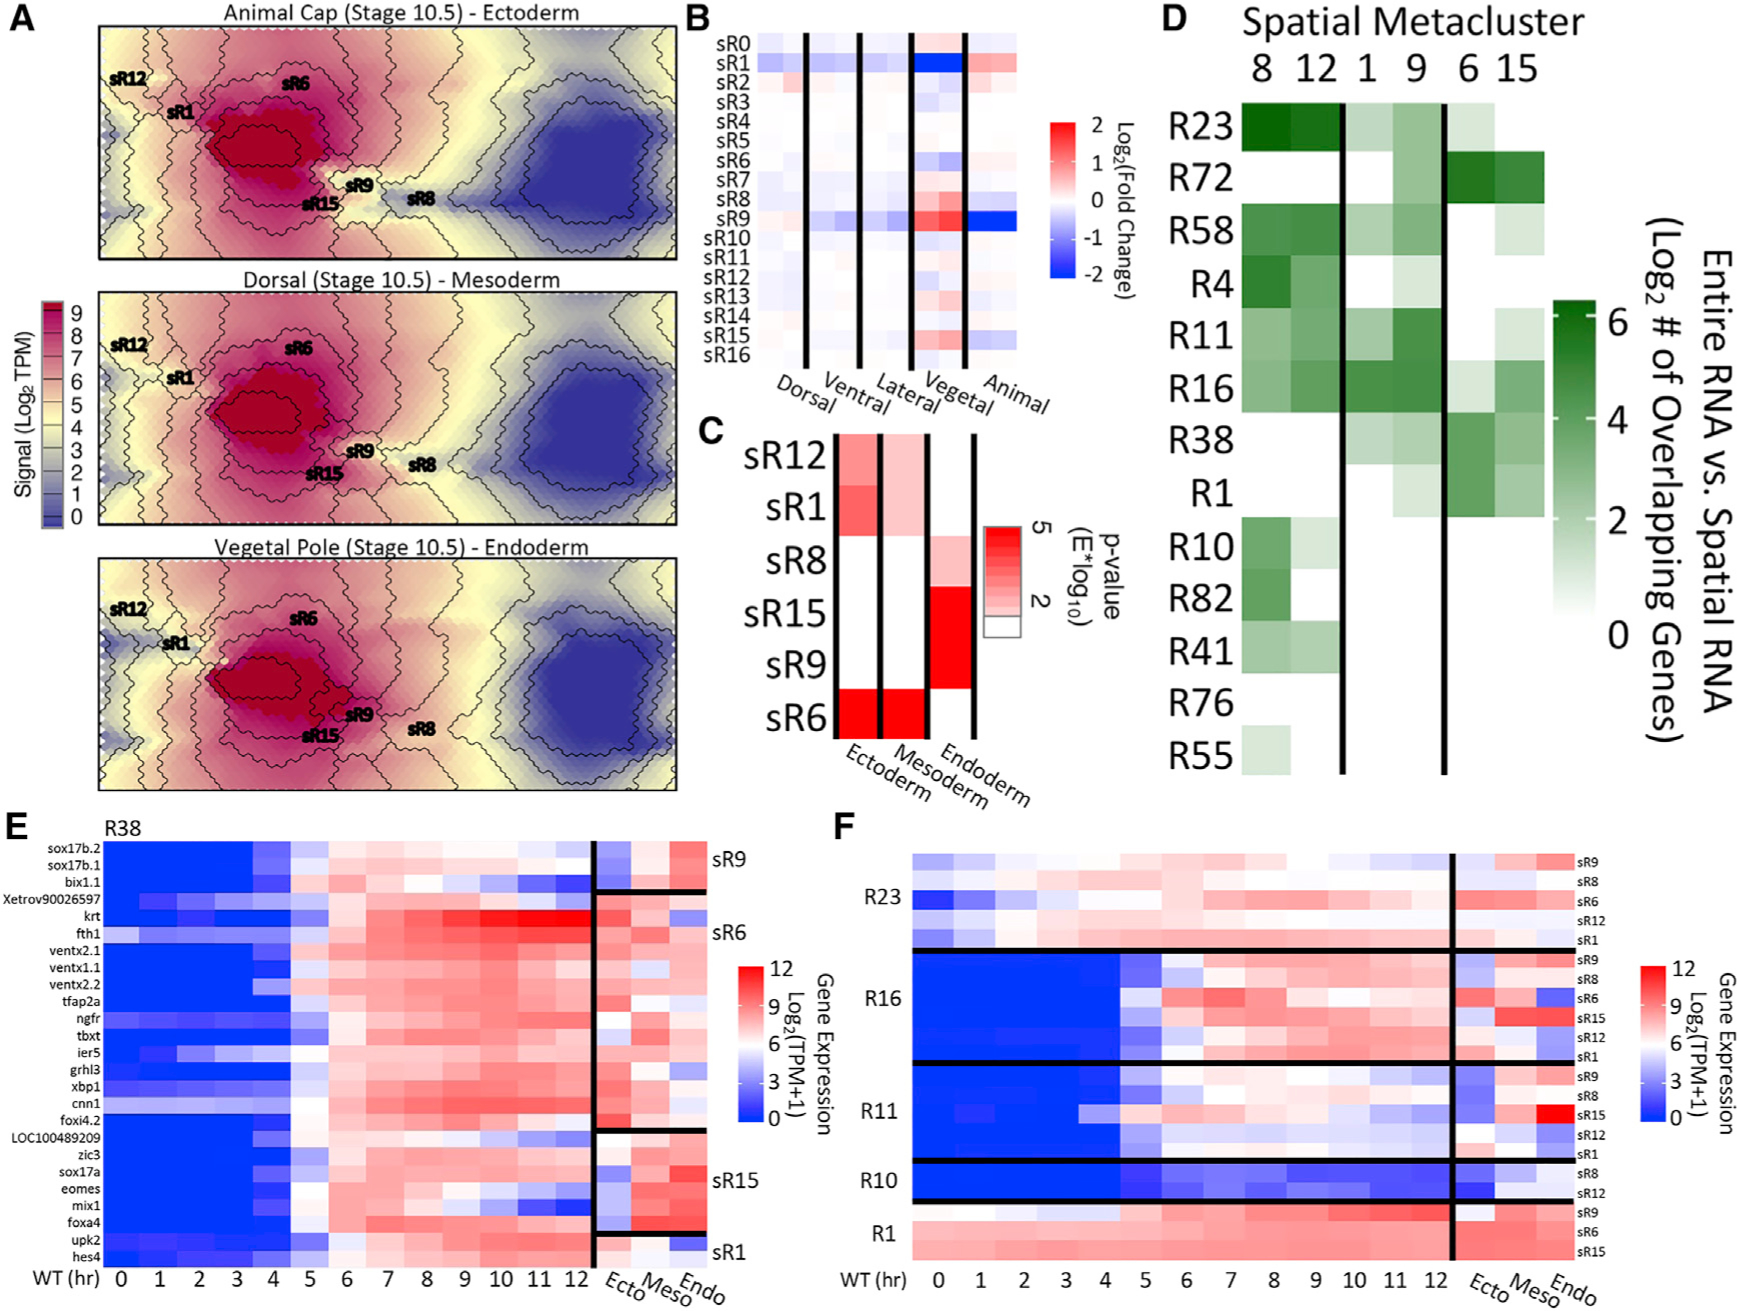
RNA metaclusters can be further segregated by spatial RNA SOM (A) SOM slices from the spatial RNA SOM analysis corresponding to RNAs from the animal, dorsal, and vegetal explants with overlaid spatial RNA metacluster (sR) boundaries. Some important sR locations are noted. (B) Heatmap of the fold change of genes within sRs over whole-embryo signal, indicating enrichment and reduction of genes in particular RNA metaclusters. (C) Heatmap of statistical difference between gene expression in each tissue and the whole embryo. Six sRs showed statistically significant differences in ectoderm/mesoderm or in endoderm. (D) Joint membership of genes in sRs and RNA metaclusters from the full RNA dataset. Rows and columns are hierarchically clustered. (E) Temporal (from wild type) and spatial gene expression profiles for genes in sR9, sR6, sR15, and sR1 and R38. (F) Average temporal and spatial gene expression profiles for genes in R23, R16, R11, R10, or R1, based on sRs.

**Figure 5.**
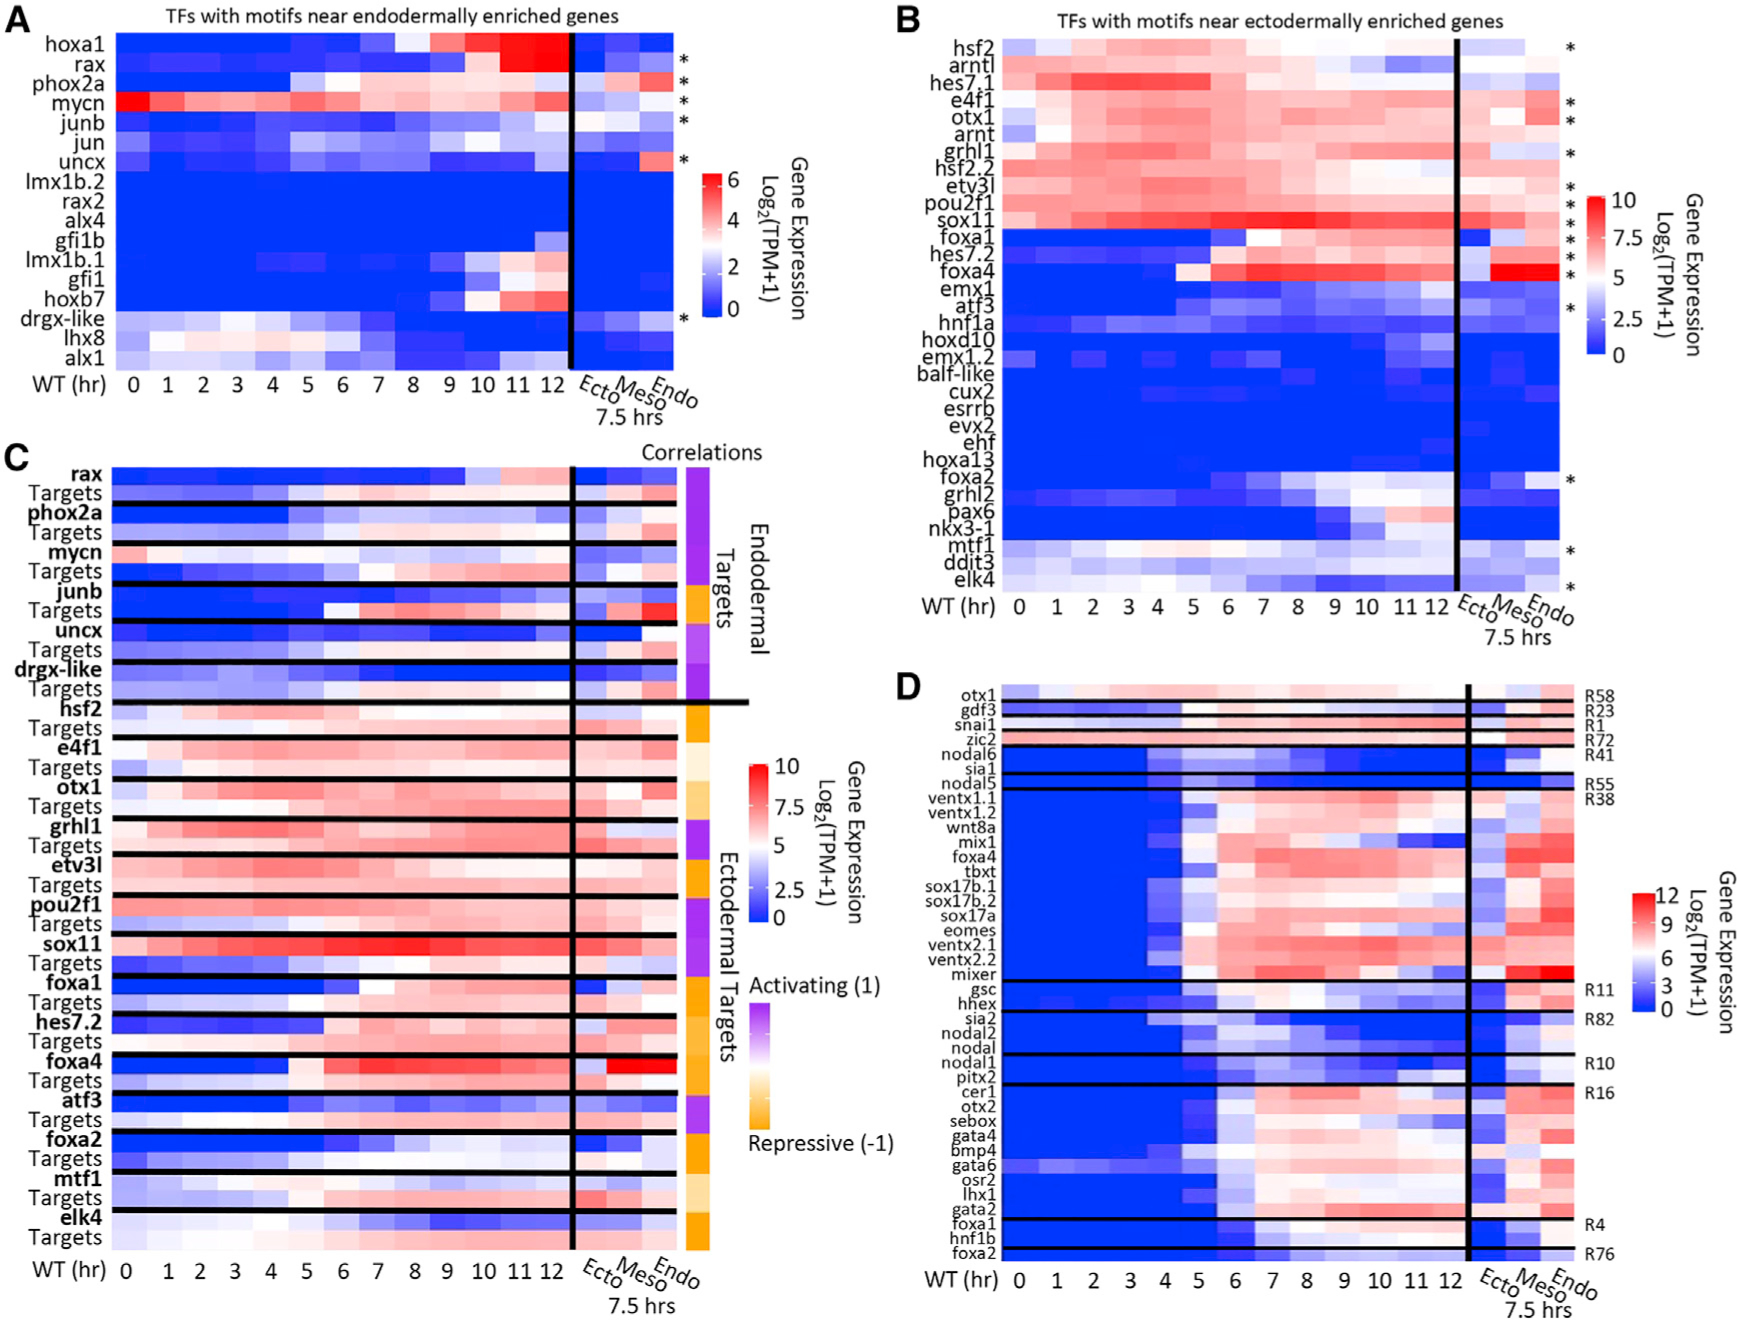
sR assists in identifying candidate TFs for *Xenopus* ME differentiation (A and B) Temporal and spatial gene expression profiles of TFs with motifs found near endodermally (A) or ectodermally (B) enriched genes. Asterisks indicate TFs that show distinct spatial expression. (C) Temporal and spatial gene expression profiles for spatially differential TFs (bold) matched with the average gene expression profile of their predicted targets. Correlations were calculated by comparing their spatial gene expression profiles. (D) The temporal and spatial gene expression profiles of genes important in *Xenopus* ME development, separated by RNA metacluster.

**Figure 6.**
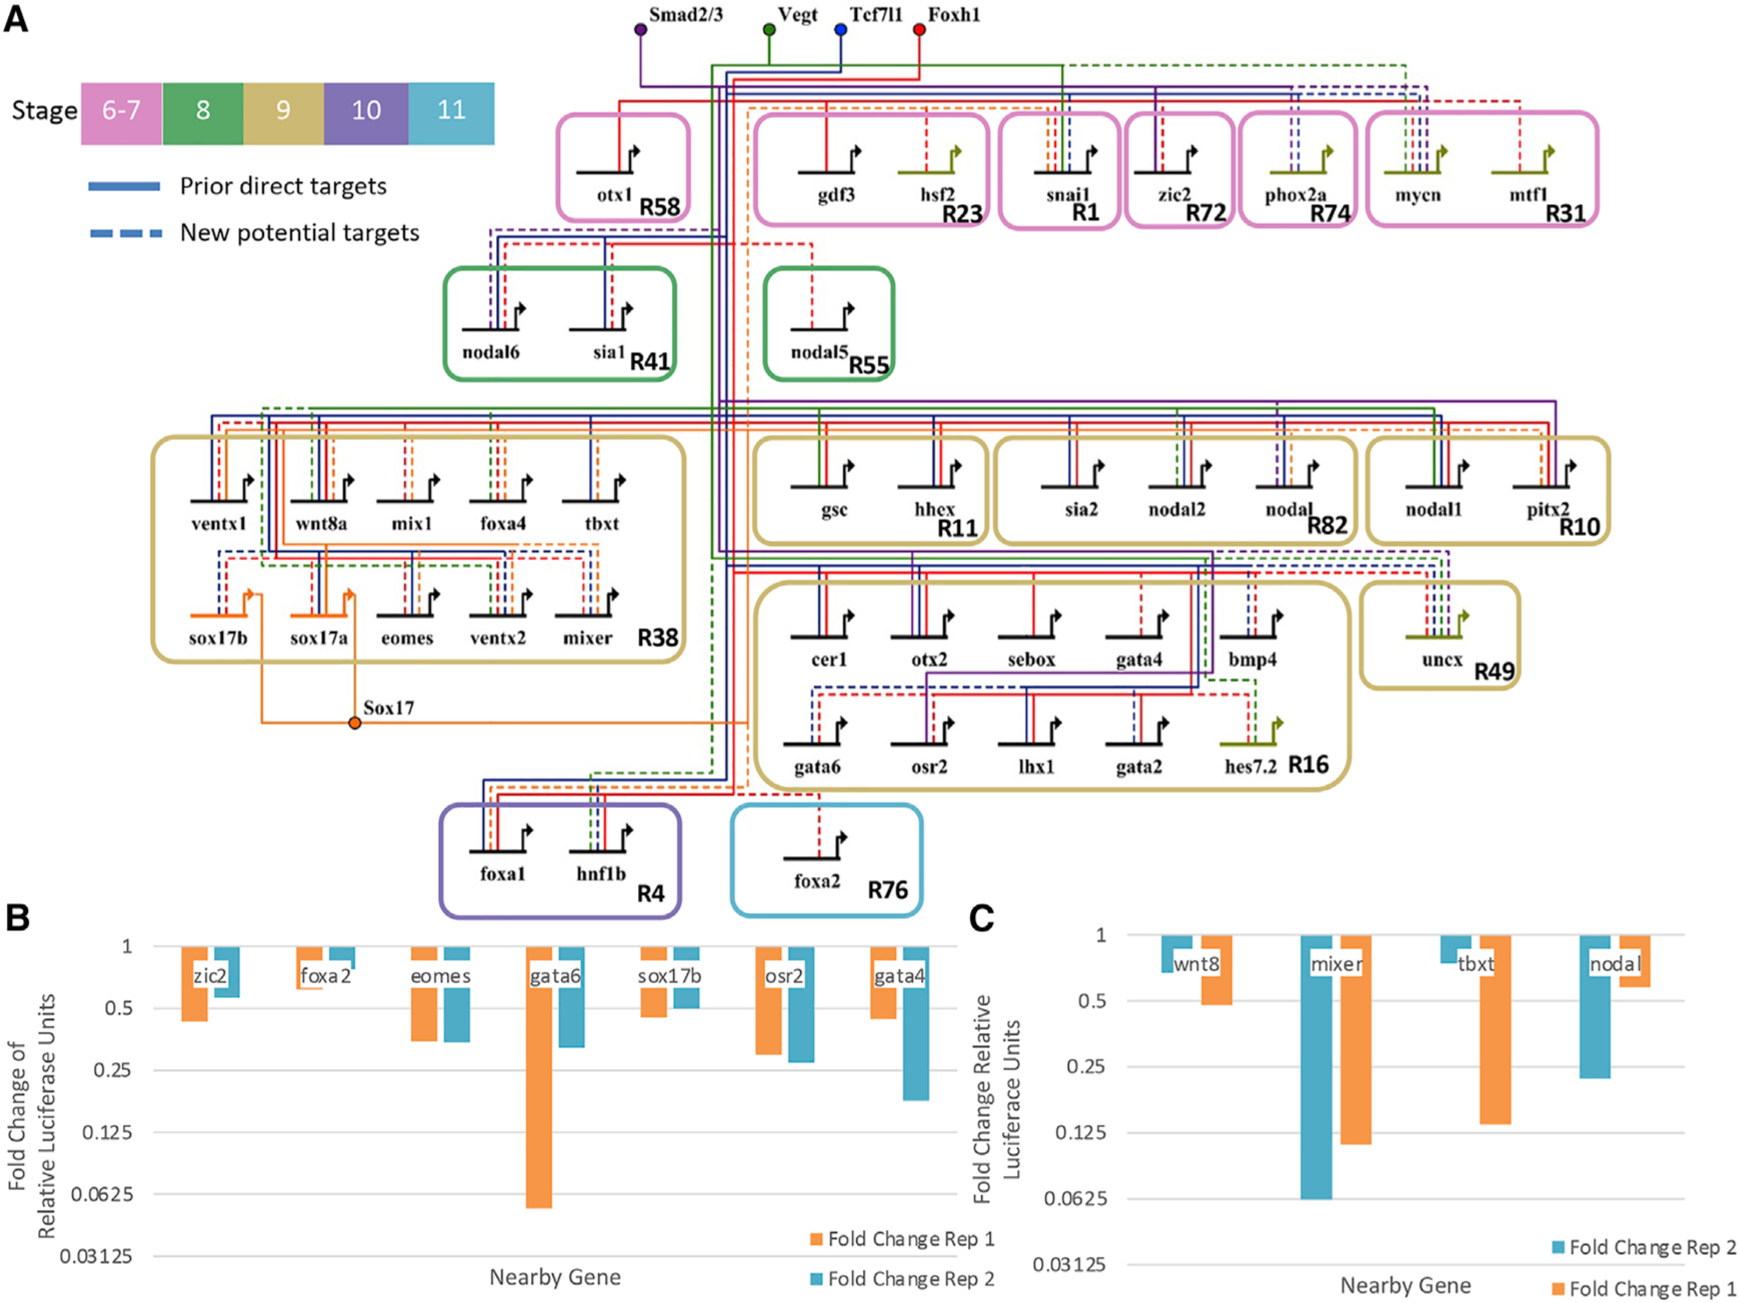
GRN centered on the activity of Tcf7l1, Sox17, Vegt, Smad2/3, and Foxh1 (A) Our predicted developmental GRN. The active CRMs were identified based on the enrichment of their respective TFs, enrichment of Ep300 signal, and DNA binding motif presence. Shown are literature identified targets (“prior direct targets”) and potential new connections (“new potential targets”). Note that only a subset of targets is shown, and the network is focused only on TF and signaling molecule targets. (B) Fold change of relative luciferase units in log scale of putative CRMs comparing Foxh1 binding site mutations over wild type. Each of these shows that enhancer activity depends on Foxh1 binding sites. Two biologically independent experiments were performed. (C) Fold change of relative luciferase units of putative CRMs comparing Sox17 binding site mutations over wild type. Each shows that enhancer activity depends on Sox17 binding sites. Two biologically independent experiments were performed. See Figure S6.

**Figure 7.**
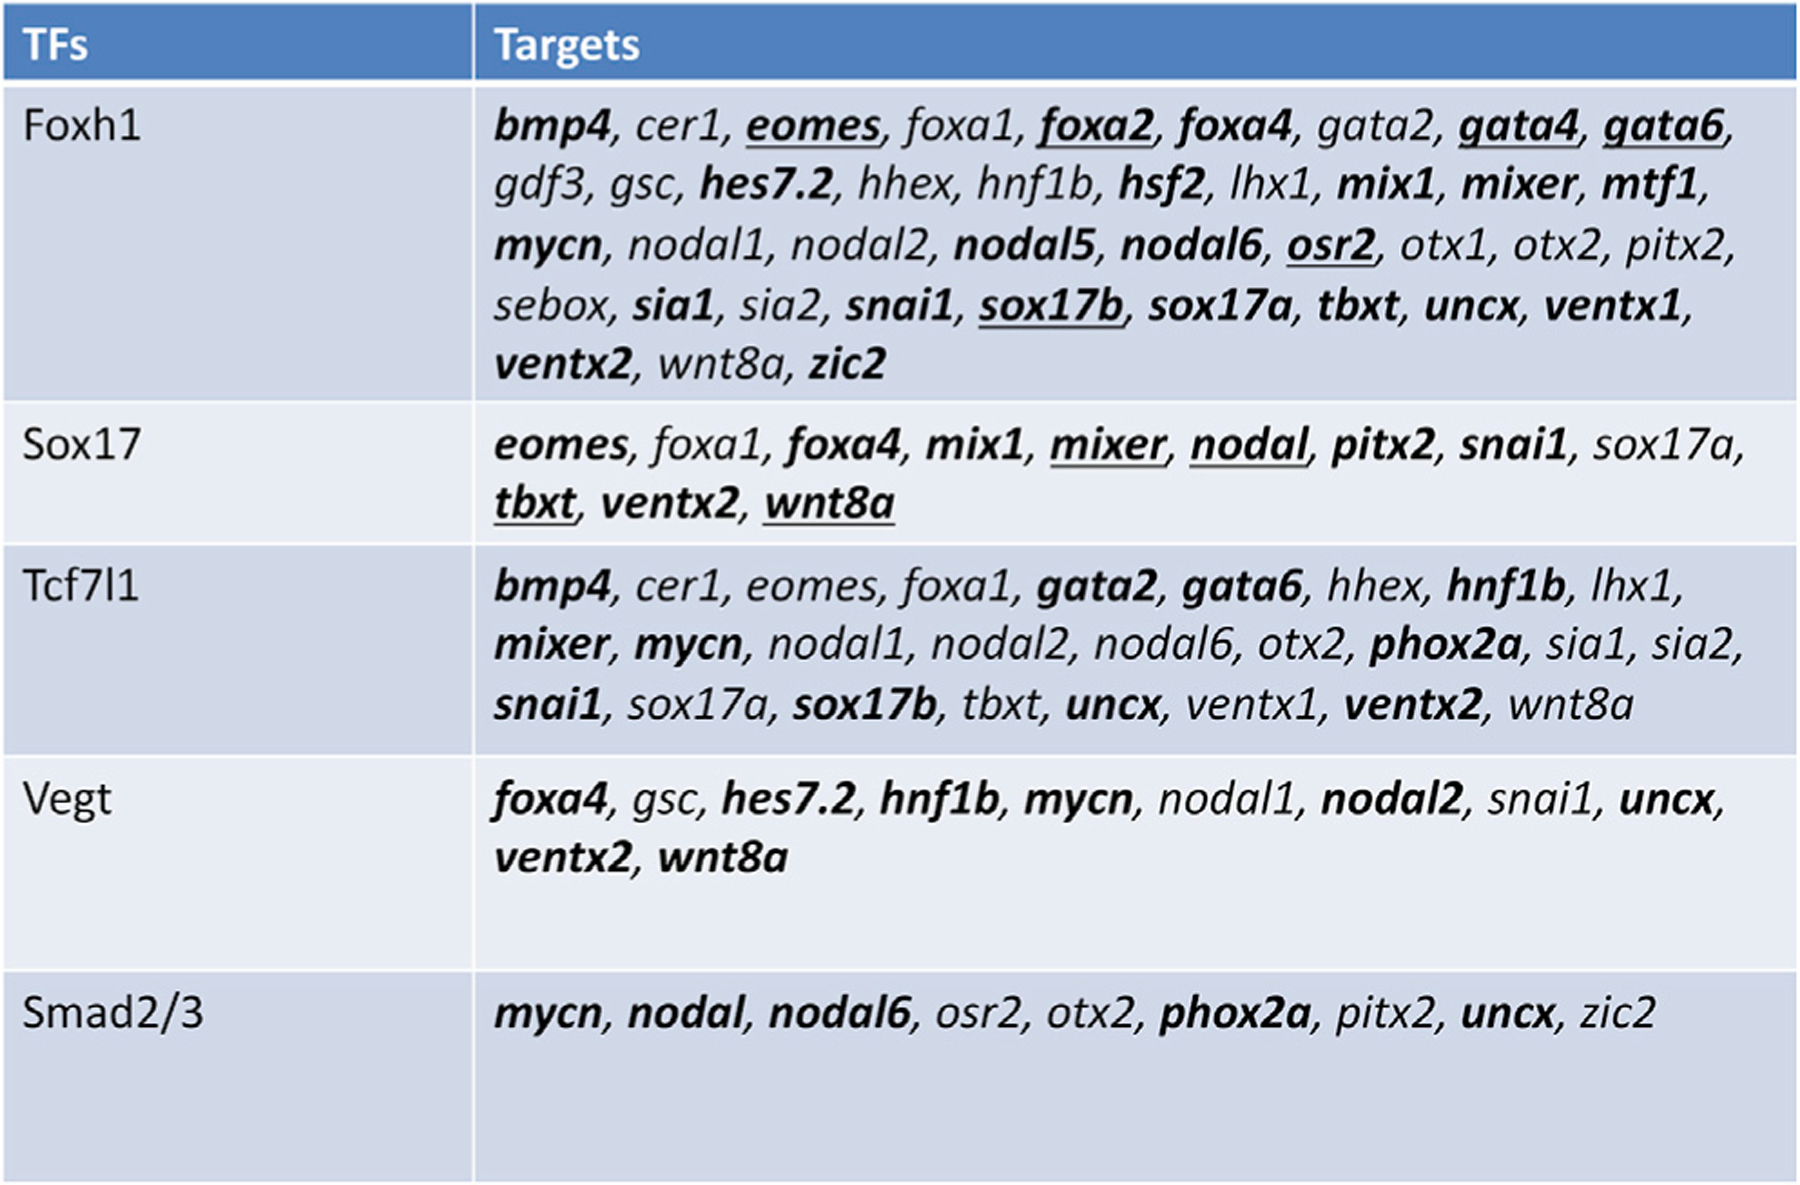
New and known core ME TF targets List of targets in the core ME network for the TFs: Foxh1, Sox17, Tcf7l1, Vegt, and Smad2/3. Bolded entries are new to this analysis. Underlined entries were successfully validated.

**KEY RESOURCES TABLE:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER

Antibodies		
*X. tropicalis* anti-Ventx2 rabbit polyclonal antibody	Covance; This paper	N/A
*X. troplicalis* anti-Sox7 rabbit peptide polyclonal antibody	Charney et al. (2017b)	N/A
*H. sapiens* anti-Smad1/5/8 rabbit polyclonal antibody	Santa Cruz Biotechnology	Cat#sc-6031x
*X. tropicalis* anti-Mix1 rabbit polyclonal antibody	Sudou et al. (2012)	N/A
*X. tropicalis* anti-Sia1 rabbit polyclonal antibody	Sudou et al. (2012)	N/A
*X. tropicalis* anti-Vegt rabbit polyclonal antibody	Sudou et al. (2012)	N/A

Chemicals, Peptides, and Recombinant Proteins		

Dynabeads Protein G	Life Technologies	Cat#10003D

Critical Commercial Assays		

NEXTflex ChIP-seq kit	Bioo Scientific	Cat#NOVA-5143-01
Superscript II	Life Technologies	Cat#18064014
KAPA HiFi HotStart ReadyMix (2x)	Kapa Biosystems	Cat#KK2601
Agencourt AMPure XP beads	Beckman Coulter	Cat#A63881
Nextera DNA Library Prep Kit	Illumina	Cat#FC-121-1030

Deposited Data		

*X. tropicalis* genome version 9.0	Hellsten et al., 2010; Karimi et al. (2018)	RRID: SCR_003280; URL: http://www.xenbase.org/
*X. tropicalis* Tbxt Stage 12 and 20 ChIP-seq	Gentsch et al. (2013)	GEO: GSE48560
*X. tropicalis* Eomes Stage 12, ChIP-seq	Gentsch et al. (2013)	GEO: GSE48560
*X. tropicalis* Vegt Stage 12, ChIP-seq	Gentsch et al. (2013)	GEO: GSE48560
*X. tropicalis* Foxh1 Stage 10.5, ChIP-seq	Chiu et al. (2014)	GEO: GSE53654
*X. tropicalis* Smad2/3 Stage 10.5, ChIP-seq	Chiu et al. (2014)	GEO: GSE53654
*X. tropicalis* Gsc Stage 10.5, ChIP-seq	Yasuoka et al. (2014)	DRA: DRA000576
*X. tropicalis* Lhx1 Stage 10.5, ChIP-seq	Yasuoka et al. (2014)	DRA: DRA000509
*X. tropicalis* Otx2 Stage 10.5, ChIP-seq	Yasuoka et al. (2014)	DRA: DRA000508
*X. tropicalis* Ep300 Stage 10.5, ChIP-seq	Yasuoka et al. (2014)	DRA: DRA000505
*X. tropicalis* Tle Stage 10.5, ChIP-seq	Yasuoka et al. (2014)	DRA: DRA000506
*X. tropicalis* H3K4me1 Stage 10.5, ChIP-seq	Yasuoka et al. (2014)	DRA: DRA000573
*X. tropicalis* H3K27ac Stage 10.5, ChIP-seq	Yasuoka et al. (2014)	DRA: DRA000574
*X. tropicalis* control and α-amanitin treated embryos H3K27me3 Stage 11, ChIP-seq	Hontelez et al. (2015)	GEO: GSE67974
*X. tropicalis* H3K27me3 Stage 9 and 10.5, ChIP-seq	Hontelez et al. (2015)	GEO: GSE67974
*X. tropicalis* H3K36me3 Stage 9 and 10.5, ChIP-seq	Hontelez et al. (2015)	GEO: GSE67974
*X. tropicalis* control and α-amanitin treated embryos H3K4me3 Stage 11, ChIP-seq	Hontelez et al. (2015)	GEO: GSE67974
*X. tropicalis* H3K4me3 Stage 9 and 10.5, ChIP-seq	Hontelez et al. (2015)	GEO: GSE67974
*X. tropicalis* H3K9ac Stage 9 and 10.5, ChIP-seq	Hontelez et al. (2015)	GEO: GSE67974
*X. tropicalis* H3K9me2 Stage 9 and 10.5, ChIP-seq	Hontelez et al. (2015)	GEO: GSE67974
*X. tropicalis* H3K9me3 Stage 9 and 10.5, ChIP-seq	Hontelez et al. (2015)	GEO: GSE67974
*X. tropicalis* H4K20me3 Stage 9 and 10.5, ChIP-seq	Hontelez et al. (2015)	GEO: GSE67974
*X. tropicalis* control and α-amanitin treated embryos Ep300 Stage 11, ChIP-seq	Hontelez et al. (2015)	GEO: GSE67974
*X. tropicalis* Ep300 Stage 9 and 10.5, ChIP-seq	Hontelez et al. (2015)	GEO: GSE67974
*X. tropicalis* Ctnnb1 Stage 10, ChIP-seq	Nakamura et al. (2016)	GEO: GSE72657
*X. tropicalis* Foxh1 Stage 8 and 9, ChIP-seq	Charney et al. (2017b)	GEO: GSE85273
*X. tropicalis* Foxa2 Stage 10, ChIP-seq	Charney et al. (2017b)	GEO: GSE85273
*X. tropicalis* RNA Pol II Stage 8, 9 and 10.5, ChIP-seq	Charney et al. (2017b)	GEO: GSE85273
*X. tropicalis* Vegt Stage 8, ChIP-seq	Paraiso et al. (2019)	GEO: GSE118024
*X. tropicalis* Otx1 Stage 8, ChIP-seq	Paraiso et al. (2019)	GEO: GSE118024
*X. tropicalis* Sox17 Stage 10.5, ChIP-seq	Mukherjee et al. (2020)	GEO: GSE148726
*X. tropicalis* Mix1 Stage 10.5, ChIP-seq	This Paper	GEO: GSE118024
*X. tropicalis* Sia1 Stage 10, ChIP-seq	This Paper	GEO: GSE118024
*X. tropicalis* Sox7 Stage 8, ChIP-seq	This Paper	GEO: GSE118024
*X. tropicalis* Ventx2 Stage 11, ChIP-seq	This Paper	GEO: GSE118024
*X. tropicalis* Smad1 Stage 11, ChIP-seq	This Paper	GEO: GSE118024
*X. tropicalis* Vegt Stage 9 and 10.5, ChIP-seq	This Paper	GEO: GSE118024
*X. tropicalis* ATAC-seq Stages 9, 10.5 and 12	Bright et al. (2021)	GEO: GSE145619
*X. tropicalis* wild type embryo temporal profiling 0.0–9.5 hpf, RNA-seq	Owens et al. (2016)	GEO: GSE65785
*X. tropicalis* gastrula stage (Stage 10.5) dissected fragments, RNA-seq	Blitz et al. (2017)	GEO: GSE81458
*X. tropicalis* wild type and Foxh1 MO injected embryos Stage 8, 9 and 10.5, RNA-seq	Afouda et al. (2020)	ArrayExpress: E-MTAB-8555
*X. tropicalis* DMSO- and SB431542-treated (Smad2/3 KD) embryos Stage 8, 9 and 10.5, RNA-seq	Afouda et al. (2020)	ArrayExpress: E-MTAB-8555
*X. tropicalis* wild type and Ctnnb1 MO injected embryos Stage 7–12 RNA-seq	Mukherjee et al. (2020)	GEO: GSE148726
*X. tropicalis* wild type, Control MO injected and Sox17 MO injected embryos Stage 9–10 RNA-seq	Mukherjee et al. (2020)	GEO: GSE148726
*X. tropicalis* wild type and Tcf7l1 MO injected embryos Stage 9–10 RNA-seq	This Paper	GEO: GSE118024

Experimental Models: Organisms/Strains		

*X. tropicalis,* out-bred Nigerian	University of Virginia, NASCO	URL:https://www.enasco.com/

Oligonucleotides		

Template switching oligo	Picelli et al. (2014)	N/A
ISPCR primers	Picelli et al. (2014)	N/A
Indexing primers	Buenrostro et al. (2013)	N/A
Foxh1 MO 5′-TCATCCTGAGGCTCCGCCCTCTCTA-3′	GeneTools; Chiu et al. (2014)	N/A
Tcf7l1 MO 5′-CGCCGCTGTTTAGTTGAGGCATGA-3′	GeneTools; Liu et al. (2005)	N/A
Sox17a MO 5′-AGCCACCATCAGGGCTGCTCATGGT-3′	GeneTools; Mukherjee et al. (2020)	N/A
wt zic2 F: ctgtgagtatttacattttacccttgc wt zic2 R: acaatgctacatgctcgg	IDT	N/A
wtfoxa2 F: cagatttcacacagaaaaattaggatc wt foxa2 R: caccattattctttcaaccaccc	IDT	N/A
wt eomes F: tacatctctataagtatgtgtgca wt eomes R: caggataacagagaaggggct	IDT	N/A
wt gata6 F: aacactcatagtttccctttg wt gata6 R: atctcattatgctaaatagacagagg	IDT	N/A
wt sox17b F: ggttagccagcaggtaactg wt sox17b R: aagcaggagaacttgattataataaag	IDT	N/A
wt osr2 F: gtccctgtacaagtaggacatt wt osr2 R: ggaaggcattttaccaaatcctac	IDT	N/A
wt bmp4 F: ggtggtatttccagggttcccttta wt bmp4 R: aagcagcacactgcaacatttg	IDT	N/A
wt gata4 F: agcatggacatgtttaatggact wt gata4 R: ctatttacagctaataccgctcagtg	IDT	N/A
wt wnt8 F: aatgggcagaatatgagaagagt wt wnt8 R: gttcacagtaggaagtgatctaaagc	IDT	N/A
wt mixer F: gggcaaagtcatgagattggt wt mixer R: aagagcattggtactgccg	IDT	N/A
wt tbst F: gcgttcattttgccaccaa wt tbst R: gtggcaatgcagataaatcaact	IDT	N/A
wt nodal F: acactttaaaaggattaatgggatttatct wt nodal R: gcacttggagtgaatagaatgg	IDT	N/A
wt admp F: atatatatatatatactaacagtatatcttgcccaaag wt admp R: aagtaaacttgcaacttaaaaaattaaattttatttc	IDT	N/A
wt map7d3 F: agttttccttccaccaaagaaaa wt map7d3 R: agcttgcctgtatgggat	IDT	N/A
wt pcdh8.2.1 F: aaatctctttcatattcagccgg wt pcdh8.2.1 R: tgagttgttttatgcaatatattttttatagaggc	IDT	N/A
wt pcdh8.2.2 F: acctaaagtcacatcccatcag wt pcdh8.2.2 R: ttgatgacatcaagaaaggtatctaatc	IDT	N/A
wt pcdh8.2.3 F: ggtgcagtgaatggcttattc wt pcdh8.2.3 R: caccttagtgccttcataattgg	IDT	N/A
wt Pdk4 F: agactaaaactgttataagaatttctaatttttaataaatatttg wt pdk4 R: gtaaagttgcactgctttattttacac	IDT	N/A
wt serpinf2 F: agaaatggtgcaccactg wt serpinf2 R: tcaaaatcatgcactgaaggatcaa	IDT	N/A
wt sfrp2 F: aatgagaaaagtgtggtataaga wt sfrp2 R: acactgctactttttaagacagat	IDT	N/A
wt slc12a3.2 F: gaacatatatgtactatgcacttctaacc wt slc12a3.2 R: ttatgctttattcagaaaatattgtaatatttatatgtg	IDT	N/A
wt zic2 F: ctgtgagtatttacattttacccttgc wt zic2 R: acaatgctacatgctcgg	IDT	N/A
mutant foxa2 F: cagatttcacacagaaaaattaggatc mutant foxa2 R: caccattattctttcaaccaccc	IDT	N/A
mutant eomes F: tacatctctataagtatgtgtgca mutant eomes R: caggataacagagaaggggct	IDT	N/A
mutant gata6 F: aacactcatagtttccctttg mutant gata6 R: atctcattatgctaaatagacagagg	IDT	N/A
mutant sox17b F: ggttagccagcaggtaactg mutant sox17b R: aagcaggagaacttgattataataaag	IDT	N/A
mutant osr2 F: gtccctgtacaagtaggacatt mutant osr2 R: ggaaggcattttaccaaatcctac	IDT	N/A
mutant bmp4 F: ggtggtatttccagggttcccttta mutant bmp4 R: aagcagcacactgcaacatttg	IDT	N/A
mutant gata4 F: agcatggacatgtttaatggact mutant gata4 R: ctatttacagctaataccgctcagtg	IDT	N/A
mutant wnt8 F: aatgggcagaatatgagaagagt mutant wnt8 R: gttcacagtaggaagtgatctaaagc	IDT	N/A
mutant mixer F: gggcaaagtcatgagattggt mutant mixer R: aagagcattggtactgccg	IDT	N/A
mutant tbst F: gcgttcattttgccaccaa mutant tbst R: gtggcaatgcagataaatcaact	IDT	N/A
mutant nodal F: acactttaaaaggattaatgggatttatct mutant nodal R: gcacttggagtgaatagaatgg	IDT	N/A

Recombinant DNA		

– 104 *gsc* minimal promoter-pOLuc	Watabe et al. (1995)	N/A
pRL-SV40	Promega	Cat#E2231
zic2 Luc reporter	This Paper	N/A
zic2 mutant Luc reporter	This Paper	N/A
foxa2 Luc reporter	This Paper	N/A
foxa2 mutant Luc reporter	This Paper	N/A
eomes Luc reporter	This Paper	N/A
eomes mutant Luc reporter	This Paper	N/A
gata6 Luc reporter	This Paper	N/A
gata6 mutant Luc reporter	This Paper	N/A
sox17b Luc reporter	This Paper	N/A
sox17b mutant Luc reporter	This Paper	N/A
osr2 Luc reporter	This Paper	N/A
osr2 mutant Luc reporter	This Paper	N/A
gata4 Luc reporter	This Paper	N/A
gata4 mutant Luc reporter	This Paper	N/A
wnt8 Luc reporter	This Paper	N/A
wnt8 mutant Luc reporter	This Paper	N/A
mixer Luc reporter	This Paper	N/A
mixer mutant Luc reporter	This Paper	N/A
tbxt Luc reporter	This Paper	N/A
tbxt mutant Luc reporter	This Paper	N/A
nodal Luc reporter	This Paper	N/A
nodal mutant Luc reporter	This Paper	N/A

Software and Algorithms		

RSEM v.1.2.12	Li and Dewey (2011)	RRID: SCR_013027; URL: http://deweylab.biostat.wisc.edu/rsem/
Bowtie 2 v2.2.7	Langmead and Salzberg (2012)	RRID: SCR_016368; URL: http://bowtie-bio.sourceforge.net/bowtie2/index.shtml
MACS2 v2.0.10	Zhang et al. (2008)	RRID: SCR_013291; URL: https://github.com/taoliu/MACS
DEseq2 v3.11	Love et al. (2014)	RRID: SCR_015687; URL: https://bioconductor.org/packages/release/bioc/html/DESeq2.html
SOMatic	Jansen et al. (2019)	URL:https://github.com/csjansen/SOMatic
FIMO v4.12.0	Grant et al. (2011)	RRID: SCR_001783; URL: http://meme-suite.org/tools/fimo
IGVv2.3.20	Robinson et al. (2011)	RRID: SCR_011793; URL: http://software.broadinstitute.org/software/igv/
Xenmine/Gene Ontology	Reid et al. (2017)	N/A

## Highlights

- Built a pipeline to create GRNs using highly dimensional multi-omic datasets
- Predict new TF-DNA/TF-TF interactions during mesendoderm development
- Generate the genome-scale vertebrate mesendodermal network with high fidelity
- Develop an SOM metaclusters visualization resource for multiple RNA- and ChIP-seq sets

# Supplementary material for: Uncovering the mesendoderm gene regulatory network through multi-omic data integration
**Source:** Cell Rep. Author manuscript; Available in PMC 2022 Mar 12.
**Supplement:** 1

Supplemental information

**Uncovering the mesendoderm gene regulatory
network through multi-omic data integration**

Camden Jansen, Kitt D. Paraiso, Jeff J. Zhou, Ira L. Blitz, Margaret B. Fish, Rebekah M. Charney, Jin Sun Cho, Yuuri Yasuoka, Norihiro Sudou, Ann Rose Bright, Marcin Wlizla, Gert Jan C. Veenstra, Masanori Taira, Aaron M. Zorn, Ali Mortazavi, and Ken W.Y. Cho

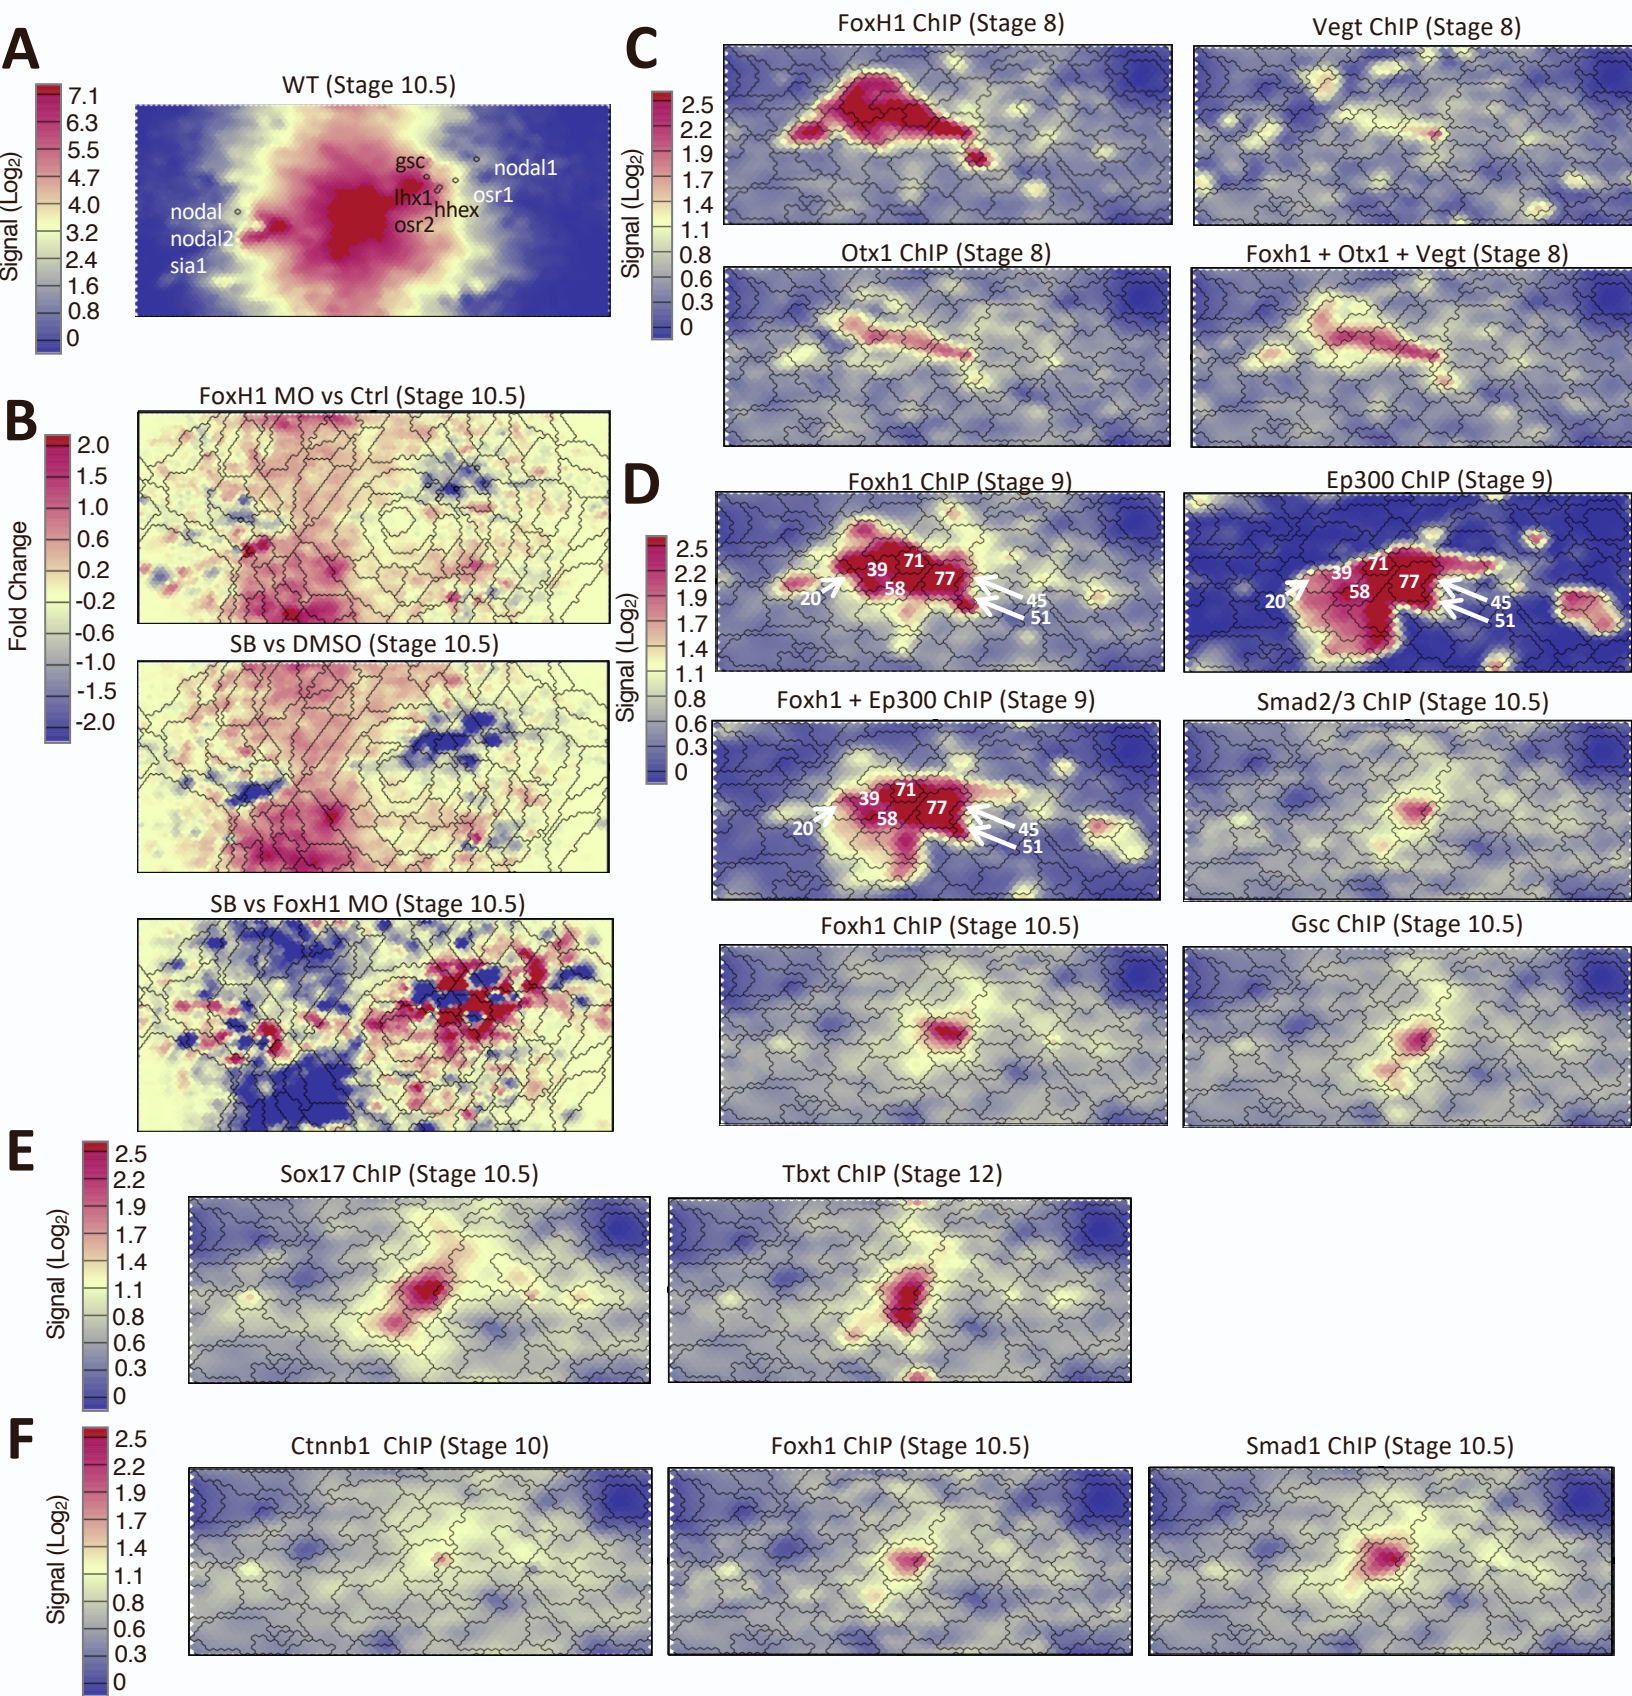

Figure S1. SOM slices reveal overall structure of the input data. Related to Figure 2 and 3. **(A)** An RNA SOM slice corresponding to wild-type (stage 10.5). The SOM unit location of various important genes in mesendodermal development are noted. **(B)** RNA SOM difference slices corresponding to the fold change between MO and control experiments. The RNA metacluster divisions are overlaid over the slices. **(C)** DNA SOM slices corresponding to Foxh1, Vegt, and Otx1 ChIPs at stage 8 and one corresponding to their average. The DNA metacluster divisions are overlaid over the slices. **(D)** DNA SOM slices corresponding to Foxh1 and Ep300 ChIPs at stage 9 and their average, followed by DNA SOM slices corresponding to Smad2/3, Foxh1, and Gsc ChIPs at stage 10.5. The DNA metacluster divisions are overlaid over the slices. **(E)** DNA SOM slices corresponding to Sox17 ChIP at stage 10.5 and Tbxt ChIP at stage 12. The DNA metacluster divisions are overlaid over the slices. **(F)** DNA SOM slices corresponding to Ctnnb1, Foxh1, and Smad1 ChIPs at stage 10.5. The DNA metacluster divisions are overlaid over the slices.

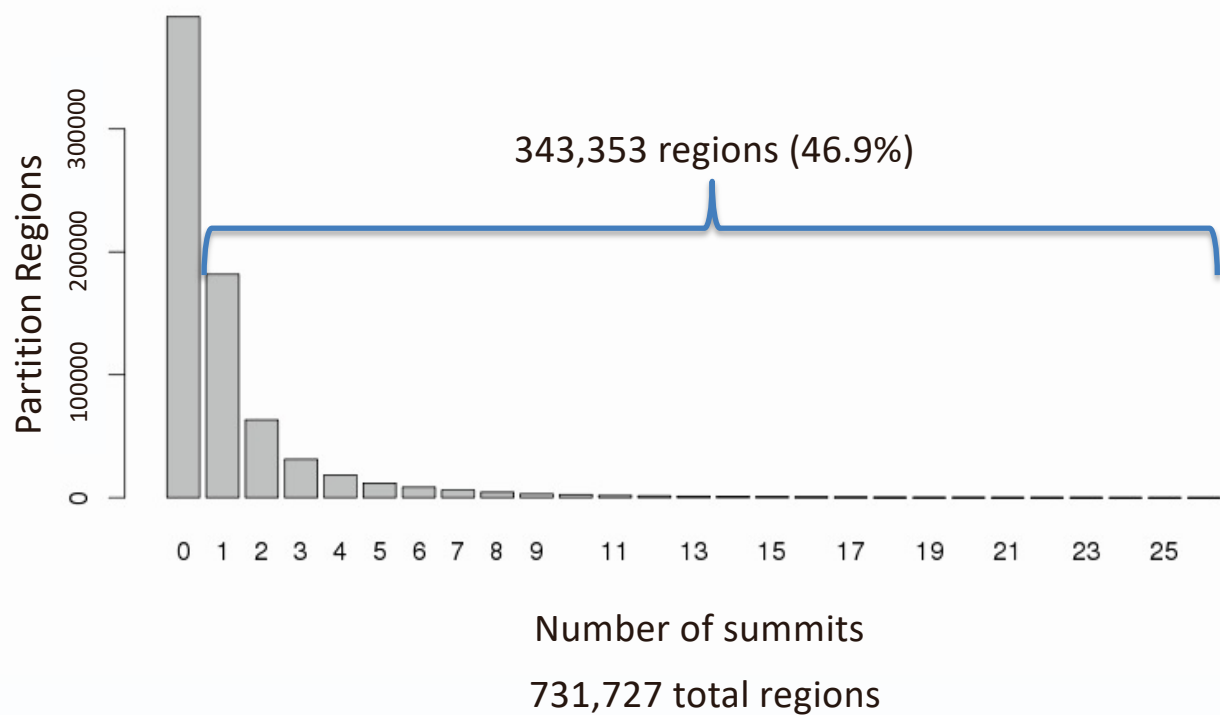

Figure S2. *Distribution of TF ChIP peak summits in final partitioning.* Related to Figure 2. The number of unique TF peak summits within each partition. 46% of partitions contain at least one TF peak summit.

Metaclusters

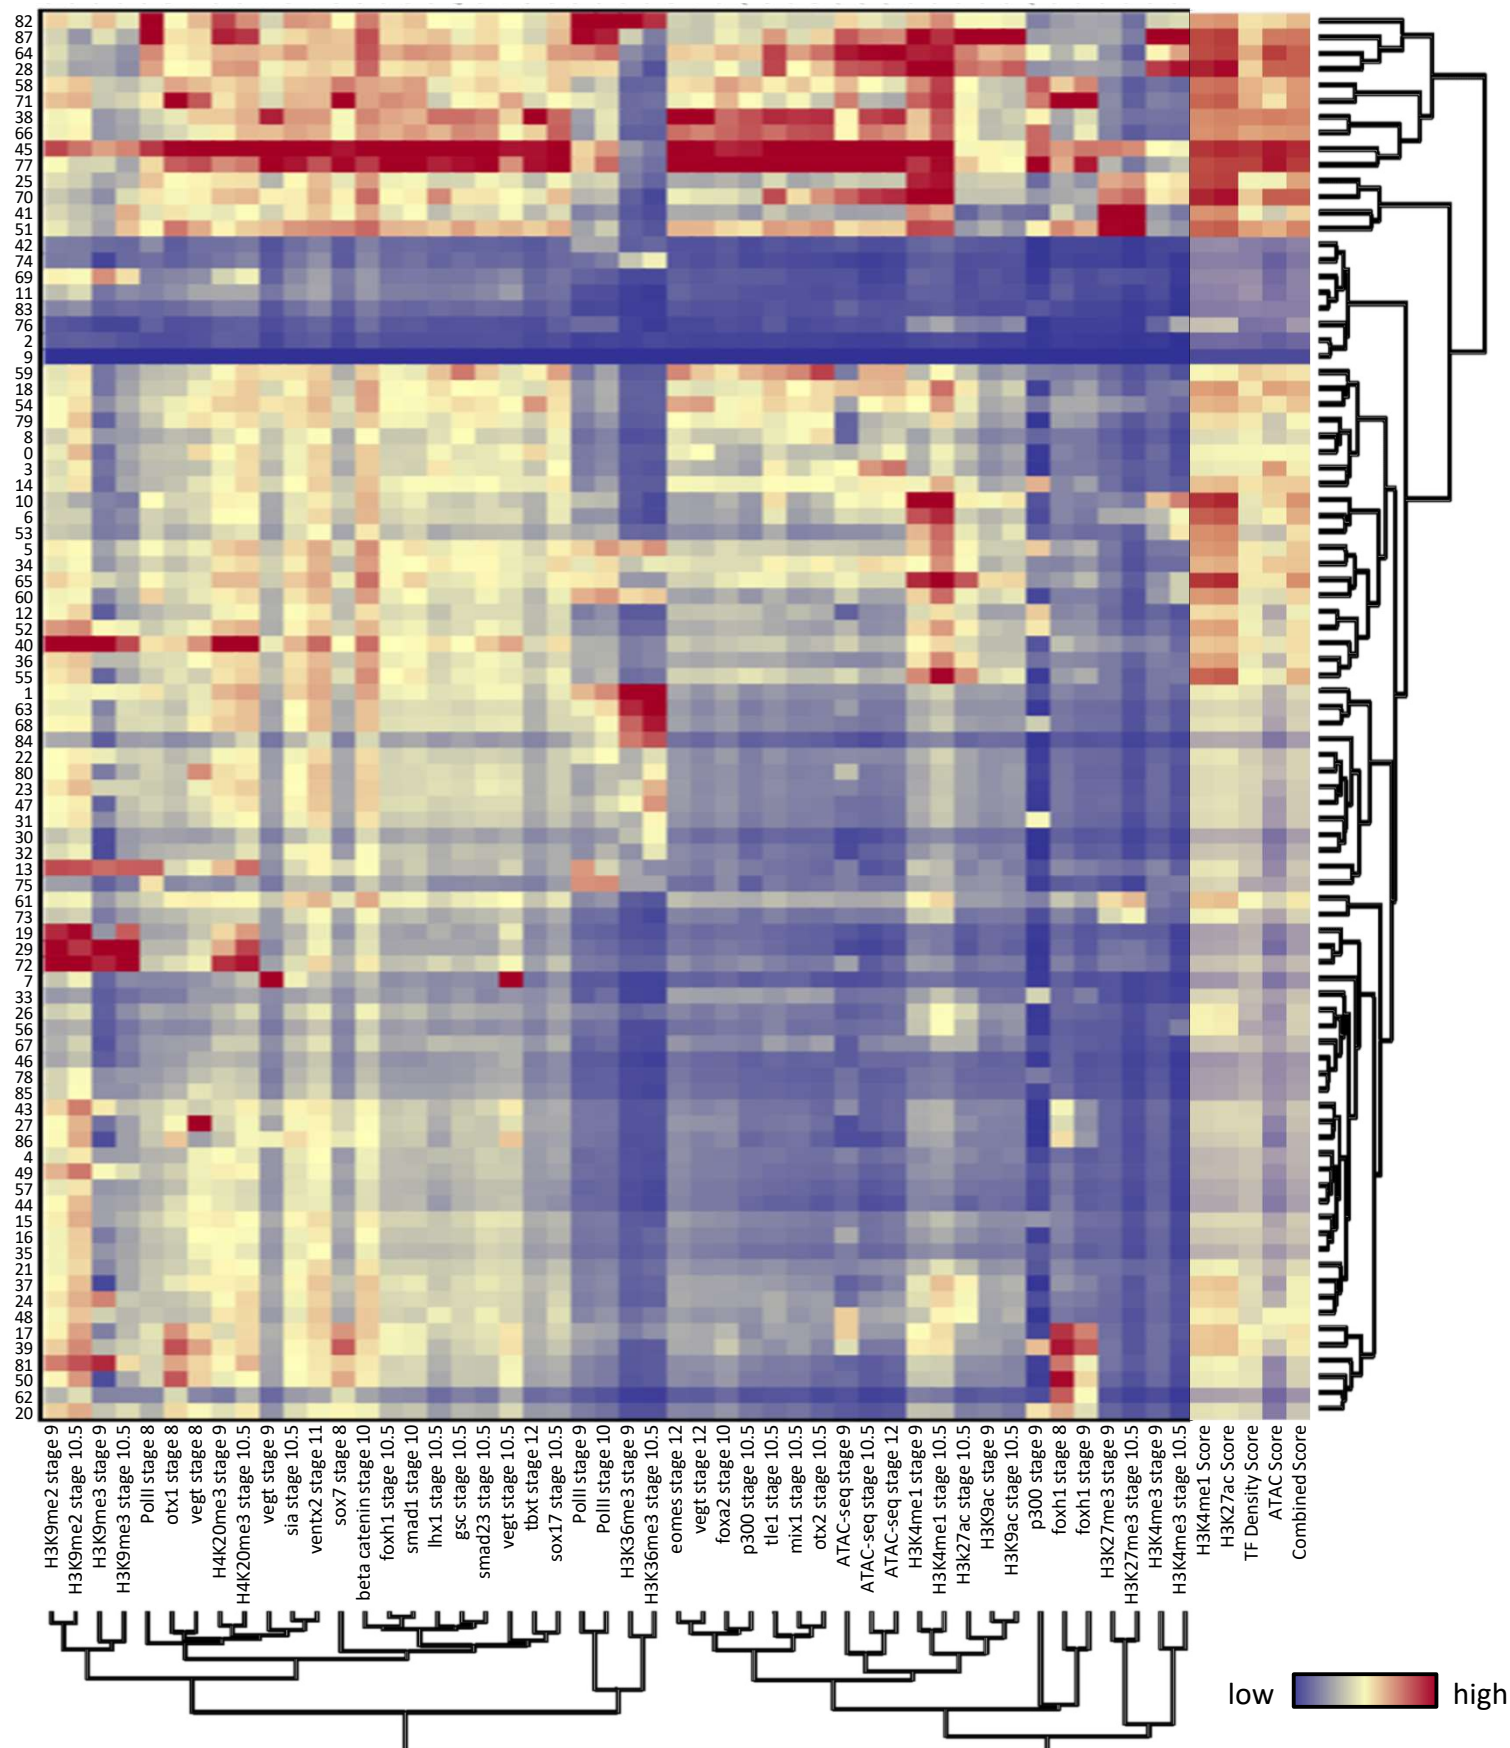

Figure S3. *Full DNA metacluster heatmap captures known co-regulatory interactions.* Related to Figure 2 and 3. The full set of eigenprofiles revealed that several experiments had very similar results on the collected genomic region clusters. Some of these are known co-regulatory interactions in *Xenopus* or vertebrates in general

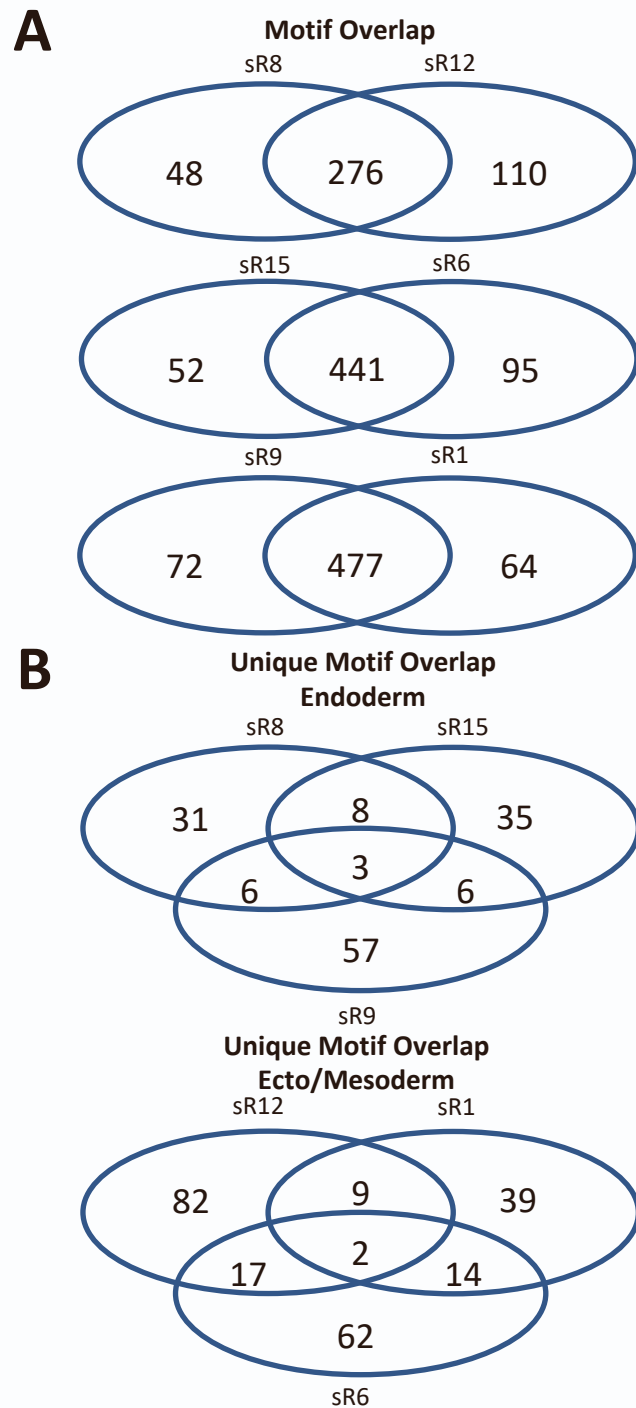

Figure S4. Motif analysis on linked spatial RNA and DNA SOM metaclusters finds TFs with spatially specific regulation. Related to Figure 4. **(A)** Venn diagrams showing the motif overlap between spatial metaclusters with similar temporal gene expression profiles. **(B)** The overlaps between motifs found uniquely on each side of the embryo in (A).

A

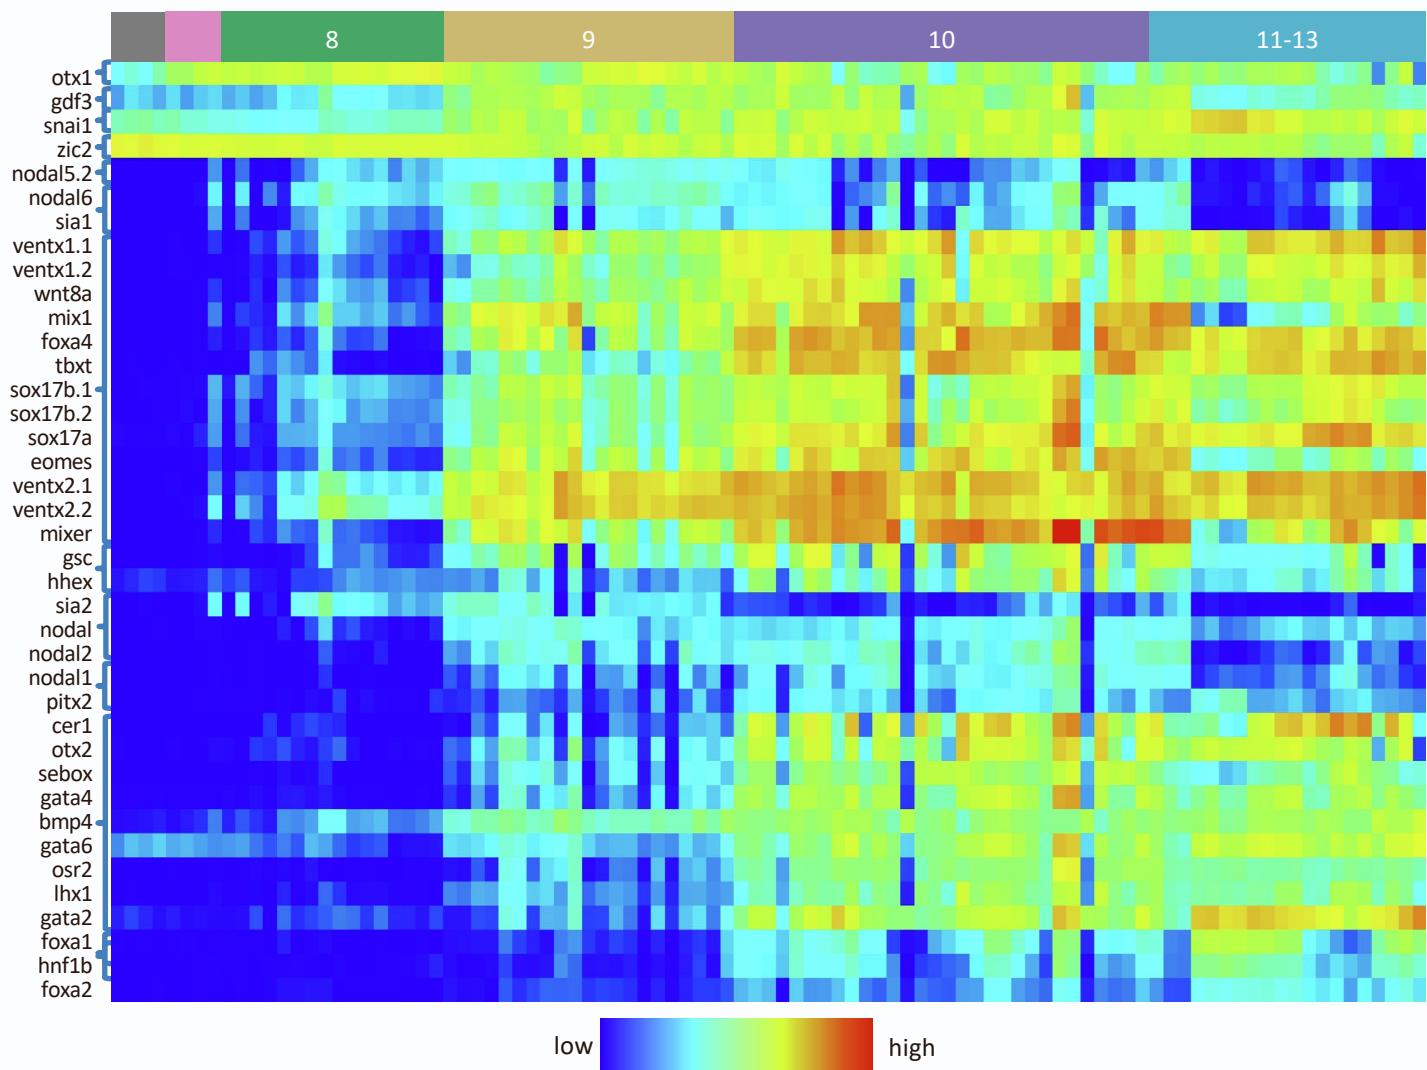

B

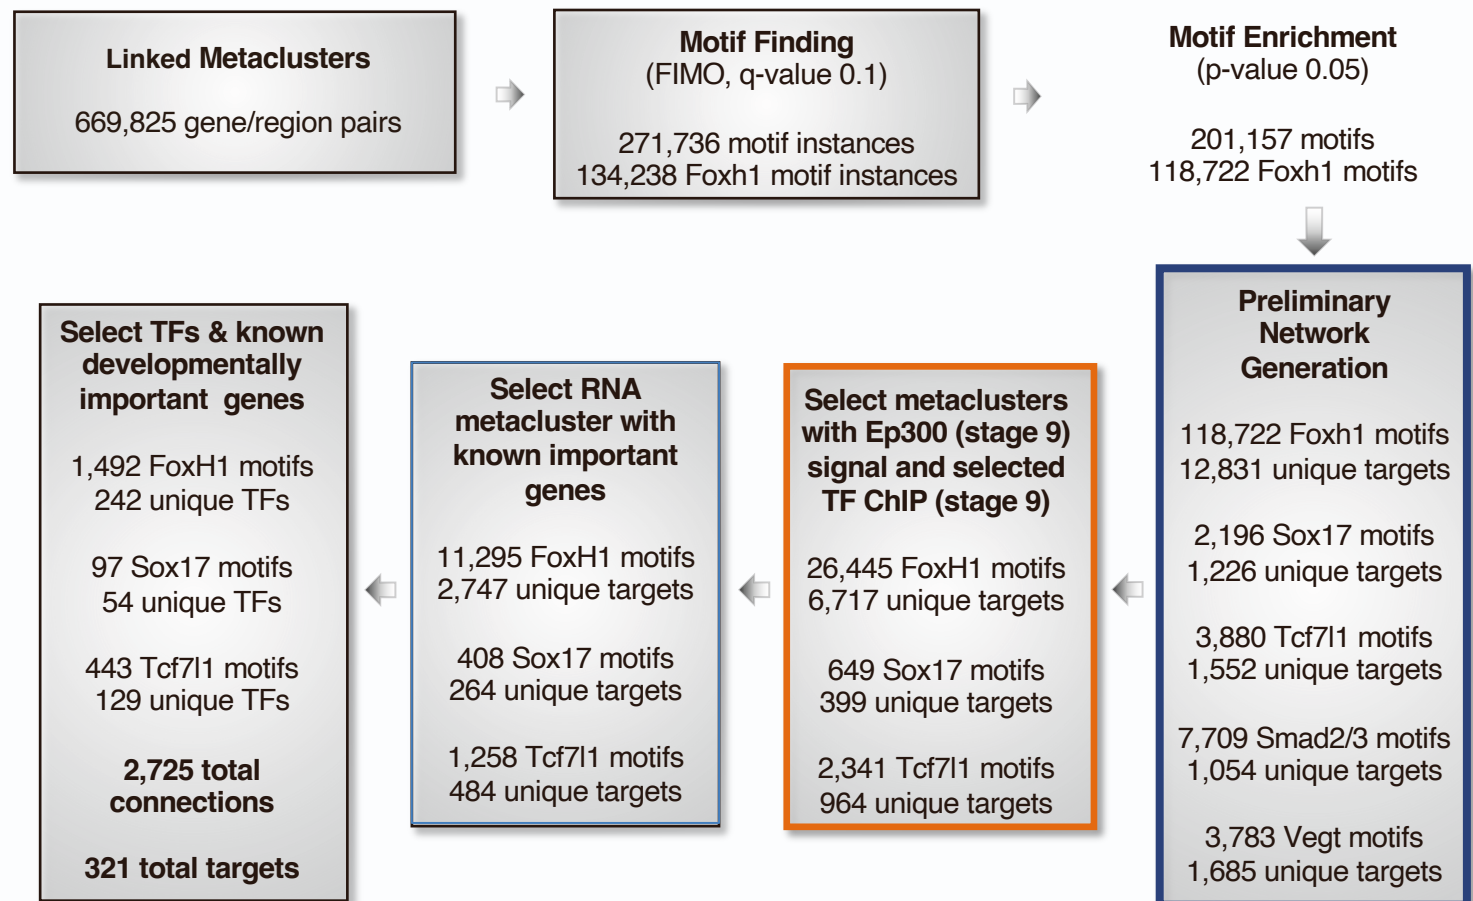

Figure S5. *Gene expression profiles of genes from core mesoderm network and network filtering strategy.* Related to Figure 4. **(A)** Heatmap of gene expression for all experiments for each gene from the core mesoderm network. Columns were sorted by developmental stage of each experiment. Rows were clustered by SOM metacluster and ordered by the starting stage of gene expression for that metacluster. Signal for each experiment was normalized (vertically). **(B)** Motif filtering strategy of network analysis. After using FIMO to find motifs and Motif Enrichment to filter out motifs that are dispersed evenly across the linked metaclusters, the network connections were further filtered by a joint Ep300 and TF ChIP signal separately for each of the TFs tested. Then, we selected RNA metaclusters that contained TFs known to be important for mesodermal development. Finally, we connected TFs to genes from the core mesodermal network and known TFs to make the final network.

Gata6(foxh1)
Chr06:93694025-93694525 (500bp)

Gene	Peak st7	Peak st10.5
bmp4	No	No
cer1	No	No
eomes	**Yes**	**Yes**
foxa1	No	No
gata2	**Yes** (new link)	**Yes**
gata6	No	No
hhex	**Yes**	No
hnf1b	**Yes** (new link)	**Yes**
lhx1	No	No
mixer	**Yes** (new link)	**Yes**
mycn	No	**Yes**
nodal1	No	No
nodal2	**Yes**	No
nodal6	**Yes**	No
otx2	No	No
phox2a	No	No
sia1	**Yes**	No
sia2	**Yes**	No
snai1	No	**Yes**
sox17a	No	**Yes**
sox17b	**Yes** (new link)	**Yes**
tbxt (t)	**Yes**	**Yes**
uncx	**Yes** (new link)	**Yes**
ventx1	**Yes**	**Yes**
ventx2	**Yes** (new link)	**Yes**
wnt8a	No	**Yes**

Figure S6. *Final network luciferase validation experiments and importance correlations.* Related to Figure 6. **(A)** A genome browser view of the predicted and tested Foxh1 target element near *gata6* with Foxh1, Sox17, Ctnnb1, and Ep300 ChIP-seq signals for stages 8 - 12. **(B, C)** Fold change of relative luciferase units in Log scale after foxh1 or sox17 MO injection. Reporter gene was injected into the vegetal (mesendoderm) region of embryos with or without co-injected. Each microinjected CRM reporter showed expression in the mesendoderm (Table S9, Figure S6B, C), which suggested that each probed region is a functional enhancer. All reporter gene activities were downregulated in the absence of Foxh1 or Sox17, except a *nodal* enhancer reporter. At present it is unclear whether the genes belonging to R82 are negatively regulated by Sox17 or whether this is due to an isolated action of this *nodal* CRM. **(D)** Tcf7l1 targets and their overlap with a Ctnnb1 ChIP holdout dataset. **(E)** Heatmap of the correlation between each importance score and the effect on each of the 12 validation experiments. H3K4me1 scored the best.

# Supplementary material for: Uncovering the mesendoderm gene regulatory network through multi-omic data integration
**Source:** Cell Rep. Author manuscript; Available in PMC 2022 Mar 12.
**Supplement:** 9

Uncovering the mesendoderm gene regulatory network through multi-omic data integration

Graphical abstract

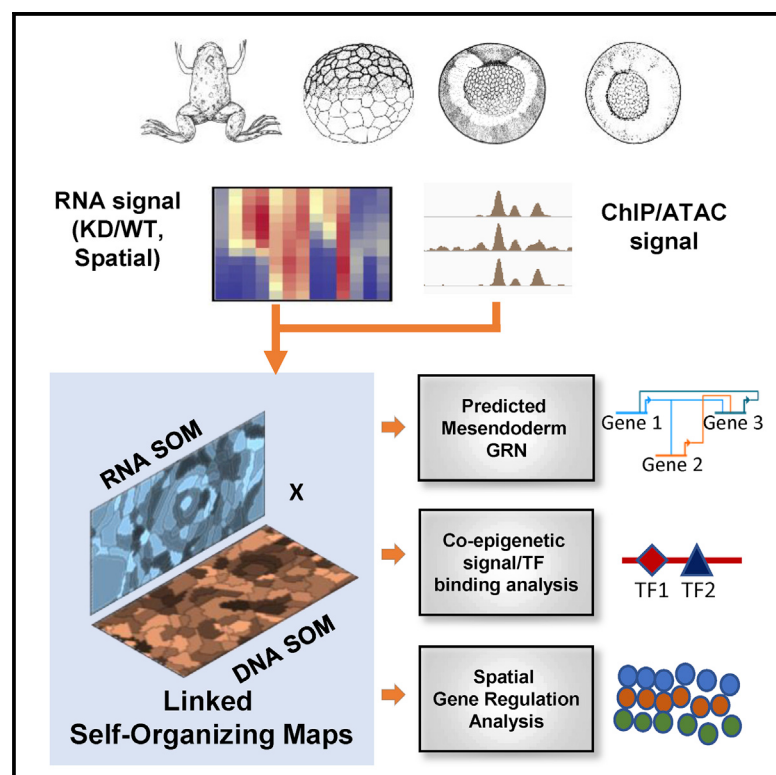

Authors

Camden Jansen, Kitt D. Paraiso, Jeff J. Zhou, ..., Aaron M. Zorn, Ali Mortazavi, Ken W.Y. Cho

In brief

Building mechanistic gene regulatory networks (GRNs) from highly dimensional genomic datasets to recapitulate cellular differentiation remains a difficult problem in developmental biology. Jansen et al. use linked self-organizing maps to combine ChIP-seq/ATAC-seq with temporal, spatial, and perturbation RNA-seq data from *Xenopus tropicalis* mesendoderm development to build a high-resolution genome-scale mechanistic GRN.

Highlights

- Built a pipeline to create GRNs using highly dimensional multi-omic datasets
- Predict new TF-DNA/TF-TF interactions during mesendoderm development
- Generate the genome-scale vertebrate mesendodermal network with high fidelity
- Develop an SOM metaclusters visualization resource for multiple RNA- and ChIP-seq sets

Article

Uncovering the mesendoderm gene regulatory network through multi-omic data integration

Camden Jansen,^{1,2,8} Kitt D. Paraiso,^{1,2,8} Jeff J. Zhou,¹ Ira L. Blitz,¹ Margaret B. Fish,¹ Rebekah M. Charney,¹ Jin Sun Cho,¹ Yuuri Yasuoka,³ Norihiro Sudou,⁴ Ann Rose Bright,⁵ Marcin Wliza,⁶ Gert Jan C. Veenstra,⁵ Masanori Taira,⁷ Aaron M. Zorn,⁶ Ali Mortazavi,^{1,2,9,*} and Ken W.Y. Cho^{1,2,9,10,*}

⁸These authors contributed equally

⁹Senior author

¹⁰Lead contact

<https://doi.org/10.1016/j.celrep.2022.110364>

SUMMARY

Mesendodermal specification is one of the earliest events in embryogenesis, where cells first acquire distinct identities. Cell differentiation is a highly regulated process that involves the function of numerous transcription factors (TFs) and signaling molecules, which can be described with gene regulatory networks (GRNs). Cell differentiation GRNs are difficult to build because existing mechanistic methods are low throughput, and high-throughput methods tend to be non-mechanistic. Additionally, integrating highly dimensional data composed of more than two data types is challenging. Here, we use linked self-organizing maps to combine chromatin immunoprecipitation sequencing (ChIP-seq)/ATAC-seq with temporal, spatial, and perturbation RNA sequencing (RNA-seq) data from *Xenopus tropicalis* mesendoderm development to build a high-resolution genome scale mechanistic GRN. We recover both known and previously unsuspected TF-DNA/TF-TF interactions validated through reporter assays. Our analysis provides insights into transcriptional regulation of early cell fate decisions and provides a general approach to building GRNs using highly dimensional multi-omic datasets.

INTRODUCTION

Understanding the transcriptional control of cellular differentiation programs is fundamentally important in biology and regenerative medicine. Simple linear pathways of gene regulation are insufficient to explain complex biological phenomena. This is because genes function in complex networks, and the emergent properties of these networks ultimately generate biological outcomes (Levine and Davidson, 2005; Davidson, 2010). Thus, identifying network structure is a necessary step toward comprehending the causes of cellular states and behaviors in embryogenesis, in adults, and in disease.

Efforts were made to compile the available molecular data into gene regulatory networks (GRNs) describing mesendoderm (ME) development in *Xenopus* (Loose and Patient, 2004; Koide et al., 2005). Arguably, these developmental events represent most influential developmental periods in metazoan organisms, leading to large-scale morphogenetic changes and body axis forma-

tion. Recently, a highly curated interactome map was generated based on over 200 publications (Charney et al., 2017a), which represents the most thoroughly examined ME GRN in any chordate. It revealed that germ layer specifications are controlled by a set of transcription factors (TFs) acting in a complex network. Additionally, previous work has suggested that critical aspects of the ME GRN are conserved in all vertebrates (Zorn and Wells, 2009). Therefore, a highly robust *Xenopus* GRN is likely to inform conserved paradigms in human development and strategies to direct human cell differentiation.

Although the current GRN has revealed critical principles governing early embryonic development (Charney et al., 2017a; Paraiso et al., 2020), it is far from complete. This is in part because, in the past, network connections were not fully embedded within the larger regulatory architecture nor included temporal and spatial data. Thus, the ME GRN is likely to miss many important interactions. An alternative approach is to generate a GRN based on a combination of computational methods with extensive

perturbation analysis. Availability of large-scale genomics datasets in recent years allows us to test the utility of such an approach. However, one difficulty is the potential to produce numerous putative interactions that may contain false positives. This concern is supported by chromatin immunoprecipitation sequencing (ChIP-seq) analyses, which often uncover tens of thousands of TF-bound sites, but only a fraction of such sites directly affect gene expression (Li et al., 2008; Kvon et al., 2012). Therefore, it would be valuable to develop an approach that embraces the scale of the genomic data, while minimizing false positives. Although other methods have been developed to solve this problem through refinement of peak calling of ChIP-seq datasets (Bardet et al., 2013), we hypothesized that integration of genetic perturbation data types into the analysis of chromatin datasets would allow for a more informed identification of functional binding sites.

Given the current accumulation of large genomic datasets, computational GRN inference has become a popular field of research. One common way that these methods operate is using co-expression matrices to build “influential” GRNs (reviewed in Delgado and Gómez-Vela, 2019), which rely on correlations between genes rather than direct mechanistic regulation between TFs and target genes. The vast majority of GRN inference studies using high-throughput data build networks of this type. For the current work, we wished to build a “mechanistic” GRN, so we sought to find direct connections that engage *cis*-regulatory regions. This is extremely difficult using only one type of data (reviewed in Hu et al., 2020). Some recent predictive algorithms use multi-omic data to build lists of putative functional enhancers (Sethi et al., 2020; Xiang et al., 2020), but they do not incorporate TF binding data to determine whether the TF can directly regulate these enhancers. Others focus on integrating single-cell data types, e.g., Seurat/Cicero (Stuart et al., 2019), but they can create “influential” GRNs only from gene correlation matrices. Here, we describe the use of widely available bulk data for constructing mechanistic GRNs.

We adapted our linked self-organizing map (SOM) method (Jansen et al., 2019) to the multiple data types available for ME development: ChIP-seq, ATAC-seq, and RNA-seq of wild-type (temporal and spatial) and perturbation conditions. SOMs (reviewed in Kohonen, 2001) are a type of unsupervised neural network that train on a set of data to generate a low-dimensional representation. Previous works have successfully used the SOM’s remarkable ability to generate robust clusters (Kiang and Kumar, 2001) by incorporating them into the analysis of highly dimensional genomic data. For example, SOMs have identified complex relationships between genes and genomic regions in multiple cell types in human and mouse (The ENCODE Project Consortium, 2012; Mortazavi et al., 2013; Cheng et al., 2014; Yue et al., 2014; Partridge et al., 2020). The linked SOM method combines the clustering of multiple SOMs, each built with a different type of data (e.g., ChIP-seq and RNA-seq), into one analysis.

Here, to apply the linked SOM method, we generated a clustering of genes by training a SOM on 95 transcriptomic RNA-seq datasets to capture gene expression profiles that co-vary across different experimental conditions. Similarly, a clustering of genome regions was generated by training a SOM over 63

ChIP/ATAC-seq (Assay for Transposase-Accessible Chromatin using sequencing) experiments. Next, we combined the RNA and DNA clusterings by associating the individual genomic regions within the DNA clusters to the closest gene. This generated a multi-clustering, in which each cluster contained genome region-gene pairs that had a similar DNA (in the genome regions) and RNA signal (in the genes). These linked metaclusters (LMs) are extremely similarly regulated, so motif analysis on the genome regions, even after strict enrichment filtering, is more successful than scanning the whole genome alone (Jansen et al., 2019), and thus identified many new functional TF-DNA interactions. These inferred interactions were validated using reporter gene assays, supporting that the linked SOM approach is a valuable method to build mechanistic GRNs. This method was also applied to the RNA-seq data from spatial dissections to find TF-gene pairs with unique spatial properties during ME development. This analysis found six TFs, which based on their gene expression profiles and the expression of their predicted targets, should be included in the core network. By extending the linked SOM method for *Xenopus* ME development, we have developed a useful approach to find TFs important for germ layer specification.

RESULTS

Reconciling the known biology with evidence from high-throughput data

The scope of the problem of building GRNs with high-throughput genomic data can be illustrated by examining the known regulatory loci surrounding the gene encoding the Spemann organizer TF Gsc (Cho et al., 1991), which contains two regulatory elements near the promoter, called the proximal and distal elements (Watabe et al., 1995), and a farther upstream element (Mochizuki et al., 2000). These DNA regions are bound and controlled by a small set of ME TFs (Koide et al., 2005). However, recent ChIP-seq datasets highlight the possibility of the function of various maternal TFs (Nakamura et al., 2016; Charney et al., 2017b; Paraiso et al., 2019), organizer TFs (Yasuoka et al., 2014), and mesodermal TFs (Gentsch et al., 2013) in regulating *gsc* through these *cis*-regulatory modules (CRMs; Figure 1A). Further, these known elements represent the minority of peaks identified upstream of the *gsc* transcription start site. The chromatin context within this region highlights the need for integrative analysis of genomic datasets.

Strategy for integration of different highly dimensional genomic data types

To investigate *X. tropicalis* ME gene regulation, we assembled a highly dimensional dataset of 95 RNA-seq and 63 ChIP-seq/ATAC-seq experiments (Figure 1B; Key resources table). The chromatin datasets include the openness of the loci, TF binding, epigenetic modifications, and RNA polymerase II association. The transcriptomic datasets include spatial expression, temporal expression at relevant developmental stages, and knock-down (KD) data of critical TFs and signaling pathways. These data were individually analyzed and collected into two large matrices for unsupervised learning (STAR Methods). For the RNA-seq experiments, gene expression was quantified in

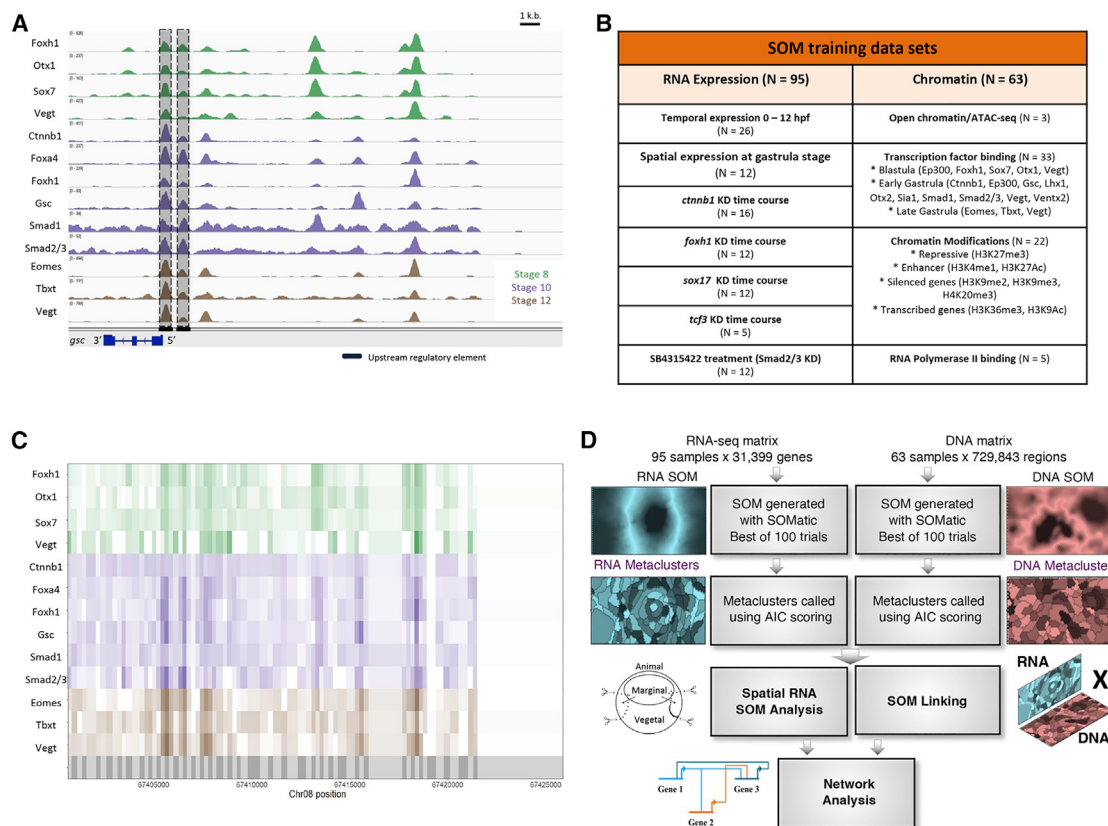

Figure 1. Using self-organizing maps (SOMs) to discover ME GRN

(A) Genome browser view of TF binding during *X. tropicalis* development. Shown are maternally expressed (Foxh1, Otx1, Sox7, Vegt, Ctnnb1, Smad1, and Smad2/3) and zygotically expressed (Foxa4, Gsc, Eomes, Tbx1, and Vegt) TF binding in the *gsc* gene locus. Shaded are the well-characterized proximal, distal, and upstream CRMs, associated with TF binding. Further upstream are binding sites in possibly unexplored CRMs.

(B) Datasets used in this analysis, targeting several wild-type and MO-injected embryos at developmental stages important for ME development.

(C) The *X. tropicalis* genome is partitioned (grey shadings in bottom track) using ChIP-seq and ATAC-seq peak locations. Each partition is assigned ChIP-seq and ATAC-seq signal quantified as reads per kilobase per million (RPKMs) for all chromatin datasets.

(D) The RNA-seq and ChIP-seq/ATAC-seq datasets were each converted into training matrices and clustered using SOM metaclustering using SOMatic. These clusters were then linked using the SOM Linking tool within SOMatic. The pairwise linked metaclusters (LMs) and spatial SOM data were mined for regulatory connections and built into networks.

transcripts per million (TPM) for each experiment. For the ChIP/ATAC-based experiments, we first partitioned the genome using peak calls identified from these chromatin datasets. Then, we calculated reads per kilobase per million (RPKM) signal for each experiment within each of these partitions. As an example, compare the conversion of the ChIP-seq peaks (Figure 1A) with the RPKM ChIP-seq signals (Figure 1C) in the *gsc* locus. These normalized tracks properly transform the raw signal into a form that our downstream unsupervised neural networks can accept to perform clustering.

Next, we implemented a strategy for highly dimensional data integration through linked SOMs (Jansen et al., 2019) (Figure 1D). This involved performing unsupervised learning through SOMs on each type of data separately, followed by metaclustering to generate a separate RNA SOM and DNA SOM. For the RNA SOM, genes are clustered in terms of similarities in expression: spatially, temporally, and by effects of perturbation. For the DNA SOM, the DNA regions are clustered based on similarities

in DNA accessibility, histone modifications, and combinations of TFs bound. These RNA SOM and DNA SOM clusters are then linked such that clustered genes are associated with nearby clustered DNA partitions. Additionally, separately created spatial RNA SOM clusters were incorporated into the network analysis (discussed further below). This combined approach allows for groups of CRMs to be linked to their nearby target gene expression profiles for further network analysis (Figure 1D).

RNA SOM identifies gene expression modules

To identify different gene expression cohorts present during early *Xenopus* development, we performed unsupervised learning on the RNA-seq experimental data by training a SOM followed by metaclustering (STAR Methods). Due to the experimental matrix being “dominated” by time-course expression data, the trained map displayed a time-course-dependent structure such that genes that have similar temporal profiles, such as *gsc*, *nodal1*, *lhx1*, *osr1*, *hhex*, and *osr2* being located in SOM

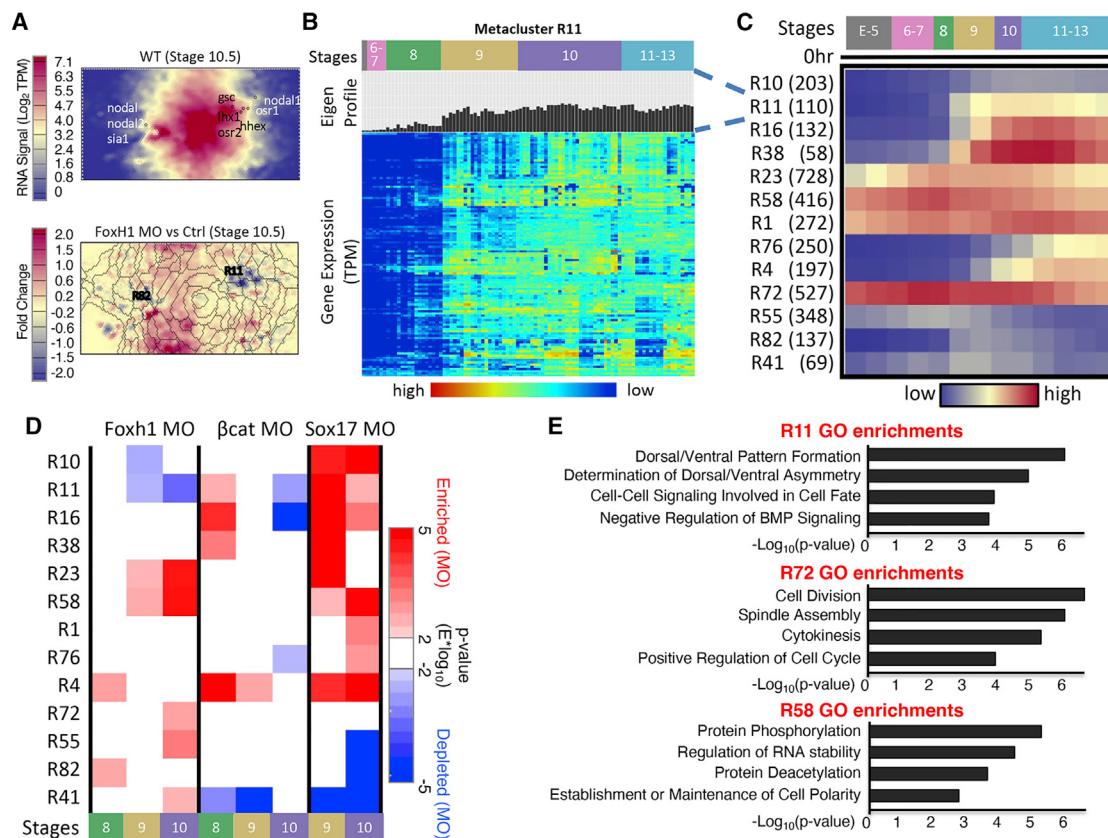

Figure 2. RNA-seq SOM metaclustering reveals developmental gene modules that contain similarly regulated genes

(A) SOM slices relating to gene expression signal Wildtype at stage 10.5 and the fold change between Foxh1 MO and control experiments at stage 10.5. Creation of SOM visualization is described in [STAR Methods](#). Metaclusters containing genes from the core ME network show unique temporal dynamics during development. *nodal*, *nodal2*, and *sia1* are grouped left and *gsc*, *nodal1*, *lhx*, and *osr2* are grouped right (top). Overlaid metacluster boundaries show the genes that are up- and down-regulated upon Foxh1 MO KD (bottom).

(B) Each metacluster is filled with genes with a similar expression profile (labeled “Eigen-Profile”); for example, a heatmap of the genes in metacluster 11 is shown. (C) Heatmap of average temporal expression profiles of genes belonging to 13 RNA metaclusters. Parentheses after RNA metaclusters indicate number of genes in each RNA metacluster.

(D) Two-tailed Wilcoxon hypothesis analysis applied on gene metaclusters. Each metacluster responded to each MO experiment differently at different time points. (E) GO term enrichments for genes within three example RNA SOM metaclusters. Each metacluster had unique functional enrichments supporting the coherence of these clusters.

See [Figure S1](#).

units in one general area of the 2D map, whereas genes that tend to peak earlier, such as *nodal*, *nodal2*, and *sia1*, were in SOM units in another section ([Figure S1A](#)) ([Owens et al., 2016](#)). In contrast, although comparisons between gene expression KDs using antisense morpholino oligonucleotides (MOs) and their controls were a minority in this dataset ([Figure 1B](#)), they do show local differences on the 2D maps across adjacent metaclusters ([Figure S1B](#)). Thus, the metaclustering of the units of the map had the capacity to capture these differences.

In all, we recovered 84 distinct RNA SOM metaclusters that capture the different gene expression profiles present in the included data ([Figures 2A and S1B](#); [Table S1A](#)) (labeled R# for each RNA metacluster). Genes that share similar expression profiles across all experiments such as dorsal ME genes activated during midblastula stage, including *nodal*, *nodal2*, and *sia1*, clustered together in metacluster R82. Organizer genes *gsc* and

hhx, which showed transient zygotic expression peaking at stage 10, clustered together in metacluster R11 ([Figure 2B](#)). Meanwhile, genes in metacluster R76 ([Figure 2C](#)), which include *foxa2* and *gli3*, did not become highly expressed until mid-gastrula stage 11 and steadily increased until stage 13. In addition to spatiotemporal expression, genes within each metacluster showed distinct responses to perturbation experiments ([Figure 2D](#)). For example, the 110 genes in metacluster R11 had similar responses to multiple MO perturbation and temporal conditions. Notably, the genes in this group were down-regulated in stage 10 after inhibiting Foxh1 expression (Foxh1 MO experiment), whereas the 728 genes in R58 and the 527 in R72 were up-regulated. To further show that each metacluster is distinct, we performed Gene Ontology (GO) enrichment analysis on each ([Figure 2E](#)). Metacluster R11 contained genes with functions related to dorsal/ventral patterning and cell fate, whereas

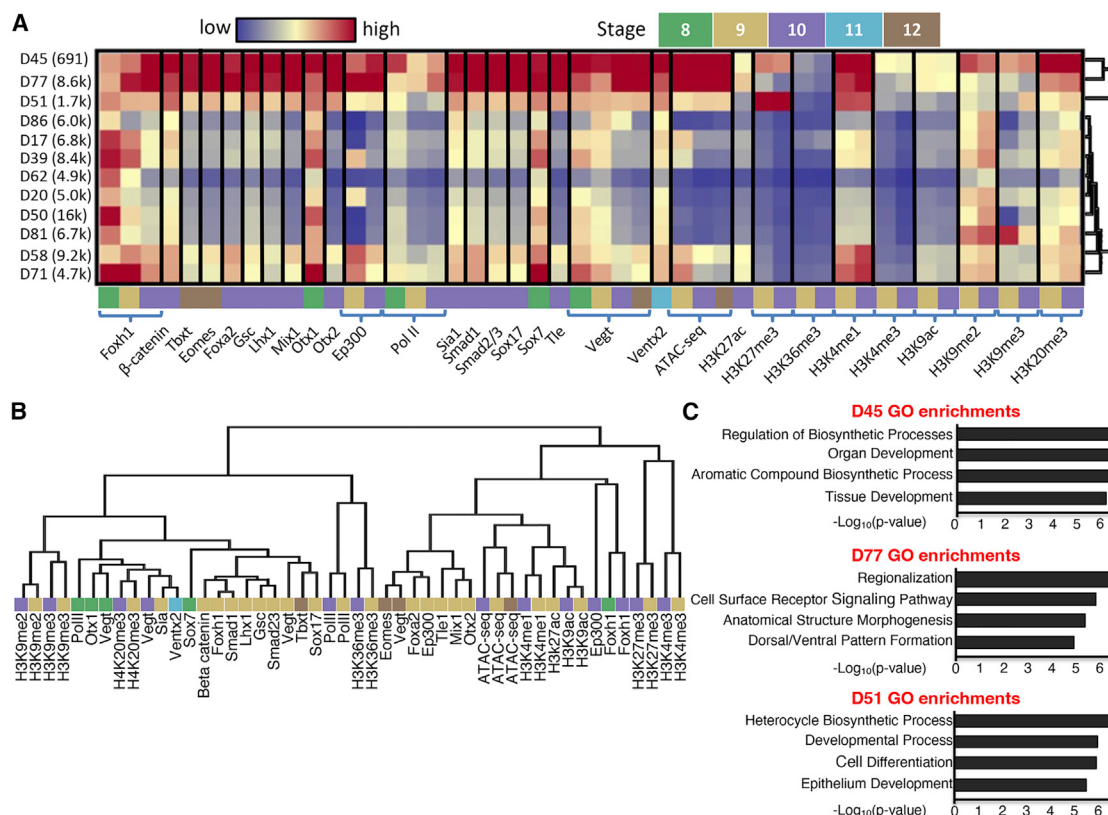

Figure 3. SOM-based clustering shows Foxh1 co-binding and functional gene modules during gastrulation

(A) Heatmap of Foxh1 ChIP-enriched metaclusters that visualizes the different patterns of co-regulation present in Foxh1-bound CRMs. The heatmap is initially expressed as TPMs and then maximum normalized. Blue and red represent regions with low and high signals, respectively.

(B) Experiment hierarchy of ATAC/ChIP-seq data after metacluster correction. The developmental stages of each experiment are indicated by the same color coding as (A).

(C) GO term enrichments for genes nearby genome regions within three example ATAC/ChIP SOM metaclusters.

metacluster R72 had genes related to cell proliferation. See [Table S1B](#) for other GO term analysis of metaclusters. The differences in biological functions and properties among these GO term lists suggest that the RNA SOM distinguishes sets of genes based on their expression behaviors under different conditions.

DNA SOM identifies chromatin states and combinatorial TF binding

To prepare the data from the collected ChIP-seq/ATAC-seq experiments for machine learning, we separated the *X. tropicalis* genome into 731,726 genome partitions using called peaks from each experiment ([Figures 1C](#) and [S3](#)) and computed RPKMs for each experiment over these regions. We then performed unsupervised learning on this matrix with a SOM, and further metaclustering identified 88 distinct DNA profiles present in the data (see [Figure 3A](#) for Foxh1-enriched metacluster profiles; see [Figure S3](#) and [Table S2A](#) for all metacluster profiles) (labeled D# for each DNA metacluster). Like ChromHMM, these clustered partitions are differentiated by histone marks according to different chromatin states, such as H3K4me1-marked active or primed enhancers (metacluster D71 and D58; [Figure 3A](#)) ([Heintzman et al., 2007](#); [Creyghton et al., 2010](#); [Buenrostro et al., 2013](#)), H3K9me2/3-

and H4K20me3-marked heterochromatic regions (metacluster D72 and D29; [Figure S3](#)) ([Schotta et al., 2004](#)), and unmodified regions (metacluster D9; [Figure S3](#)) ([Hontelez et al., 2015](#)). Additionally, the hierarchical clustering over these metacluster profiles ([Figures 3B](#) and [S3](#)) shows Polycomb repressive H3K27me3 marked regions ([Cao et al., 2002](#)) are separated from other chromatin marks in metaclusters D45 and D84 ([Figure S3](#)). Similarly, promoter regions marked by H3K4me3 ChIP-seq signals clustered together (D28 and D87; [Figure S3](#)) ([Santos-Rosa et al., 2002](#)). Interestingly, metacluster D51 has a strong H3K27me3 and H3K4me1 signal, which indicated that this metacluster contains inactive promoters and putative poised enhancers, whereas metacluster D77 replaced the H3K27me3 signal with H3K27ac, which indicated active promoters and Ep300-positive enhancers.

Next, we searched within enhancer-marked regions and visualized interactions of known TF co-bindings via 2D-SOM. For example, previously, we have shown that the maternally expressed endodermal TFs Otx1, Vegt, and Foxh1 can co-bind CRMs, and Otx1 and Vegt synergistically activate endodermal gene expression during cleavage to early blastula stage 8 ([Paraiso et al., 2019](#)). In this analysis, [Figure S1C](#) highlights that Otx1, Vegt, and Foxh1 ChIP-seq data showed considerable overlap and

simultaneous enrichment in metaclusters D77, D71, and D50 (see Figure 3A for their full DNA signal profile). Second, there are significant metacluster overlaps (D20, D39, D58, D71, D77, D45, and D51) between Ep300 and Foxh1 at stage 9 (Figure S1D), indicating a close association between these two factors. Lastly, unlike the early binding of Foxh1 during blastula stages 8–9, Foxh1 binding during early gastrula stage 10 is enriched near dorsal ME genes and is associated with the Nodal co-factor Smad2/3 binding as seen in D77 (Chiu et al., 2014; Charney et al., 2017b). Consistently, Foxh1 binding and Smad2/3 binding were highly correlated as shown by an extensive overlapping heatmap, whereas a heatmap representing Foxh1 binding during blastula stage only partially overlapped with Smad2/3 (Figures S1D and S3). The fact that metaclusters D39, D58, and D71 are free of Smad2/3 but associate with Ep300 indicates that many of the Foxh1-bound regions have Nodal signaling-independent activity. These analyses illustrate the advantage of presenting the ChIP-seq data with a SOM analysis to visually inspect TF-TF interactions and uncovering functional differences of closely related TFs.

Outside known interactions, we find some surprising combinations of TF binding. For example, there is a substantial overlap between the Foxh1 and Gsc SOM maps from the stage 10.5 gastrula (Figure S1D). Interaction between Gsc and Foxh1 has not been well documented, but there is evidence that they directly interact and regulate the expression of the endodermal gene *mix1* (Izzi et al., 2007). Our SOM results suggest that such an interaction may be more widespread during ME specification. Next, the binding of mesodermal regulator Tbx1 (Smith et al., 1991) at stage 12 and the endodermal regulator Sox17 (Hudson et al., 1997; Mukherjee et al., 2020) at stage 10.5 correlated well with each other (Figures S1E and S3). This finding indicates that Sox17 and Tbx1 bind to similar locations in the genome even if they are expressed in different locations within the embryo. If Sox17 remains bound to these regions until stage 12, this could indicate either a competitive or an independent interaction between Tbx1 and Sox17 at stage 12 to generate distinct mesodermal and endodermal lineages. In support of the latter, the expression patterns of Tbx1 and Sox17 are also non-overlapping in mice (Lolas et al., 2014). In all, this provides evidence toward a possible conserved mutual exclusion mechanism between Tbx1 and Sox17 regulating mesoderm and endoderm development. Lastly, at early gastrula stage 10, the binding of dorsal ME factors Ctnnb1 (β -catenin; Wnt signaling TF) (Nakamura et al., 2016; Heasman et al., 1994) and Foxh1 (Nodal signaling co-factor) (Chen et al., 1996) clusters with the ventral specifying TF Smad1 (BMP signaling TF) (Graff et al., 1996; Afouda et al., 2020) (Figures S1F and S3). Some of these CRMs that show interactions with Wnt, BMP (bone morphogenetic protein), and Nodal signaling pathways may represent the nodes critical in controlling the formation of the dorsal-ventral axis during early embryogenesis. These newly identified combinatorial interactions of TFs underline the usefulness of SOM analysis and would be the topic of further research.

Distinct genes and consensus DNA binding motif profiles are associated with different DNA SOM metaclusters

To further characterize DNA metaclusters, we performed GO enrichment analysis on the genes whose TSS (transcriptional

start site) was the closest to the regions within each DNA metacluster (Figure 3C; see Table S2B for the full list). Embryonic processes correlated with the gene set associated with DNA regions in metacluster D45 are linked to organ and tissue development, while those near metacluster D77 are associated more specifically with morphogenesis and patterning. Additionally, the genes near regions in metacluster D51 are enriched for GO terms associated with cellular and developmental processes. When matched with the RNA metaclusters, these genes were highly enriched in R4, R16, and R76 (see Figure 2A for these profiles), which were all characterized by expression at later time points. The GO analysis thus indicated the genome segments in these DNA metaclusters are used in different transcriptional programs and, thus, require differential gene regulation.

In order to identify the TFs that may control the expression of genes with these distinct metaclusters (D45, D51, and D77), we performed consensus DNA binding motif analysis on each metacluster. After removing the shared motifs among the metaclusters, 63 unique TF motifs to metacluster D45 were recovered, such as Smad2/3, Sox7, and Ventx. These are well-known TFs involved in ME development (Lagna et al., 1996; Ault et al., 1996; Schmidt et al., 1996; Zhang et al., 2005). Metacluster D77 contained 56 unique TF motifs, including Foxa2 and Tcf3 (also known as E2a), which are important in the regionalization of ME (Zorn and Wells, 2009; Wills and Baker, 2015). Finally, 37 TF motifs, including Gata6, which is important for endoderm development (Afouda et al., 2005), are found in metacluster D51. D51 also includes the Tead1 motif, a known repressor in stem cells (Maeda et al., 2002), and the regions in D51 are also decorated with the repressive H3K27me3 mark. Based on these analyses, we concluded that the DNA SOM clustering managed to separate the genome partitions into groups with different biological functions.

A spatial RNA SOM discovers independent spatiotemporal gene modules

Unlike the MO KD data, which were successfully incorporated into the SOM metaclustering (Figure 2D), genes in the full RNA SOM did not separate on the map based on their spatial expression profiles. This was due to the full RNA SOM being too focused on the temporal data provided, and so we decided to perform a parallel analysis to provide further insights. For this, we trained a separate SOM, based on just the spatial RNA data from dissected early gastrula (stage 10.5) tissues (Blitz et al., 2017). This analysis provided an excellent separation of genes based on their spatial expression (Figure 4A), and the metaclustering separation followed the differential areas of the map well (labeled sR# for each spatial RNA metacluster). sRs sR9, sR8, and sR1 had quite visible differential spatial gene expression, and sR15 and sR8 showed differential gene expression when the average fold change from each experiment to the whole embryo for each metacluster was plotted (Figure 4B). To show statistical significance of this differential expression, we used the hypothesis tool in SOMatic to find that sR1, 6, 8, 9, 12, and 15 were significantly different from whole-embryo expression levels (Figure 4C). sR8, 15, and 9 were enriched in the endoderm (vegetal pole), and sR12, 1, and 6 were enriched in the mesoderm (marginal zones) and ectoderm (animal cap).

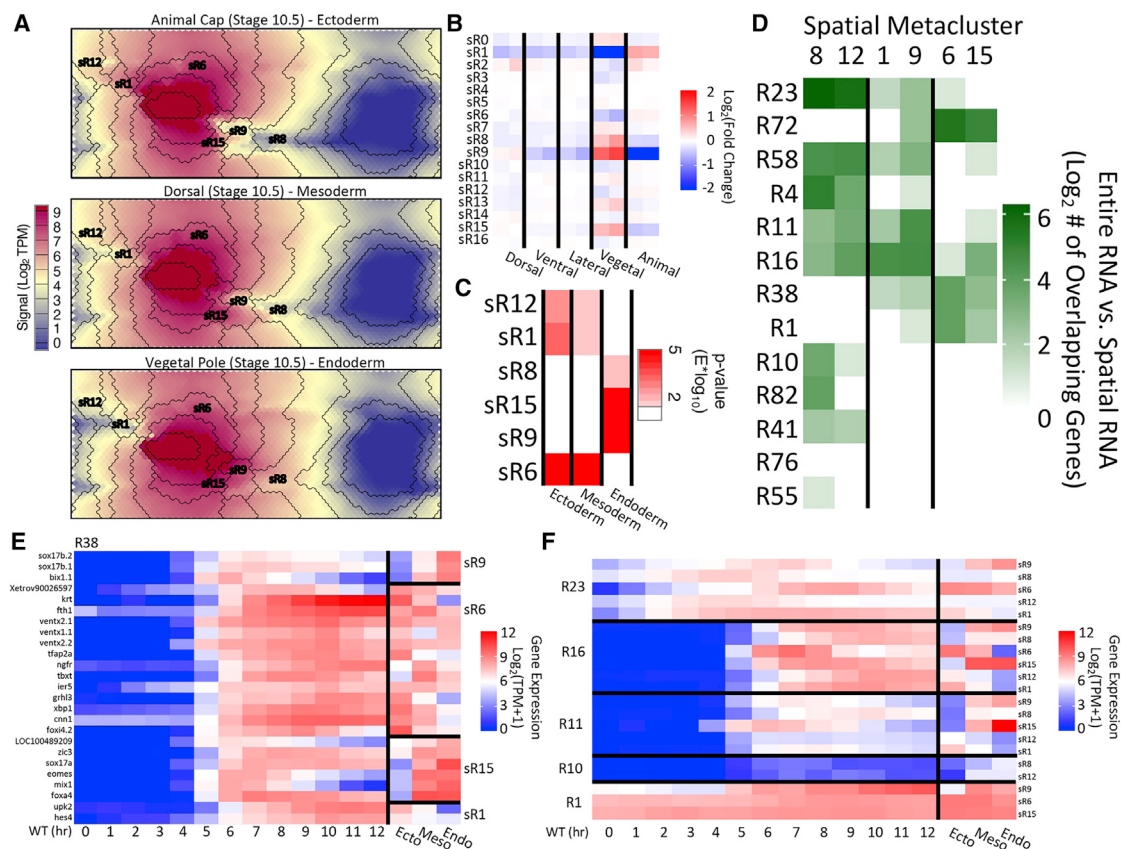

Figure 4. RNA metaclusters can be further segregated by spatial RNA SOM

(A) SOM slices from the spatial RNA SOM analysis corresponding to RNAs from the animal, dorsal, and vegetal explants with overlaid spatial RNA metacluster (sR) boundaries. Some important sR locations are noted.
(B) Heatmap of the fold change of genes within sRs over whole-embryo signal, indicating enrichment and reduction of genes in particular RNA metaclusters.
(C) Heatmap of statistical difference between gene expression in each tissue and the whole embryo. Six sRs showed statistically significant differences in ectoderm/mesoderm or in endoderm.
(D) Joint membership of genes in sRs and RNA metaclusters from the full RNA dataset. Rows and columns are hierarchically clustered.
(E) Temporal (from wild type) and spatial gene expression profiles for genes in sR9, sR6, sR15, and sR1 and R38.
(F) Average temporal and spatial gene expression profiles for genes in R23, R16, R11, R10, or R1, based on sRs.

To further explore these sets of genes, we overlapped them (Figure 4D) with the full RNA SOM clustering shown in Figure 2C. Hierarchically clustering the sRs based on gene overlap showed three separate sR groupings, sR8/sR12, sR1/sR9, and sR6/15, that had similar overlap with the full RNA SOM. Interestingly, each group contained one metacluster significantly enriched in the endoderm and the other enriched in the ectodermal and mesodermal experiments (e.g., Figure 4C, compare sR8 and sR12), and each grouping had a specific set of full RNA metaclusters (temporal profiles) with which it overlapped. These observations suggested that there might be sets of potential spatial-specific TFs activated simultaneously in different parts of the embryo that bring about the spatial gene patterns we see in the developing embryo.

To ensure that this observation was not an artifact of the clustering method, we plotted the raw profiles of multiple genes in one full RNA metacluster (R38) and classified those genes by their eventual membership in the differential sRs (Figure 4E). Based on the time-course data, these genes are activated at

about 5 h of development, and they each have very different spatial profiles. We also plotted the average profiles of each of the genes in each of the metacluster overlaps (Figure 4F). As expected, the temporal profiles of the genes match in each of the full RNA SOM metaclusters. However, we noted significant spatial differences. This prompted us to explore the regulatory elements near these genes to identify the spatial-specific TFs that are driving this behavior.

Multi-omic data integration of ChIP/ATAC SOM and spatial RNA SOM provides direction of transcription output

Previously, we developed the linked SOM method specifically to integrate scRNA-seq and scATAC-seq datasets (Jansen et al., 2019). Metaclusters of a scRNA-seq SOM were linked to a scATAC-seq SOM to build sets of genome regions that had similar scATAC-seq profiles near genes with similar scRNA-seq profiles. We determined that this linked SOM approach could be implemented similarly with the spatial *Xenopus* RNA-seq and the

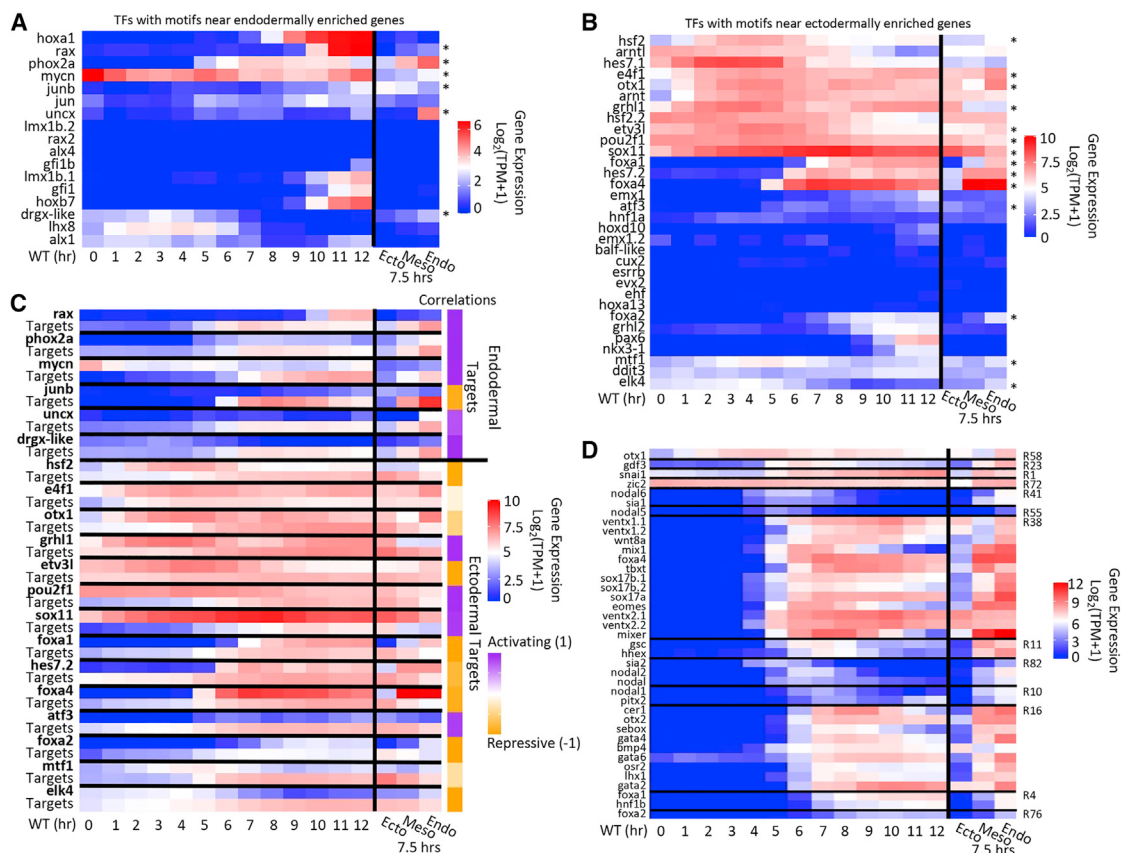

Figure 5. sR assists in identifying candidate TFs for *Xenopus* ME differentiation

(A and B) Temporal and spatial gene expression profiles of TFs with motifs found near endodermally (A) or ectodermally (B) enriched genes. Asterisks indicate TFs that show distinct spatial expression.

(C) Temporal and spatial gene expression profiles for spatially differential TFs (bold) matched with the average gene expression profile of their predicted targets. Correlations were calculated by comparing their spatial gene expression profiles.

(D) The temporal and spatial gene expression profiles of genes important in *Xenopus* ME development, separated by RNA metacluster.

abundance of ChIP/ATAC-seq data to uncover the TFs that drive the observed spatial patterns.

Our goal is to identify specific TF motifs that are enriched among genes that are expressed in specific regions of embryos. We applied the linked SOM approach to the spatial RNA SOM and DNA SOM and generated a linkage between the 16 spatial RNA and the 88 DNA metaclusters, resulting in 1,408 (16 × 88) LMs. A motif search was performed on each LM separately using the human motif database, and motifs that were specifically enriched in a subset of LMs were identified. Of these motifs, we focused on those that appeared near genes in the six differential sRs (Figure 4C) forming three groups: sR8/sR12, sR15/sR6, and sR9/sR1 (Figure 4D). For each pairing, any motifs that appeared in the union of the sRs were filtered out, and motifs that were specific to one metacluster were retained (Figure S4A). To further enrich for TFs with targets showing spatial expression, we searched for the motifs that were shared in at least two of the sets (Figure S4B), and plotted the temporal/spatial expression of 20 candidate TFs that could bind to these motifs (Figures 5A and 5B).

Among those, we selected the TFs that showed a significant ($q < 0.05$) differential spatial expression. From the motif set

near endodermally enriched genes, 6 TFs showed significant differential spatial expression (Figure 5A, asterisks), whereas from the motif set near ectodermally enriched genes, we found 14 TFs (Figure 5B, asterisks). Figure 5C shows the temporal/spatial expression profiles of these TFs alongside the average expression of their predicted targets. By computing the correlation of the spatial signal (and not temporal) from the TFs and their predicted targets, we predicted the overall direction of transcriptional output: potential activating or repressing roles of these TFs. For example, in ectoderm where *foxa1* and *foxa4* expressions are low relative to in endoderm, target gene expression levels are high in ectoderm. This suggests that Foxa1 and Foxa4 had a strong negative correlation between their spatial expression and their potential targets, indicating that they have a role in repressing mesodermal and ectodermal fates.

This plot shows that the majority of predicted spatial regulators of endodermal targets are activators, whereas for the ectodermal targets, most regulators are repressive in nature. This is consistent with the view that ME cells are induced from pluripotent cells that differentiate via an ectodermal default path. For cells to differentiate from an ectodermal to an ME state, certain

ectodermally expressed genes need to be reduced in expression (through endodermally/vegetally expressed repressors) and other genes need to be expressed (through endodermally expressed activators). Of the 14 ectodermal TFs, only 4, *Ghrl1*, *Pou2f1*, *Sox11*, and *Atf3*, had a positive spatial correlation with their targets. Some of these genes are known activators in ectodermal tissues in other organisms (Edgar et al., 2013). *Sox11* is a positive regulator of neuronal differentiation in frogs, chick, and mouse (Bergsland et al., 2006; Lin et al., 2010; Chen et al., 2016). *Pou2f1* is an activator that is expressed in a wide variety of cell types, including in ectodermal cell lineages in *Xenopus laevis* (Veenstra et al., 1995).

There were 10 TFs with motifs near ectodermally expressed genes that were marked as repressive because their expression was significantly higher in the endoderm. Some of these were already included in the core ME network, such as *Foxa1*, *Foxa2*, *Foxa4*, and *Otx1*, with others being new potential additions. The data support the notion that these TFs have a repressive role to suppress unwanted ectodermal gene expression in the endoderm. Of the six new TFs, only two are expressed at high enough levels at stage 10 to be considered for being added to the core network: *Hsf2* and *Hes7.2*. Additionally, there are three TFs with motifs that were found near endodermal genes with a high enough gene expression at stage 10 to be considered as well: *Phox2a*, *Mycn*, and *Uncx*. Each of these genes has similar temporal/spatial profiles to the genes from the core ME network (Figure 5D) and were included in the downstream network analysis.

Generation of a comprehensive ME GRN using multi-omic data integration

In our hand-curated ME GRN (Charney et al., 2017a), a bipartite criterion was used to determine direct TF regulation, whereby a gene was considered a likely TF target if its expression is affected by the perturbation of the TF and if the CRMs near the gene show physical association with the TF. This work required a large investment in manpower and effort, and yet the network was incomplete. With the success of the linked SOM method on finding specific motifs from the spatial RNA and DNA data, we moved to implementing the approach on the full RNA SOM and DNA SOM. This generated a linkage between the 84 RNA metaclusters and the 88 DNA metaclusters, resulting in 7,392 (84×88) LMs.

Unlike the spatial/DNA-linked SOM analysis, we were interested in using a set of more specific motifs for known maternal and signaling factors, and as such, we utilized ChIP experiments to build a *Xenopus*-specific DNA binding motif database of *Eomes*, *Foxa2*, *Foxh1*, *Gsc*, *Mix1*, *Otx1*, *Otx2*, *Smad2/3*, *Sox17*, *Sox7*, and *Vegt* (Table S3) and motifs for human *Tcf7l1/2*. When we scanned each LM for these motifs using FIMO with a q of 0.1, we received a set of 271,736 total significant motif instances. Of these, the largest portion belonged to *Foxh1* with 134,238 detected motif instances. These initial motif lists were again filtered by LM motif density (STAR Methods) to find significantly ($p < 0.05$) represented motifs in each LM, which reduced the overall number to 201,157, with 118,722 belonging to *Foxh1*.

Next, we developed a filtering strategy to focus on the targets active at the developmental time of interest, starting with *Foxh1*

targets. Limiting the *Foxh1* motif instances to those in DNA metaclusters with *Foxh1* ChIP signal in the 75th percentile near genes in RNA metaclusters with significant gene expression (>1 TPM) in stages 8–10.5 reduced the number further to 117,253. This small reduction shows that the motif analysis was mostly concordant with the ChIP signal, even before filtering, suggesting that most of the 118,722 genome regions with an identified *Foxh1* motif were actually bound by *Foxh1*. To ensure that we analyzed only active *Foxh1* binding sites, we incorporated ChIP-seq/ATAC-seq metaclusters that have an enriched Ep300 signal at stage 9. Application of this filter dramatically dropped the list of potential functional *Foxh1* motifs from 118,722 to 26,445 and reduced the number of predicted target genes from 12,831 to 6,717.

To assess the quality of our GRN, we sought to estimate the false positive rate (FPR) for predicted *Foxh1* targets. Because a set of true negative gene targets does not exist, we built a list of likely true negative targets for *Foxh1* by calling significantly un-changing genes from each of the *Foxh1* MO experiments (stages 8, 9, and 10) with DEseq2 (Love et al., 2014) and intersected the lists (Table S4). Of the 5,864 likely true negative target genes, 696 were found within our set of potential targets. This gave the analysis an 11.9% FPR (10.3% FDR), which we deemed acceptable.

To further focus the network, we employed additional constraints by selecting RNA metaclusters that contained genes that regulate gastrulation (Charney et al., 2017a), thereby filtering to 11,295 *Foxh1* motifs located near 2,747 unique genes (see Table S5 for full table). Next, we filtered out genes that did not encode TFs or growth factors from our previous works. After this process, 1,492 *Foxh1* functional motifs were predicted to be near 242 TFs, and all genes from the curated core ME network (Charney et al., 2017a) remained in the list of 242 (Table S6). This final network includes 2,725 predicted connections for all 12 of our ChIPed TFs with 321 total targets (<https://tinyurl.com/3jtrkrct> for a full Cytoscape visualization; Figure S5B for full filtering strategy). Finally, we visualized known and predicted network connections of the 36 targets of *Foxh1*, *Sox17*, *Tcf7l1*, *Vegt*, and *Smad2/3* that were present in the core ME network (Charney et al., 2017a) (Figures 6A and 7). Of these, 17 connections for *Foxh1*, 11 for *Sox17*, 8 for *Tcf7l1*, 5 for *Vegt*, and 2 for *Smad2/3* were new to this analysis, which does not include other new connections to the new members of the network. These new potential TF/gene connections inform us what other TFs impinge on ME GRN and thus should improve our understanding of the regulatory processes behind the determination of ME cell states.

To assess whether *Foxh1* and *Sox17* function through these CRMs, we mutated the DNA sequence motifs that bind these TFs and then compared the activities of the mutant with wild-type reporters (Figures 6B and 6C). In all cases, mutation of *Foxh1* and *Sox17* binding sites resulted in a decrease in luciferase expression relative to wild-type controls, supporting the notion that these TFs primarily function to activate these genes. We note that wild-type *nodal* reporter's activity was elevated in response to *Sox17* KD, suggesting *Sox17* represses *nodal*, whereas the *Sox17* binding site mutant's decrease implicates *Sox17* as an activator of this gene. The reason for this discrepancy is currently unclear. We also performed a luciferase

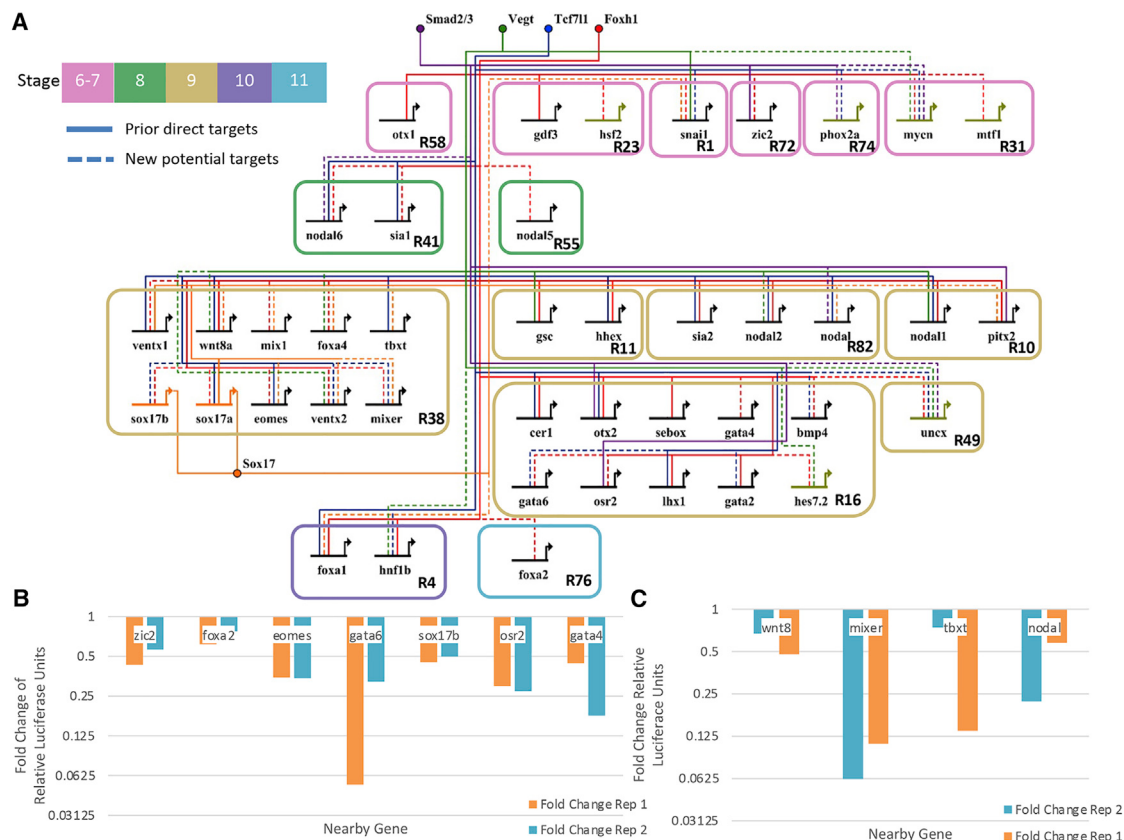

Figure 6. GRN centered on the activity of Tcf7l1, Sox17, Vegf, Smad2/3, and Foxh1

(A) Our predicted developmental GRN. The active CRMs were identified based on the enrichment of their respective TFs, enrichment of Ep300 signal, and DNA binding motif presence. Shown are literature identified targets (“prior direct targets”) and potential new connections (“new potential targets”). Note that only a subset of targets is shown, and the network is focused only on TF and signaling molecule targets.

(B) Fold change of relative luciferase units in log scale of putative CRMs comparing Foxh1 binding site mutations over wild type. Each of these shows that enhancer activity depends on Foxh1 binding sites. Two biologically independent experiments were performed.

(C) Fold change of relative luciferase units of putative CRMs comparing Sox17 binding site mutations over wild type. Each shows that enhancer activity depends on Sox17 binding sites. Two biologically independent experiments were performed.

See Figure S6.

reporter analysis of wild-type and Foxh1 and Sox17 MO KD embryos. The MO KD results were similar to that of TF binding mutants (Figure S6D), suggesting that Foxh1 and Sox17 predominantly function as an activator for the genes belonging to metaclusters R38 and R16.

To further test this method, we compared the predicted Tcf7l1 targets with a hold-out Ctnnb1 ChIP dataset (Afouda et al., 2020) (Figure S6D). Of the 26 predicted Tcf7l1 targets, we confirmed 15 during stages 8 and 9, including 6 new Tcf7l1 connections to TFs *sox17b*, *ventx2*, *mixer*, *gata2*, *hnf1b*, and *uncx*. These peak overlaps were significant according to regioneR (Gel et al., 2016) analysis ($p = \sim 3.3 \times 10^{-3}$). Taken together, we conclude that the linked SOM method of regulatory prediction combined with our new filtering methods shows a high-fidelity rate (10 confirmed cases of 12 tested directly for Foxh1 and Sox17; 15/26 confirmed Tcf7l1 regulatory targets from only two stages), while producing significantly more TF-CRM connections than previous methods.

Finally, to determine the potential effect of each of the predicted binding sites above, we examined several different scoring methods and compared those methods’ abilities to predict the effect of each of the 12 validation experiments. Among six methods used (average of each of the following: the H3K4me1; H3K27ac; Ep300; TF ChIP signals to create a TF signal density score; ATAC signals to build a chromatin accessibility score; and a combined score by averaging each of the above scores), the H3K4me1 score performed the best at predicting the downstream effect of validation (Figure S6E; Table S7).

DISCUSSION

Here, in addition to publicly available *Xenopus* genomic datasets, we generated additional RNA-seq and ChIP-seq data. We then combined three different SOM analyses to prioritize and identify key ME TF targets. This integrated multi-omic

TFs	Targets
Foxh1	**<i>bmp4</i>** , <i>cer1</i> , **<i>eomes</i>** , <i>foxa1</i> , **<i>foxa2</i>** , **<i>foxa4</i>** , <i>gata2</i> , **<i>gata4</i>** , **<i>gata6</i>** , <i>gdf3</i> , <i>gsc</i> , **<i>hes7.2</i>** , <i>hhex</i> , <i>hnf1b</i> , **<i>hsf2</i>** , <i>lhx1</i> , <i>mix1</i> , <i>mixer</i> , <i>mtf1</i> , <i>mycn</i> , <i>nodal1</i> , <i>nodal2</i> , **<i>nodal5</i>** , **<i>nodal6</i>** , <i>osr2</i> , <i>otx1</i> , <i>otx2</i> , <i>pitx2</i> , <i>sebox</i> , <i>sia1</i> , <i>sia2</i> , <i>snai1</i> , **<i>sox17b</i>** , **<i>sox17a</i>** , <i>tbxt</i> , <i>uncx</i> , <i>ventx1</i> , <i>ventx2</i> , <i>wnt8a</i> , <i>zic2</i>
Sox17	**<i>eomes</i>** , <i>foxa1</i> , **<i>foxa4</i>** , <i>mix1</i> , <i>mixer</i> , **<i>nodal</i>** , <i>pitx2</i> , <i>snai1</i> , <i>sox17a</i> , **<i>tbxt</i>** , **<i>ventx2</i>** , **<i>wnt8a</i>**
Tcf7l1	**<i>bmp4</i>** , <i>cer1</i> , **<i>eomes</i>** , <i>foxa1</i> , **<i>gata2</i>** , **<i>gata6</i>** , <i>hhex</i> , <i>hnf1b</i> , <i>lhx1</i> , <i>mixer</i> , <i>mycn</i> , <i>nodal1</i> , <i>nodal2</i> , <i>nodal6</i> , <i>otx2</i> , **<i>phox2a</i>** , <i>sia1</i> , <i>sia2</i> , <i>snai1</i> , <i>sox17a</i> , <i>sox17b</i> , <i>tbxt</i> , <i>uncx</i> , <i>ventx1</i> , **<i>ventx2</i>** , <i>wnt8a</i>
Vegt	**<i>foxa4</i>** , <i>gsc</i> , **<i>hes7.2</i>** , <i>hnf1b</i> , <i>mycn</i> , <i>nodal1</i> , **<i>nodal2</i>** , <i>snai1</i> , <i>uncx</i> , **<i>ventx2</i>** , **<i>wnt8a</i>**
Smad2/3	<i>mycn</i> , <i>nodal</i> , <i>nodal6</i> , <i>osr2</i> , <i>otx2</i> , **<i>phox2a</i>** , <i>pitx2</i> , <i>uncx</i> , <i>zic2</i>

Figure 7. New and known core ME TF targets

List of targets in the core ME network for the TFs: Foxh1, Sox17, Tcf7l1, Vegt, and Smad2/3. Bolded entries are new to this analysis. Underlined entries were successfully validated.

approach was successful in accurately recapitulating cellular differentiation programs through network analysis. The generated GRN was validated both experimentally and statistically, to provide a highly confident set of predictions of gene regulation controlling *Xenopus* ME development. These predicted connections included the known core ME networks from previous works (Charney et al., 2017b; Paraiso et al., 2020) and also provided a significant number of new connections. Our analysis represents one of the most data-driven and integrative attempts to recapitulate the GRN of an *in vivo* developmental system.

Novel network targets of key mesendodermal TFs

Numerous genomic analyses of individual TFs have been used to understand early *Xenopus* development (Charney et al., 2017a). In these experiments, combining a single, or a few, ChIP-seq dataset(s) and RNA-seq datasets in wild-type and perturbed states has been used to identify direct transcriptional targets of TFs. A major limitation of this type of analysis is that target identification using a combination of ChIP peaks and large gene expression differences in MO loss-of-function analysis could miss small expression differences. By using an integrative approach that contextualizes a single TF ChIP-seq binding site with the binding of a multitude of regulatory proteins and correlating the binding with the expression of nearby genes, we improve on the previous approaches by leveraging multiple large datasets and receive ~25× as many potential actionable targets for Foxh1 (2,747 in this work compared with 109 in previous works) (Chiu et al., 2014). The usage of multiple types of RNA experimentation in the core analysis was critical to this success because SOMs built on smaller subsets of the data generated less complex clusterings, which led to less specific linked metaclusterings and, thus, fewer actionable targets (~201,000 versus ~102,000 motifs pre-filtering; 2,725 versus 44 connections in the final filtered network).

Of the 40 genes from the core ME network (Charney et al., 2017b), 34 had predicted functional Foxh1 motifs (Figure 7), among which 14 genes were previously confirmed Foxh1 tar-

gets. Although some genes, such as *cer1*, *lhx1*, *otx2*, and *sebox*, were previously shown to be regulated directly by Foxh1, *bmp4*, *gata4*, *gata6*, and *osr2* were never implicated as direct Foxh1 targets. Additionally, the metacluster of these genes, R16, also included nine additional predicted targets, such as *hoxd1* and *irx2*, which are critical to axis and pattern formation, respectively. At present, their roles in early ME formation are unknown. Another interesting metacluster is R38, of which only one of the potential Foxh1 targets had previous evidence, *wnt8a*. The majority of core ME genes in R38 (except *tbxt*), including *sox17a* and *sox17b*, which is active in a different region from *wnt8a*, were found to be similarly targeted by Foxh1. Comparing the temporal profiles of R16 and R38 in Figure 2A shows that these clusters have very similar temporal profiles, except genes in R38 being expressed at a higher level than those in R16. This suggests that although Foxh1 regulates the expression of these genes, underlying mechanisms regulating these two metaclusters are different.

The predicted ME network indicated that most of the genes in R38 were regulated by Sox17, whereas none in R16 were predicted. Genes in R38 also maintained a higher gene expression level than those in R16. One speculation is that this difference in gene expression level is due to the positive feedback loop of Sox17 (Sinner et al., 2004; Howard et al., 2007) pulling each of these genes in lockstep with its expression. We tested the model using reporter genes driven by the CRMs of *mixer*, *tbxt*, and *wnt8a* and validated that the output is regulated by both Foxh1 and Sox17 TF input *in vivo* (Figures S5A and 5C). Additionally, the stage 10 expression of genes in metacluster R1 (in particular *snai1*) peaks at nearly the same time point as R38. This is the only maternally and zygotically expressed metacluster with this peak and was the only one predicted to be regulated by Sox17. Based on the current validation experiments, we conclude that many of the newly predicted interactions between TFs and CRMs are likely to have relevant function *in vivo*.

Enhanceosomes, cooperativity, and antagonism

Although the focus of this work was to elucidate the important CRMs for gene regulation, an important component of the linked SOM analysis, the ATAC/ChIP-seq SOM, revealed interesting clustering of TF binding suggestive of active enhanceosomes. The output of this SOM has shown consistency with known TF-TF interactions, such as that of endodermal maternal TFs (Paraiso et al., 2019), Spemann organizer TFs (Yasuoka et al., 2014), and mesodermal T-box TFs (Gentsch et al., 2013). This unbiased multi-omic clustering approach renders support for the importance of these respective enhanceosomes, complexes of TFs on enhancers. In the future, chromatin clustering with additional data is likely to reveal other interesting enhanceosome biology relevant to development.

Enhanceosomes positively regulate gene expression. The Ep300 co-activator is a histone acetyltransferase, and its interaction with CRMs is one of the frequently used genomic markers of enhancer regions (Heintzman et al., 2007). MEME (Multiple Expectation maximizations for Motif Elicitation) analysis of Ep300 peaks reveals the enrichment of Sox and Fox TF binding motifs, indicating that Ep300 is recruited to DNA via Sox and/or Fox family TFs. Consistent with this observation, we find that

early Ep300 binding clusters with Foxh1 (at stage 9) and late Ep300 binding clusters with Foxa2 (at stage 10). Interestingly, Ep300 did not cluster with Sox7 nor Sox17, indicating that other Sox family TFs, such as Sox3, may be responsible for Ep300 recruitment. We also note that Smad2/3 binding, which is a sign of Foxh1-mediated Nodal signaling activity, had a very poor correlation with Ep300 (of the 7,707 Smad2/3 CRMs, only 41 overlapped with a significant Ep300 ChIP signal). This suggests that Ep300 interaction is dynamic. It is initially recruited to the potential sites by maternally expressed Sox and Fox TFs and gradually replaced by other zygotic TFs, such as Foxa2.

Our ATAC/ChIP-seq SOM revealed surprisingly close clustering of ChIP signals for TFs that have distinct spatial expression differences (Figure S3). One of three examples includes the cluster containing dorsally expressed regulator Sia1 (Lemaire et al., 1995) and the ventrally expressed homeobox Ventx2 (Schmidt et al., 1996). This is unexpected because these TFs are known to specify opposing cell types (dorsal versus ventral) and known to be expressed in spatially distinct embryonic regions. One possibility is that these two TFs bind competitively to similar motifs and recruit two distinct enhanceosomes to the same enhancers, depending on the cellular environment. For instance, Sia1 may activate a subset of genes through these enhancers, whereas in a different region of the embryo, Ventx2 may use these same enhancers to repress target genes via recruiting a different combination of co-factors. Alternatively, these enhancers could be similarly regulated in dorsal and ventral regions of the embryo by Sia1 or Ventx2, but other spatial-specific factors could change the topology of the chromatin to target two distinct sets of genes from the same enhancer. Second, we identified this same pattern in other dorsal-ventral pairs of TFs, such as the signaling pathway TF Ctnnb1 (Wnt signaling TF) (Stevens et al., 2017; Heasman et al., 1994), Foxh1 (Nodal signaling co-factor) (Chen et al., 1996), and Smad1 (BMP signaling TF) (Graft et al., 1996). The first two are both important for establishing the dorsal domain of the embryo, while Smad1 helps establish ventral identity. Finally, we note a similar pattern for the TFs Sox17 (Hudson et al., 1997) and Tbx1 (Smith et al., 1991), which are critical TFs in forming the endoderm and mesoderm, respectively. A study further focused on these competitive binding locations could help answer how cells dynamically regulate gene expression by sharing similar enhanceosome modules during gastrulation.

In conclusion, we show that linked SOMs are capable of efficiently predicting TF-enhancer interactions to understand the gene regulatory mechanism in an archetypical developmental system. To do this, our approach used a multi-omic dataset to create a highly accurate mechanistic GRN without converting our ChIP/ATAC-seq data into RNA-seq-like data. These results cemented the important role of endodermal TFs, such as Foxh1 and Sox17, in coordinating the expression of many important developmental genes. Our work provides a useful, new platform for the data integration of multi-omic datasets to uncover TF-enhancer interactions in *in vivo* cell and developmental systems. Although we have applied linked SOM for bulk sequencing data, the approach is flexible and can easily integrate other datasets, such as single-cell sequencing datasets.

Limitations of the study

This work makes predictions of TF binding sites through machine learning and motif discovery and, as such, will have false positives, which we have estimated at ~12%. In addition, *Xenopus* TF motifs are not as well studied as other organisms, and so we were limited in the predictions we could make to those well-studied TFs. Finally, due to practical limitations, we were able to validate targets for only two of our main TFs.

STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- **KEY RESOURCES TABLE**
- **RESOURCE AVAILABILITY**
  - Materials availability
  - Data and code availability
- **EXPERIMENTAL MODEL AND SUBJECT DETAILS**
- **METHOD DETAILS**
  - ChIP-seq and ATAC-seq
  - Gene knockdown and RNA-seq
  - Construction of luciferase reporter genes and assay of CRM activity
- **QUANTIFICATION AND STATISTICAL ANALYSIS**
  - Chromatin dataset analysis
  - Self-organizing map (SOM) training, visualization, and metaclustering general procedure
  - Chromatin segmentation and DNA-SOM analysis
  - RNA-seq dataset analysis
  - RNA-SOM analysis
  - Linking of DNA- and RNA-SOM and network analysis
  - Gene enrichment analysis for unchanging genes throughout time-course

SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.celrep.2022.110364>.

ACKNOWLEDGMENTS

We acknowledge access to the GHTF Shared Resource of the Cancer Center Support Grant (P30CA-062203) and NIH shared instrumentation grants 1S10RR025496-01, 1S10OD010794-01, and S10OD021718-01. We thank Xenbase for genomic and community resources (RRID: SCR_003280), Amphibian Research Center at Hiroshima University for *Xenopus tropicalis* through National BioResource Project (NBRP) of AMED (JP19km0210085), and the UCI High Performance Computing Cluster. We thank Y. Honda and Y. Kirigaya for Sia, Mix, and Vegt antibody and ChIP testing. This research was supported by NIH grants R01HD073179, R01GM126395, and R35GM139617; NSF grant 1755214 (to K.W.Y.C.); NIH grants R01DK123092 and P41HD064556 (to A.M.Z.); DevCom grant 607142 (to A.R.B. and G.J.C.V.); and MEXT/JSPS KAKENHI grant 22370075 (to M.T.). K.D.P. was a recipient of NIH grant T32-HD60555.

AUTHOR CONTRIBUTIONS

Conceptualization & methodology, A.M., I.L.B., and K.W.Y.C.; investigation – experiments, K.D.P., J.J.Z., I.L.B., M.B.F., R.M.C., J.S.C., Y.Y., N.S., A.R.B.,

and M.W.; data curation, K.D.P.; SOM analysis, A.M. and C.J.; writing – original draft, C.J., K.D.P., A.M., I.L.B., and K.W.Y.C.; writing – review & editing, C.J., K.D.P., I.L.B., A.M.Z., Y.Y., M.T., A.M., and K.W.Y.C.; funding acquisition, A.M., A.M.Z., M.T., G.J.C.V., and K.W.Y.C.; supervision, A.M., I.L.B., A.M.Z., and K.W.Y.C.

DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: December 18, 2020

Revised: October 30, 2021

Accepted: January 19, 2022

Published: February 15, 2022

REFERENCES

- Afouda, B.A., Ciau-Uitz, A., and Patient, R. (2005). GATA4, 5 and 6 mediate TGFbeta maintenance of endodermal gene expression in *Xenopus* embryos. *Development* 132, 763–774.
- Afouda, B.A., Nakamura, Y., Shaw, S., Charney, R.M., Paraiso, K.D., Blitz, I.L., Cho, K.W.Y., and Hoppler, S. (2020). Foxh1/Nodal defines context-specific direct maternal Wnt/ β -catenin target gene regulation in early development. *iScience* 23, 101314.
- Ault, K.T., Dirksen, M.L., and Jamrich, M. (1996). A novel homeobox gene PV.1 mediates induction of ventral mesoderm in *Xenopus* embryos. *Proc. Natl. Acad. Sci. USA* 93, 6415–6420.
- Bardet, A.F., Steinmann, J., Bafna, S., Knoblich, J.A., Zeitlinger, J., and Stark, A. (2013). Identification of transcription factor binding sites from ChIP-seq data at high resolution. *Bioinformatics* 29, 2705–2713.
- Bergsland, M., Werme, M., Malewicz, M., Perlmann, T., and Muhr, J. (2006). The establishment of neuronal properties is controlled by Sox4 and Sox11. *Genes Development* 20, 3475–3486.
- Blitz, I.L., Paraiso, K.D., Patrushev, I., Chiu, W.T.Y., Cho, K.W.Y., and Gilchrist, M.J. (2017). A catalog of *Xenopus tropicalis* transcription factors and their regional expression in the early gastrula stage embryo. *Dev. Biol.* 426, 409–417.
- Bright, A.R., van Genesen, S., Li, Q., Grasso, A., Frölich, S., van der Sande, M., van Heeringen, S.J., and Veenstra, G.J.C. (2021). Combinatorial transcription factor activities on open chromatin induce embryonic heterogeneity in vertebrates. *EMBO J.* 40, e104913. <https://doi.org/10.1101/2020.02.26.966168>.
- Buenrostro, J.D., Giresi, P.G., Zaba, L.C., Chang, H.Y., and Greenleaf, W.J. (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. *Nat. Methods* 10, 1213–1218.
- Cao, R., Wang, L., Wang, H., Xia, L., Erdjument-Bromage, H., Tempst, P., Jones, R.S., and Zhang, Y. (2002). Role of histone H3 lysine 27 methylation in Polycomb-group silencing. *Science* 298, 1039–1043.
- Charney, R.M., Paraiso, K.D., Blitz, I.L., and Cho, K.W.Y. (2017a). A gene regulatory program controlling early *Xenopus* mesoderm formation: network conservation and motifs. *Semin. Cell Dev Biol* 66, 12–24.
- Charney, R.M., Forouzmand, E., Cho, J.S., Cheung, J., Paraiso, K.D., Yasuoka, Y., Takahashi, S., Taira, M., Blitz, I.L., Xie, X., et al. (2017b). Foxh1 occupies cis-regulatory modules prior to dynamic transcription factor interactions controlling the mesoderm gene program. *Dev. Cell* 40, 595–607, e4.
- Chen, X., Rubock, M.J., and Whitman, M. (1996). A transcriptional partner for MAD proteins in TGF-beta signalling. *Nature* 383, 691–696.
- Chen, C., Jin, J., Lee, G.A., Silva, E., and Donoghue, M. (2016). Cross-species functional analyses reveal shared and separate roles for Sox11 in frog primary neurogenesis and mouse cortical neuronal differentiation. *Biol. Open* 5, 409–417.
- Cheng, Y., Ma, Z., Kim, B.H., Wu, W., Cayting, P., Boyle, A.P., Sundaram, V., Xing, X., Dogan, N., Li, J., et al. (2014). Principles of regulatory information conservation between mouse and human. *Nature* 515, 371–375.
- Chiu, W.T., Charney, L.R., Blitz, I.L., Fish, M.B., Li, Y., Biesinger, J., Xie, X., and Cho, K.W. (2014). Genome-wide view of TGF β /Foxh1 regulation of the early mesoderm program. *Development* 141, 4537–4547.
- Cho, K.W., Blumberg, B., Steinbeisser, H., and De, R.E.M. (1991). Molecular nature of Spemann's organizer: the role of the *Xenopus* homeobox gene gooseoid. *Cell* 67, 1111–1120.
- Chomczynski, P., and Sacchi, N. (1987). Single-step method of RNA isolation by acid guanidinium thiocyanate-phenol-chloroform extraction. *Anal. Biochem.* 162, 156–159.
- Creyghton, M.P., Cheng, A.W., Welstead, G.G., Kooistra, T., Carey, B.W., Steine, E.J., Hanna, J., Lodato, M.A., Frampton, G.M., Sharp, P.A., et al. (2010). Histone H3K27ac separates active from poised enhancers and predicts developmental state. *Proc. Natl. Acad. Sci. USA* 107, 21931–21936.
- Davidson, E.H. (2010). Emerging properties of animal gene regulatory networks. *Nature* 468, 911–920.
- Delgado, F.M., and Gómez-Vela, F. (2019). Computational methods for Gene Regulatory Networks reconstruction and analysis: a review. *Artif. Intelligence Med.* 95, 133–145.
- Edgar, R., Mazar, Y., Rinon, A., Blumenthal, J., Golan, Y., Buzhor, E., Livnat, I., Ben-Ari, S., Lieder, I., Shitrit, A., et al. (2013). LifeMap discovery: the embryonic development stem cells, and regenerative medicine research portal. *PLoS ONE* 8, e66629.
- Fisher CL, Pei GK. Modification of a PCR-based site-directed mutagenesis method. *Biotechniques*. 1997 Oct;23:570-571, doi: 10.2144/97234bm01. PMID: 9343663.
- Gel, B., Díez-Villanueva, A., Serra, E., Buschbeck, M., Peinado, M.A., and Malinverni, R. (2016). regioneR: an R/Bioconductor package for the association analysis of genomic regions based on permutation tests. *Bioinformatics* 32 (2), 289–291.
- Gentsch, G.E., Owens, N.D., Martin, S.R., Piccinelli, P., Faial, T., Trotter, M.W., Gilchrist, M.J., and Smith, J.C. (2013). In vivo T-box transcription factor profiling reveals joint regulation of embryonic neuromesodermal bipotency. *Cell Rep* 4, 1185–1196.
- Graff, J.M., Bansal, A., and Melton, D.A. (1996). *Xenopus* Mad proteins transduce distinct subsets of signals for the TGF beta superfamily. *Cell* 85, 479–487.
- Grant, C.E., Bailey, T.L., and Noble, W.S. (2011). FIMO: scanning for occurrences of a given motif. *Bioinformatics* 27, 1017–1018.
- Heasman, J., Crawford, A., Goldstone, K., Garner-Hamrick, P., Gumbiner, B., McCrear, P., Kintner, C., Noro, C.Y., and Wylie, C. (1994). Overexpression of cadherins and underexpression of beta-catenin inhibit dorsal mesoderm induction in early *Xenopus* embryos. *Cell* 79, 791–803.
- Heintzman, N.D., Stuart, R.K., Hon, G., Fu, Y., Ching, C.W., Hawkins, R.D., Barrera, L.O., Van, C.S., Qu, C., Ching, K.A., et al. (2007). Distinct and predictive chromatin signatures of transcriptional promoters and enhancers in the human genome. *Nat. Genet.* 39, 311–318.
- Hellsten, U., Harland, R.M., Gilchrist, M.J., Hendrix, D., Jurka, J., Kapitonov, V., and Rokhsar, D.S. (2010). The genome of the Western clawed frog *Xenopus tropicalis*. *Science* 328, 633–636.
- Hontelez, S., van, K.I., Georgiou, G., van, H.S.J., Bogdanovic, O., Lister, R., and Veenstra, G.J.C. (2015). Embryonic transcription is controlled by maternally defined chromatin state. *Nat. Commun.* 6, 10148.
- Howard, L., Rex, M., Clements, D., and Woodland, H.R. (2007). Regulation of the *Xenopus* Sox17alpha(1) promoter by co-operating VegT and Sox17 sites. *Dev. Biol.* 310, 402–415.
- Hu, X., Hu, Y., Wu, F., Leung, R.W.T., and Qin, J. (2020). Integration of single-cell multi-omics for gene regulatory network inference. *Comput. Struct. Biotechnol. J.* 18, 1925–1938.
- Hudson, C., Clements, D., Friday, R.V., Stott, D., and Woodland, H.R. (1997). Sox17alpha and -beta mediate endoderm formation in *Xenopus*. *Cell* 91, 397–405.
- Izzy, L., Silvestri, C., von Both, I., Labbé, E., Zakin, L., Wrana, J.L., and Attisano, L. (2007). Foxh1 recruits Gsc to negatively regulate Mixl1 expression during early mouse development. *EMBO J.* 26, 3132–3143.

How the deposited data were processed for this re-analysis (not part of the article)

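The analysis covered 2 kinds of measurement, RNA-seq of Tcf7l1 MO and uninjected whole embryos of *X. tropicalis* (12 libraries, 2 for each of 3 stages and 2 conditions) and ChIP-seq peak lists of 7 samples of whole embryos. The other RNA-seq, ChIP-seq and ATAC-seq data sets of the paper, the SOMs and the reporter assays were not analysed here. The paper's text does not state whether replicates came from separate clutches.

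For the RNA-seq, the authors aligned reads to genome v9.0 with Bowtie 2 2.2.7 and deposited TPM from RSEM 1.2.12 for 32234 features, of which 26550 are gene models and 5684 are lncRNA candidates. The deposited TPM sum to the same total in each library and were not rescaled further between libraries before deposit. For the ChIP-seq, the authors deposited the fold enrichment of each peak, a ratio over local background given by MACS2 2.0.10. They also deposited the −log10 p and −log10 q of each peak, computed by the same caller against input DNA. Whether libraries were pooled before peak calling is not stated in the paper's text.

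The supplied reference annotation is of another genome build, so feature IDs were used as the files give them. Names came only from the paper's supplementary tables, which list 3355 of the IDs, 1328 of them with a gene symbol and 693 with a LOC name. The copy of Table S6 used here is not complete: it holds the first 2000 rows, with 290 target genes, so genes named only further down could not be used. A gene without a name there could not enter a list, which left 3 of 23 maternal genes, 2 of 21 p53 genes, 6 of 23 innate immune genes, 1 of 19 heat shock and immediate early genes and no control gene.

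TPM were taken to log2(TPM + 1), and features above 1 TPM in at least 2 libraries were kept. limma 3.58.1 (R 4.3.3) fitted the 6 group means with an empirical Bayes trend. Contrasts were MO against uninjected embryos within each stage and averaged over the 3 stages, uninjected stages against each other, and an F test of the difference in the effect between stages. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Gene lists were tested with camera at a preset correlation of 0.01, and again with an estimated correlation. Each list was set against all features tested, though only genes with a symbol could be members. The 22 lists cover the paper's Tcf7l1 and Vegt targets, its Tcf7l1 targets with an early Ctnnb1 peak, genes it names in metaclusters R82, R11, R16 and R38, its candidate additions to the core network, early dorsal Wnt targets, organizer, ventral, Wnt feedback and posterior, endoderm, mesoderm and ectoderm genes, Nodal ligands, maternal, p53, innate immune, heat shock, TCF/LEF and control genes. On data simulated for 15494 genes, the averaged comparison recovered 93% of genes changed by a log2 of 1 and 97% of those changed by 2, with 8 false calls. The comparison at stage 9.5 recovered 64% and 88%, with 11 false calls.

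The genes the text names are *tcf7l1* and its family, each gene of the lists taken from the paper, the 10 named genes with the largest increase and the 10 with the largest decrease in each MO contrast among called genes whose MO libraries all lie on 1 side of the uninjected ones, the 4 members with the lowest p of each other list, and the 10 with the lowest p for the difference between stages. For peaks, they are the 10 strongest Ventx2 and Sia1 peaks and each peak upstream of *gsc*. The rule, the lists, the tests and the alternatives were set before the data were examined, except where a choice is said to have been made later, and values in the paper's own tables had been seen.

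Libraries of different groups share the replicate numbers 1 and 2. The deviations from the group means of same-numbered libraries correlated across genes in each of the 3 pairs of MO and uninjected groups (0.631, 0.548 and 0.587 at stages 9.5, 10 and 10.5), and in all pairs of groups (0.49 to 0.632), so the numbers were taken to pair the libraries. The fit without the block stands as the main one, and both blocked fits are alternatives.

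Peak overlaps, random placements and clustering were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Each p from placement is the share of placements with at least as many overlaps, where the real arrangement is counted as 1 more beside the 1000 placements. On simulated intervals, 300 of 300 planted overlaps with the Sox7 list were found. Alternatives for the RNA-seq were a pseudocount of 0.1, no filter, a floor of 5 TPM, rescaling by the median ratio, quantile normalization, both replicate blocks, no trend, the libraries of 1 stage alone, and each library left out. For the peaks they were a q under 1e-05, a reciprocal overlap of 50%, summits within 200 bp, lists of equal length, and 10 kb in place of 15 kb at *gsc*. Motif shares at summits and peaks near network genes were not computed, since both need a sequence or gene positions of genome v9.0.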

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

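Tests of other groupings of the libraries, of the scale of the TPM values, of MO embryos against mixed stages and of placements onto shared or strong regions were chosen after the results were seen.

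Of 15494 genes, 3 differed between stages in their response to the Tcf7l1 MO by limma. Xetrov90006479m.g stood at 12.8 and 13.8 TPM in the 2 MO libraries of stage 10 and at no more than 0.19 TPM in the other 10 libraries (adjusted p = 0.00408). Xetrov90025129m.g had log2 fold changes of −0.13, −0.93 and −1.77 at stages 9.5, 10 and 10.5 (adjusted p = 0.0306). *atp12a-like.1* had −1.06, −0.20 and 0.48 (adjusted p = 0.0313). None of the 3 passed with a pseudocount of 0.1, and 1 library left out gave 0 to 3 such genes.

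Of the 66 genes called at each stage in the same direction, 3 carry a symbol, and the paper does not discuss their response to this MO. *chrd* had an averaged log2 fold change of −0.63, *zic3* of −0.72 and *zfp64* of 0.93. The call of *zfp64* at each stage held without any single library, while that of *chrd* held in 8, 8 and 12 of 12 such fits at stages 9.5, 10 and 10.5 and that of *zic3* in 6, 4 and 3 of 12. For *chrd* at stage 9.5, limma gave an adjusted p of 0.0991 without uninjected replicate 1 of stage 9.5, and at stage 10 of 0.208 without uninjected replicate 1 of stage 10. For *zic3* the adjusted p reached 0.232 at stage 9.5 and 0.225 at stage 10.5, each without MO replicate 2 of that stage, and 0.218 at stage 10 without uninjected replicate 1 (limma).

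In the average over stages, limma called 1813 genes between Tcf7l1 MO and uninjected embryos. Among 100 splits of the libraries within stages, of 108 possible, 1 called as many genes, the real one. The highest other split called 171, and the 30 splits that part all 6 pairs reached 106. The split by replicate number, which was not among those drawn, called 2932 genes and points to a structure shared by same-numbered libraries. A grouping other than by MO can thus call more genes than the real one, so the splits drawn do not exclude chance. With the replicate number as a block the MO contrast called 3760. A scale set by a few abundant features is argued against by the 1952 genes called after rescaling by the median ratio. An effect of the injection itself stays open, since no embryos injected with a control MO were sequenced, and loss of Tcf7l1 remains a hypothesis.

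Genes called in MO embryos ran opposite to the change between uninjected stages in 68.2% at stage 9.5, 80.7% at stage 10 and 72.6% at stage 10.5, against 57.9%, 63.5% and 58.8% of all genes, comparisons with no shared libraries between the contrasts set against each other. A delay may account for part of this, since the mix of uninjected stages that fits best holds 35.2% of stage 9.5 for MO embryos of stage 10 and 36.8% of stage 10 for those of stage 10.5. Against that mix, 725 genes were called at stage 10.5, of which 423 are among the 729 called against the same stage. These calls cannot exclude a delay alone, since 1 weight mixes the 2 stage means for each gene. A gene that changes unevenly between stages can be called that way. Of the 729, 220 lie outside the range of all uninjected stages, where a delay would not put a gene that changes steadily. That count has no share over all genes beside it, so a delay alone stays open. Of 10 lists lower at stage 10, 1 stayed lower against the mix, the ventral list (adjusted p = 0.0456 by camera; adjusted p = 0.65 with an estimated correlation), and of 4 lists lower at stage 10.5, 1 did, the ectoderm list (adjusted p = 0.0375; adjusted p = 0.706 with an estimated correlation), where the ventral list gave 0.238 and the ectoderm list at stage 10 had given 0.144. The list of R38 genes, which had not passed at stage 10, was higher against the mix there (adjusted p = 0.0456; adjusted p = 0.65 with an estimated correlation) and gave 0.243 at stage 10.5. No list had passed with an estimated correlation against the same stage either, so those values say nothing about a delay. The call of the ventral list at stage 10 held in 3 of 9 settings with all libraries. It was lost with the mixing weight from replicate 1 (adjusted p = 0.122 by camera) and held with that from replicate 2 (0.0255). It was also lost with a pseudocount of 0.1 (0.0807), a floor of 5 TPM (0.106), median ratio rescaling (0.0555), quantile normalization (0.0779) and the replicate block shared by the stages (0.0606). With the block within stages it held (0.0354). It was lost too without MO replicate 2 of stage 10, uninjected replicate 1 of stage 10 or uninjected replicate 1 of stage 9.5. That of the ectoderm list at stage 10.5 held with both weights (0.0455 and 0.0276) and was lost with a replicate block within stages (0.0807) or shared by them (0.0524), and without MO replicate 1 of stage 10.5 (0.147), uninjected replicate 1 of stage 10.5 (0.0676) or uninjected replicate 2 of stage 10 (0.0557). Over the 9 settings tried with all libraries, weights and blocks included, the adjusted p ran from 0.0193 to 0.122 for the former and from 0.00463 to 0.13 for the latter. Since both calls hang on these choices, and a miss of the threshold by the other lists excludes nothing, the effect of the MO and a delay cannot be told apart for the 10 lists. Against the mix, the early dorsal list gave an adjusted p = 0.268 by camera in limma, or 0.0738 unadjusted; the bound set beforehand, which would have read an unadjusted value of at least 0.05 as no rise, was wrong because a miss over so few genes excludes nothing, and the question stays open.

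Ventx2 peaks overlapped Sia1 peaks in 21 cases, at different stages and with 1 sample each. Placements onto regions that as many of the other 5 lists share, and onto regions as strong in those lists, each gave a permutation p = 0.001. Their highest placements reached 14 and 17. Sharing and strength were counted over each whole merged region, while a placed peak took only its centre. A placed peak could thus meet fewer or weaker peaks than the Ventx2 peak it stood for. Binding of many factors to the same regions is therefore not excluded as the whole account. The mean of 8.037 on regions as strong may reflect regions of general binding for at least part of the 21. Binding by both factors in the same cells was not tested, since whole embryos were used.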

How the results depend on the processing

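Comparisons of MO embryos with mixed uninjected stages, of the Tcf7l1 targets with other named genes, and placements onto regions that as many other lists share, or that are as strong, were chosen after the results were seen. Over the pseudocount, the filters, the rescalings and the fit without trend, the averaged MO contrast called 1475 to 1952 genes, and the change between uninjected stages 6370 to 6961. Of 3037 values of called named genes under alternatives, 2390 stayed called, 647 did not, and 0 took the other sign. In the average, 56 of 69 called named genes stayed called with each library left out and in each other setting, while at stages 9.5, 10 and 10.5 none of 20, 25 and 34 did, and 2, 1 and 7 of them stayed called with each library left out. The rules that named these genes chose in part called genes whose MO libraries all lay on 1 side of the uninjected ones. The lack of values with the other sign therefore adds little evidence. Without a trend, 136 genes were called at stage 10 and 1 for the difference between stages. That difference gave 0 genes with a pseudocount of 0.1 and 37 with no filter. With only the libraries of 1 stage in the fit, 4, 1 and 1 genes were called at stages 9.5, 10 and 10.5, where fewer libraries estimate the spread. Elsewhere the cause was not tested. Against mixed stages, 194 genes were called at stage 10 and 725 at stage 10.5, and 1 list stayed lower at each, or 0 at stage 10 with the mixing weight from replicate 1. The ventral list at stage 10 lost its call with the replicate block shared by the stages, and the ectoderm list at stage 10.5 with either block.

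With a replicate block within stages, counts were 621, 1428 and 2639 at stages 9.5, 10 and 10.5, 4069 in the average, 55 for the difference between stages and 19 for the Tcf7l1 targets. With the replicate block shared by the stages, they were 556, 1133, 2328, 3760, 67 and 18. The uninjected stages gave 9002 and 8950 genes with these blocks, and 13 and 12 lists were called, the added list being that of *gsc* and *hhex*. In the average, the replicate block changed no other list's call. The 12 called targets made up a larger share than among other genes with a symbol (Fisher's exact test, p = 0.00583), and did not pass against members of the other lists (p = 0.504).

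Lists called in the average numbered 12 with the preset correlation and 0 of 20 with the estimated correlation, where the lowest adjusted p was 0.0832 and 10 lists had an unadjusted p under 0.05 (camera in limma). At stage 9.5, 9 of 12 lists held.

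With each library left out in turn, where a lone library is assumed to vary like the other groups, counts ranged from 15 to 122 at stage 9.5, 19 to 212 at stage 10, 91 to 639 at stage 10.5, 1075 to 1864 in the average, 5274 to 7166 between uninjected stages, 0 to 3 for the difference between stages, 12 to 13 for lists and 10 to 13 for targets. At stage 9.5 the count was 47 and 19 without MO replicates 1 and 2 of that stage, 19 and 15 without its uninjected replicates, and 80 without either uninjected replicate of stage 10. At stage 10 it was 39 and 65 without its MO replicates, 21 and 19 without its uninjected ones, 113 and 119 without the MO replicates of stage 9.5, and 127 without either uninjected one. At stage 10.5 it was 428 and 91 without its MO replicates, 148 without its uninjected replicate 1, and 477 and 479 without the uninjected replicates of stage 10. The average fell to 1100 and 1142 without MO replicate 2 of stages 9.5 and 10.5, to 1193 without uninjected replicate 2 of stage 9.5, and to 1075 and 1207 without the uninjected replicates of stage 10. The difference between stages gave 0 genes without uninjected replicate 2 of stage 10 and 1 without each other library of stages 9.5 and 10 except MO replicate 1 of stage 9.5, and 1 without either MO replicate of stage 10.5.

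Ventx2 peaks over Sia1 peaks numbered 10 at a q under 1e-05, 1 with a reciprocal overlap of 50%, 21 with summits within 200 bp and 4 with lists of equal length. The median share over the 21 pairs of lists was 26.57% as deposited, 18.92% at that q, 10.45% with reciprocal overlap and 5.356% at equal length. The share of later Vegt peaks found at stage 9 was 53.52% as deposited, and 27.18%, 36.22% and 27.5% in the same order, with 55.07% for summits. At *gsc* the 34 peaks became 22 at that q and 25 within 10 kb. Motif shares and peaks near network genes were not run, since the reference is of another build. Depth is unknown for both assays, and single ChIP samples give no measure of replicate spread.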

Differences from the paper's values

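No test in this part was chosen after the results were seen.

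The paper's number of samples for the *tcf3* knockdown RNA-seq is about 5 in Fig. 1B, read by eye, where 12 libraries were deposited. The alternatives set before the data were examined leave the number of deposited libraries at 12, though some of their fits use only part of the libraries. The 6 MO libraries taken alone lie within 1.5 times the paper's number.

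The paper places Sia1 and Ventx2 close together in its clustering of ChIP signals (Figure S3). Clustered by the overlap of deposited peaks, Ventx2 joined Sox7 at a distance of 0.357 and Sia1 joined last, at 0.899. Ventx2 joined the later Vegt list with a reciprocal overlap of 50%, and joined the fifth with lists of equal length. Sia1 joined last in these settings and with summits within 200 bp, and joined the fifth at a q under 1e-05, where the Vegt list of stage 9 was last. Of the shares of Sia1 with the other lists, that with Ventx2 was the highest as deposited (15.0% of Ventx2 peaks, against 14.0% of Sia1 peaks over Mix1) and with summits within 200 bp, but not at a q under 1e-05, with a reciprocal overlap of 50% or with lists of equal length. The paper clustered signal over genome partitions, and the peaks of 7 samples were clustered here.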

Other observations

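All tests in this part were set beforehand except those on unnamed features and on the strongest Sia1 peaks, which were chosen after the values were seen.

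Between stages 9.5 and 10.5 of uninjected embryos, limma called 7019 genes, 1928 higher and 5091 lower, with a median log2 fold change of −0.23 over all genes. After rescaling by the median ratio it called 6955, of which 3482 were higher. Calls of the MO contrasts were shared between stages. In the same direction, 84 genes were shared by stages 9.5 and 10, 72 by stages 9.5 and 10.5 (and 1 in opposite directions), and 156 by stages 10 and 10.5. Independent lists would share 0.112 higher and 1 lower genes for the first pair, 0.526 and 2.44 for the second and 2.08 and 3.08 for the last. All 3 stages shared 66 genes, 14 higher and 52 lower. No library is used at more than 1 stage, though all stages share the estimate of the spread.

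Averaged over stages, the lists in this paragraph were not called with an estimated correlation. Of 12 measured Vegt targets 5 fell, none rose and 7 did not pass (6 fell when adjusted over the list alone; camera adjusted p = 0.000998; adjusted p = 0.0902 with an estimated correlation). Of 10 measured genes that the paper names in R16, 5 fell and 5 did not pass (8 fell when adjusted over the list alone; camera adjusted p = 4.14e-06; adjusted p = 0.0902 with an estimated correlation). *gata4*, a GATA-factor gene of the endoderm and heart, had a log2 fold change of −1.16 (adjusted p = 0.0426 from limma, and 0.112 without uninjected replicate 1 of stage 10, with a call in 3 of 12 fits with 1 library left out). *irx2* fell by 1.04 (adjusted p = 0.00322 from limma) and *osr2*, an odd-skipped-related gene, had an averaged log2 fold change of −0.77 (adjusted p = 0.0115), with −2.15, −0.56 and 0.40 at stages 9.5, 10 and 10.5, where both MO libraries of stage 10.5 lay above the uninjected ones (adjusted p = 0.135 for the difference between stages). Of 4 measured genes named in R38, 2 fell, *wnt8a* and *sox17a*, and 2 did not pass (3 fell when adjusted over the list alone; camera adjusted p = 0.00802; adjusted p = 0.115 with an estimated correlation). Among 7 Nodal ligand genes, 1 rose, *nodal6*, and 6 did not pass (1 rose when adjusted over the list alone; camera adjusted p = 0.335; adjusted p = 0.783 with an estimated correlation). With a replicate block, *nodal3.2* rose too (adjusted p = 0.0169 with the block shared by the stages and 0.0011 within stages, from limma), and within stages *gdf3* (0.0314). With either block, 6 Vegt targets, 9 genes of R16 and 2 of R38 fell. By stage, the Nodal ligand list was higher at stage 10.5, where 2 members rose (camera adjusted p = 0.0258, and 0.607 with an estimated correlation). At stage 9.5 its direction was down and it was not called (camera adjusted p = 0.0636).

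Among 6 candidate additions to the core network, 1 fell and 5 did not pass (1 fell when adjusted over the list alone; camera adjusted p = 0.243). It was *hes7.2*, with log2 fold changes of −1.82, −2.04 and 0.15 at stages 9.5, 10 and 10.5 (adjusted p = 0.625 for the difference between stages) and an averaged one of −1.24 (adjusted p = 0.0162 from limma, and 0.0511 without uninjected replicate 1 of stage 10). With either replicate block *phox2a* fell as well. In uninjected embryos of stage 10, *hes7.2* stood at 310.4 ± 93.7 TPM (SD, n = 2), *hsf2* at 38.2 ± 3.54, *phox2a* at 18.0 ± 4.36, *mtf1* at 17.4 ± 1.5, *mycn* at 7.37 ± 0.191 and *uncx* at 3.21 ± 0.714 TPM. Both measured TCF/LEF genes other than *tcf7l1* missed the threshold, with a log2 fold change of 0.46 for *tcf7* (adjusted p = 0.159 from limma) and −0.53 for *lef1* (adjusted p = 0.113). With the replicate block, *tcf7* gave 0.00821 (block shared by the stages) and 0.00911 (within stages), and *lef1* gave 0.00666 and 0.0181. The set of 3 with *tcf7l1* had a camera adjusted p of 0.91. Few genes of the maternal, p53, innate immune and heat shock lists have a name. Of 3 maternal genes *btg4* rose (log2 fold change 0.87, adjusted p = 0.0114 from limma; camera adjusted p = 0.678 for the list). No member of the 2 p53 genes (camera adjusted p = 0.145) or the 4 innate immune genes (0.877) was called, while with either replicate block *rrm2b* fell in the former and *nfkbia* rose in the latter, and the 1 heat shock or immediate early gene, *egr1*, had a log2 fold change of −0.31 (adjusted p = 0.39 from limma). No control gene was measured under a name.

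Features without a name gave the extremes among genes called at each stage. Xetrov90001150m.g was at 45.6, 50.5 and 48.9 TPM in uninjected embryos of stages 9.5, 10 and 10.5 and at 3.24, 4.26 and 4.31 TPM in MO embryos. Xetrov90002200m.g had an averaged log2 fold change of −2.10 and Xetrov90009610m.g of 3.01. Xetrov90006655m.g had log2 fold changes of 2.01, 3.44 and 4.29 at the 3 stages. The most abundant lncRNA candidate, lncrna-candidate-sw-40851, ran from 1633 to 48102 TPM, a ratio of 29.5, and took 4.81% of the TPM in MO replicate 1 of stage 10 but stood at 2070.3 TPM in replicate 2.

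Of the 30112 Vegt peaks of the later stage, 16115 (53.5%) overlap a Vegt peak of stage 9, and 8.04% of the stage 9 peaks overlap a later one. Among the 10 Sia1 peaks of highest fold enrichment, 9 overlap both Vegt lists and 2 overlap Mix1. Ranks 6 and 7, on chromosomes 5 and 8, have the same fold enrichment of 18.65 and −log10 q of 31.95, and ranks 1 and 8 lie on scaffolds. The cause of the matching values was not tested, so the overlap does not by itself show binding of both factors. Among the 100 strongest, 20 overlap both Vegt lists and 29 overlap Mix1, and in the whole list 145 and 620 of 4421 do.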
